# Comparative methylation and RNA-seq expression analysis in CpG context to identify genes involved in Backfat vs. Liver diversification in Nanchukmacdon Pig

**DOI:** 10.1186/s12864-021-08123-x

**Published:** 2021-11-07

**Authors:** Devender Arora, Jong-Eun Park, Dajeong Lim, Bong-Hwan Choi, In-Cheol Cho, Krishnamoorthy Srikanth, Jaebum Kim, Woncheoul Park

**Keywords:** CpG, DMR, DEGs, Differentiation, Methylation, Motif

## Abstract

**Background:**

DNA methylation and demethylation at CpG islands is one of the main regulatory factors that allow cells to respond to different stimuli. These regulatory mechanisms help in developing tissue without affecting the genomic composition or undergoing selection. Liver and backfat play important roles in regulating lipid metabolism and control various pathways involved in reproductive performance, meat quality, and immunity. Genes inside these tissue store a plethora of information and an understanding of these genes is required to enhance tissue characteristics in the future generation.

**Results:**

A total of 16 CpG islands were identified, and they were involved in differentially methylation regions (DMRs) as well as differentially expressed genes (DEGs) of liver and backfat tissue samples. The genes *C7orf50, ACTB and MLC1* in backfat and *TNNT3, SIX2, SDK1, CLSTN3, LTBP4, CFAP74, SLC22A23, FOXC1, GMDS, GSC, GATA4, SEMA5A* and *HOXA5* in the liver, were categorized as differentially-methylated. Subsequently, Motif analysis for DMRs was performed to understand the role of the methylated motif for tissue-specific differentiation. Gene ontology studies revealed association with collagen fibril organization, the Bone Morphogenetic Proteins (BMP) signaling pathway in backfat and cholesterol biosynthesis, bile acid and bile salt transport, and immunity-related pathways in methylated genes expressed in the liver.

**Conclusions:**

In this study, to understand the role of genes in the differentiation process, we have performed whole-genome bisulfite sequencing (WGBS) and RNA-seq analysis of Nanchukmacdon pigs. Methylation and motif analysis reveals the critical role of CpG islands and transcriptional factors binding site (TFBS) in guiding the differential patterns. Our findings could help in understanding how methylation of certain genes plays an important role and can be used as biomarkers to study tissue specific characteristics.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08123-x.

## Background

Pork is an important high-protein food consumed across the world and requires timely effort to monitor and sustain the quality of meat. Several molecular breeding programs are being run around the world to understand and fulfil future requirements with enhanced food quality which largely depends upon the taste and composition, and these factors ultimately shape the breeding program by the choice of meat [1, 2]. The Republic of Korea is one of the highest pig-consuming countries and there is a huge domestic demand for its Jeju native black pig (JNP) for its superior taste [3, 4]. Due to the enhanced taste but low reproduction of JNP, a threat of extinction has loomed over the JNP breed [5]. To address this issue, an breeding program was conducted to develop a pig breed with a high reproduction rate and sustain the superior taste characteristics [6]. In the course of the intensive breeding program and continued close monitoring using modern biological methods, a pig breed referred to as ‘Nanchukmacdon’ was developed. It has increased fat deposition, a better metabolism rate and maintained superior characteristics features in subsequent generations. The enhanced characteristics displayed by the mixed breed involve the expression of genes and different biological pathways in different tissues that play important roles in maintaining the harmony of the cells and the development of tissue from single cells [7, 8].

Despite having the same genome, an unknown mechanism is governing the gene expression, development, genome imprinting, diseases, and diversification, and has been involved in evolutionary changes in different tissues [9, 10]. A single cell at embryonic stages differentiates to form different tissues which could show contrasting physical characteristics with almost unchanged genomic composition governed by DNA methylation [11, 12] (Fig. 1). These epigenetic mechanisms provide plasticity to the organism and the ability to adapt to different situations by altering the expression pattern of genes to regulate related pathways [13, 14]. However, it is still unclear whether methylation profiles can help in identifying tissue-specific genes that may have a role in influencing tissue-specific features or may be involved in biological functions by directing different pathways. There is consequently, a void in understanding the tissue specific diversification through methylation and gene regulation patterns. While DNA methylation in the mammalian tissue development process is a conserved process, understanding of the conversion process at the genome-wide level is still not very well understood. In eukaryotic organisms, DNA methylation leads to epigenetic modification which “at the promoter site” leads to curbs the transcription process by binding to regulatory protein and primarily occurs in the CpG island that is more abundant in the upstream region of the gene [12, 13, 15]. Comparative analyses of methylation in CpG island have primarily focused on cross-species comparative analysis and have revealed intriguing trends in both the conserved and divergent features of DNA methylation in eukaryotic evolution [14, 16, 17]. Studying these factors provides a way to better understand the genes that influence these processes which could help us in understanding the overall regulation mechanism [15, 18]. In an attempt to understand methylation, a previous study reported that the role of backfat deposition is associated with growth rate, meat quality, and reproductive performance [19]. Backfat thickness is also considered as one of the main parameters when selecting female pigs for breeding herds since it dominates several reproductive performance parameters [20, 21]. Liver is also a major organ involved in the regulation of lipid metabolism with fatness and plays a crucial role in animal growth, meat quality, immunity, and reproduction rate. Comparative understanding of tissue diversification is a complex process that involves the expression of certain genes in one tissue while remaining unchanged in another. To understand the hidden mechanism that sustain such superior characteristics methylation studies in tissue diversification could open a new front in identifying the biological phenomena associated with the new pig breed. The phenomena underlying these processes will ultimately provide better insight to understand the regulatory mechanism of genes in different tissues controlling biological pathways.

**Fig. 1:**
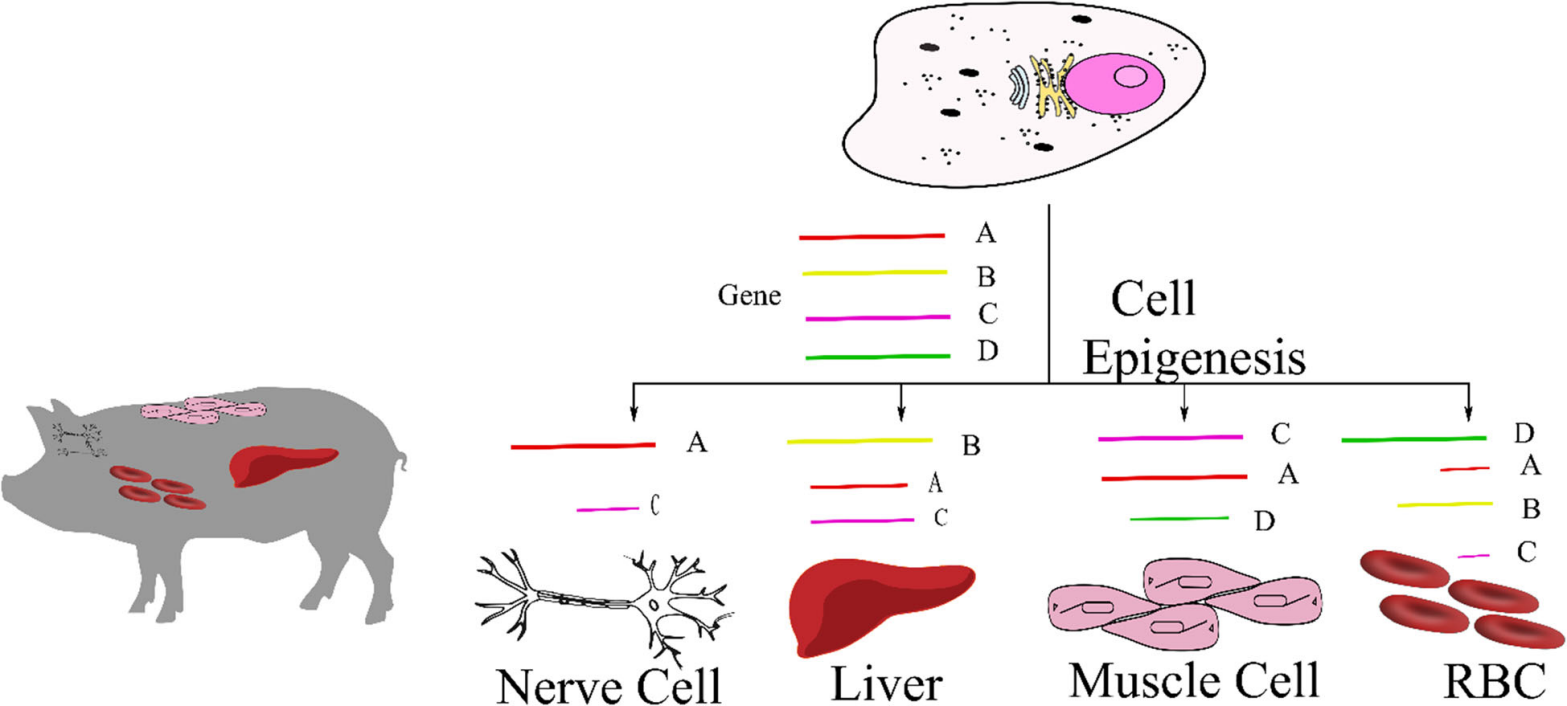
Overview of the cell differentiation into different tissues involving expression of certain genes in one tissue (Highlighting gene **A,B,C,D**) and silent or least expressed in other to govern different pathways required for development

In the present work, we reported genes involved in tissue-specific changes at the methylation level and the role of gene expression in the regions. To this end, we performed WGBS and RNA-seq of (*N*=5+5) samples of backfat and liver respectively and integrated the analysis results to understand the tissue characteristics. The methylation pattern in the CpG island was further studied to determine the potential role in the hyper-methylated region with the respective expression pattern in the specific tissues. RNA-seq analysis abled us to analyze the differential expression patterns, as well as gene ontology studies, reveals the close association in different biological important pathways that were enriched in various tissue under methylated conditions. Along with this, we also aimed to conduct a *de novo* whole genome motif analysis to identify the methylated motif and the transcription factor binding sites in terms of overall changes of tissue and specific pathways.

## Results

### WGBS data analysis

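Whole-genome bisulfite sequencing (WGBS) separates methylated from unmethylated cytosines, because bisulfite turns an unmethylated cytosine into a base that is read as T while a methylated cytosine is still read as C. Backfat and liver of 5 Nanchukmacdon boars were sequenced, which gave 5 libraries per tissue and 10 in all. The paper gives the boars an average age of 26 months, and the sample labels give 22 months. Libraries are named here by tissue and boar number, as in Fig. 2A. The authors trimmed the reads with Trim Galore, mapped them to Sscrofa11.1 with Bismark and removed duplicates with samblaster. Their processed data give, for each library, the number of cytosines read as methylated and as unmethylated at each of 135 read positions in 3 contexts, CpG, CHG and CHH, where H is A, C or T. These calls are not normalized, carry no genomic position and are not divided between read 1 and read 2. The minimum coverage and mapping quality named in the methods therefore could not be applied again to them. The calls of each context were summed over all read positions of a library, and the percent read as methylated was calculated with the library as the replicate. Between 12110656415 and 14202245984 cytosine calls were made per backfat library, with a median of 13592840187, and between 11747920693 and 14227247577 per liver library, with a median of 13502340708. In the CpG context these were between 535962875 and 670743546 calls in backfat (median 619701680) and between 546895139 and 663597193 in liver (median 607544327). At these depths the spread between libraries, and not the number of calls, sets the precision of a percentage. Tissues were compared with a two-sided exact permutation test of the difference between the 2 means.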

WGBS data analysis was performed to compare methylation patterns amongst backfat and liver tissue. Overall mapping of WGBS data on the reference genome was ~75 % with an average conversion rate of methyl call exceed for reverse and forward (C+T)> 99.4 %. 

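Cytosines outside CpG that are read as methylated are either methylated or not converted, so 100 minus their percentage is a lower limit of the conversion rate. Over CHG and CHH calls together this limit was 99.45% ± 0.0295 (SD, n = 10 libraries), and it lay between 99.40% and 99.49% in single libraries. Calculated from CHG calls alone it was 99.41% ± 0.0311, and from CHH calls alone 99.46% ± 0.0299. Leaving out the first 10 and last 10 positions of the reads moved it most, to 99.69% ± 0.0255. The percentage of non-CpG calls read as methylated was not even along the read. At position 1 it was 11.2% ± 0.170 (SD, n = 5) in backfat and 11.0% ± 0.337 (SD, n = 5) in liver, and over positions 11 to 125 it averaged 0.333% in backfat and 0.292% in liver. CpG calls ran the other way, with 70.9% ± 0.630 (SD, n = 5) read as methylated at position 1 in backfat and 66.5% ± 0.782 (SD, n = 5) in liver, against averages of 77.6% and 71.2% over positions 11 to 125. The share of reads that mapped to the genome was not analysed here.

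**Figure D1:**
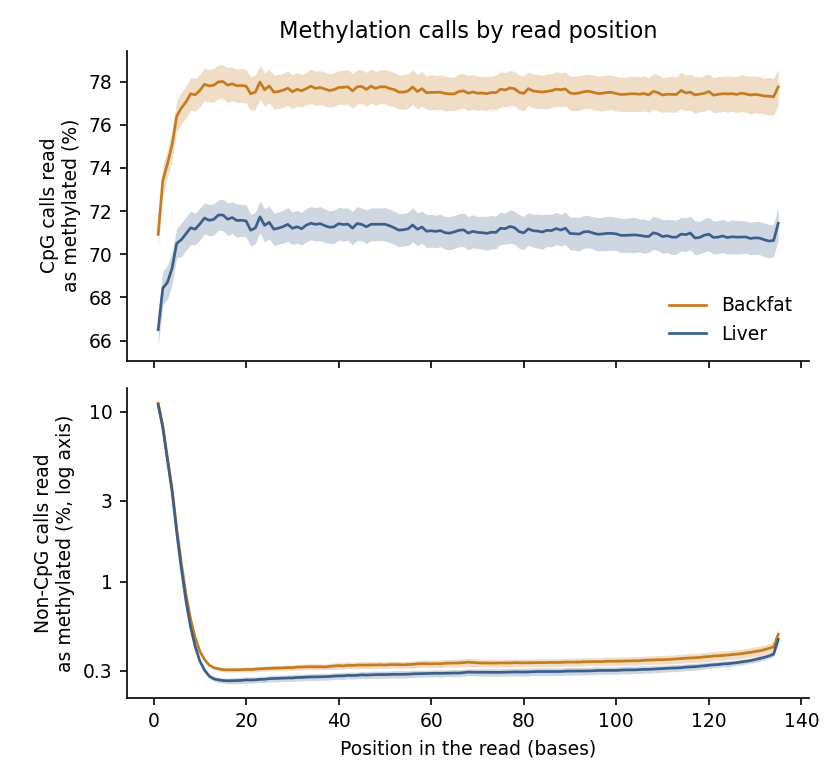
Percentage of calls read as methylated by read position, for CpG and for non-CpG cytosines, in backfat and liver. In both tissues the percentage outside CpG is highest at position 1, with 11.2% in backfat and 11.0% in liver.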

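In the CpG context 77.4% ± 0.792 (SD, n = 5) of the calls were read as methylated in backfat and 71.0% ± 0.760 (SD, n = 5) in liver, a difference of 6.39 percentage points. Every backfat library, from 76.4% to 78.4%, lay above every liver library, from 69.9% to 71.8% (two-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow, and 0.0106 after Benjamini-Hochberg adjustment over 4 comparisons of methylation). Backfat was also higher than liver in 5 of 5 boars, and when libraries were paired by boar the exact sign-flip test gave p = 0.0625, the smallest p that 5 pairs allow. Of the other ways of calculating it from all 10 libraries, pooling the calls of each tissue moved the difference most, to 6.32 points. Over all cytosines together, CpG and non-CpG, 4.08% ± 0.0563 (SD, n = 5) of the calls were read as methylated in backfat and 3.75% ± 0.0225 (SD, n = 5) in liver. The difference of 0.330 points was larger than the spread between libraries (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0106) and had the same direction in 5 of 5 boars.

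**Figure D2:**
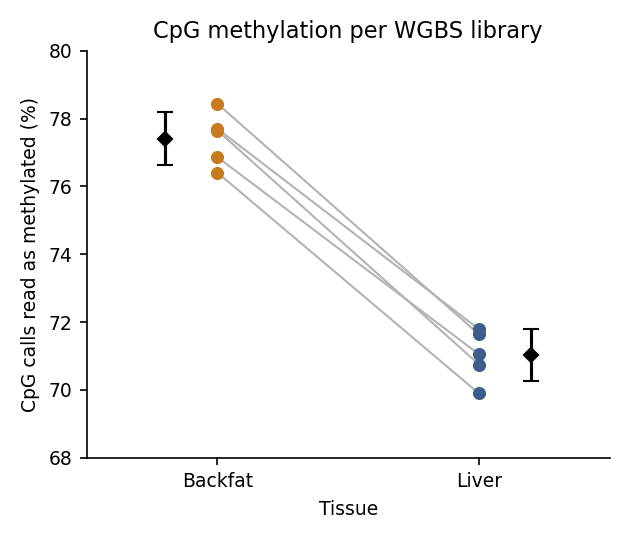
Percentage of CpG calls read as methylated in each library, by tissue, with lines that join the libraries of 1 boar and the mean and SD of each tissue. Backfat libraries lie between 76.4% and 78.4% and liver libraries between 69.9% and 71.8%.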

The overall methylation composition was inclined towards liver (Fig. 2A) and methylation in the CpG context was higher in backfat than in the liver, with 77 % of total methylation vs. 71 %, respectively (Fig. 2B & Additional file: File S1). Using SeqMonk (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/), a tool for visualization of high throughput mapped sequence data, we detected a sharp increase at the 2 kb upstream region of the TSS region and at downstream of TTS region. CpG methylation help in stabilizing chromatin structure as well as it also controls the regulation of related gene expression and these effects could overall responsible for stabilization of genome (Fig. 2C). This methylation level remains stable after the promoter region and contributes to structural stability and regulation of gene expression. CpG island studies also confirmed a sharp decrease in the methylated CpG level outside the 2 kb CpG island (Fig. 2C and D). Individual methylation patterns for all the identified genes confirms that the pattern of methylation corresponds with the distribution of gene promoters, which are usually prone to transcription (Additional file: Figures S1). A DMR study was carried out to compare the tissue-specific methylation level and a *de novo* motif analysis for TFBS in backfat vs. liver DMRs was conducted using Homer software (Table 1) (Additional file: Table S1).

**Table 1:** Represent the top 5 predicted motif based on rank in the Homer analysis, p-value, %targets, %background, and best match

Rank	Motif	P-value	% of Targets	% of Background	STD(Bg STD)	Best Match
1		1e-50,917	97.64 %	73.36 %	46.2 bp (69.8 bp)	AT2G15740(C2H2)
2		1e-2855	13.01 %	8.33 %	56.2 bp (73.5 bp)	RFX7
3		1e-1958	10.57 %	7.01 %	55.8 bp (67.3 bp)	RAR:RXR(NR)
4		1e-1898	12.13 %	8.35 %	57.5 bp (73.1 bp)	RFX3
5		1e-1813	11.64 %	8.01 %	54.8 bp (69.2 bp)	MET28

**Fig. 2:**
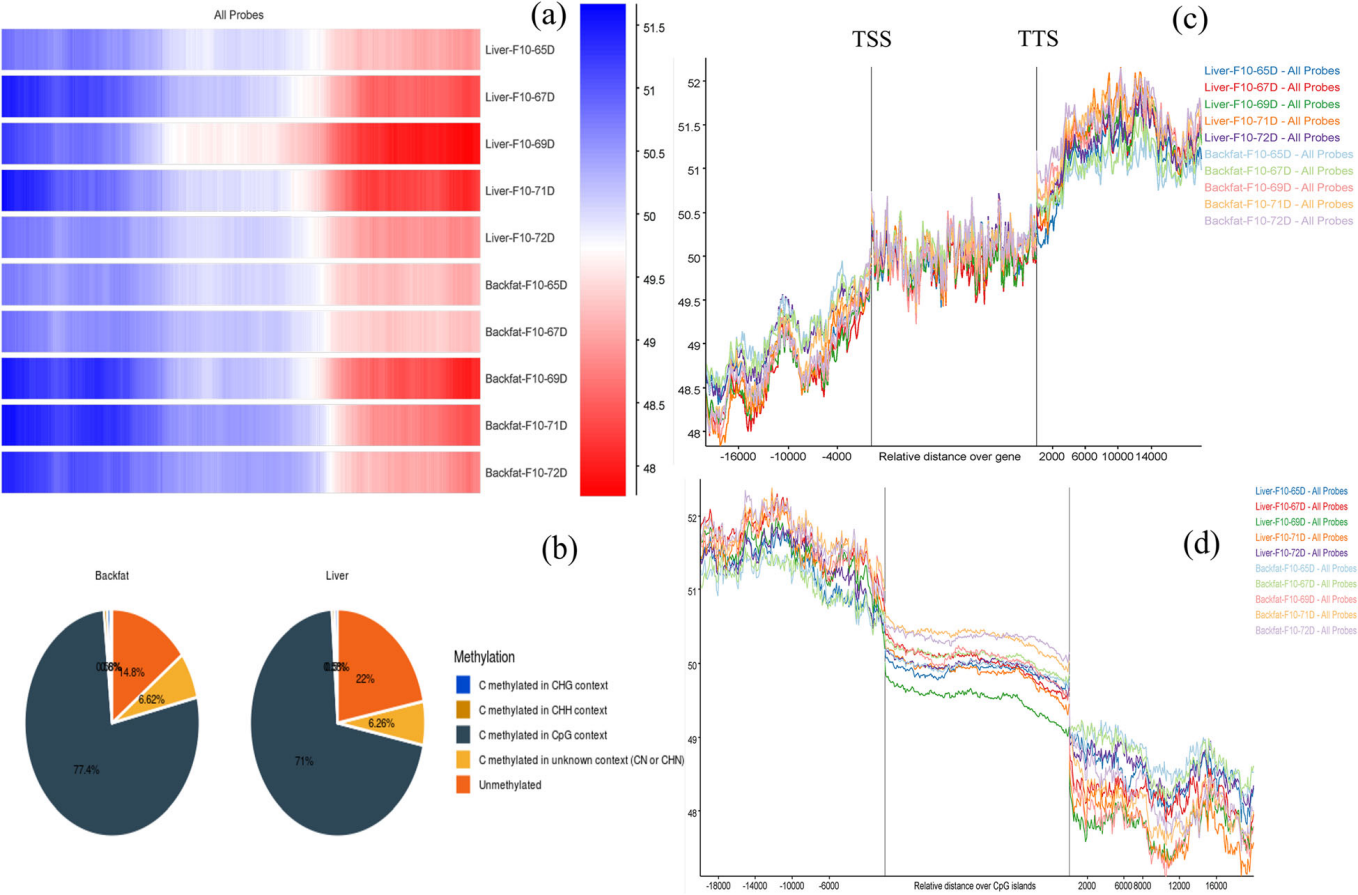
**A** A heat map was generated for methyl call of each tissue sample and the methylation pattern on the overall genome was observed. **B** Average methylation composition analysis in context with C methylation in CpG, CHG, CHH, and CN. (H could be A, C, and T nucleotide and N belong to Unknown) **(C)** Methylation pattern with the relative degree of gene stabilization can be seen and **(D)** sharply increased in the TSS region of CpG islands and stabilized afterward

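CpG sites made up 4.56% ± 0.110 (SD, n = 5) of all cytosine calls in backfat and 4.57% ± 0.0868 (SD, n = 5) in liver, and 86.5% of the calls read as methylated were CpG calls in each tissue. In the CHG context 0.611% ± 0.0300 (SD, n = 5) of the calls were read as methylated in backfat and 0.577% ± 0.0233 (SD, n = 5) in liver. This difference of 0.0342 points did not pass the test (two-sided exact permutation test, p = 0.0873, unchanged by the Benjamini-Hochberg adjustment), although backfat was higher in 5 of 5 boars. In the CHH context the values were 0.567% ± 0.0169 (SD, n = 5) in backfat and 0.518% ± 0.0153 (SD, n = 5) in liver, a difference of 0.0487 points (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0106, higher in 5 of 5 boars). Paired by boar, the exact sign-flip test of the CHH difference gave p = 0.0625. Non-CpG percentages this low include every cytosine that escaped conversion, so they are upper limits of methylation. The CN context of Fig. 2B was not analysed here. From the percentages by context in Fig. 2B, the paper states that methylation in the CpG context was higher in backfat than in liver.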

### Identification of DEGs, CpG methylation, and Gene ontology

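RNA of backfat and liver from 5 boars was sequenced in paired-end reads, which gave 5 RNA-seq libraries per tissue and 10 in all. The authors checked the reads with FastQC, removed adapters with Trimmomatic, aligned them to Sscrofa11.1 with HISAT2 and counted read pairs on the exons of each gene of Ensembl release 99 with featureCounts 2.0.1. The count was not strand-specific and left out reads that map to several places or overlap several genes, so genes with near-identical copies or with an overlapping gene on the other strand are counted with less certainty. The processed data hold these raw counts, without normalization, for 31907 genes. Between 45157114 and 61772737 read pairs were counted on genes per backfat library, with a median of 48502902, and between 43820042 and 53768601 per liver library, with a median of 48821039. At least 1 count was found for 26315 genes, and 16275 genes passed the filter on low counts (edgeR's filterByExpr) and were tested. Counts were normalized by edgeR's TMM method, whose factors lay between 1.18 and 1.44 in backfat and between 0.649 and 0.916 in liver. The 10 genes with the most counts took between 15.0% and 21.7% of a backfat library and between 18.9% and 43.4% of a liver library. In liver 67, the liver library of boar 67, the 13 protein-coding genes of the mitochondrial genome took 44.5% of the counts, against 6.38% to 20.2% in the other 9 libraries. Backfat was compared with liver by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a positive log2 fold change stands for higher expression in backfat. Differentially expressed genes (DEGs) were called at an FDR of at most 0.05 and a log2 fold change of at least 2 in either direction. Expression of single genes is given in TMM-normalized CPM. On simulated counts in which every gene had the common dispersion of these libraries, 0.144, the test called 199 of 200 genes given a log2 fold change of 3. These genes were drawn from those with a mean of at least 200 counts. The recovery of genes with fewer counts or a larger spread was not tested.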

DESeq2 an R package was implemented to identify statistically significant differences in gene expression obtained from featureCounts, which is used to count reads from RNA or DNA sequence data in terms of genomic features [22]. The overall relationship between backfat and liver was represented in a volcano plot (Fig. 3A). 

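Of 16275 genes tested, 8955 had an FDR of at most 0.05, and 3633 of them also reached the fold-change threshold. Among DEGs with at least 10 counts in every library, the 5 with the largest change towards backfat were FABP4, LUM, PLIN1, CILP and COL15A1, with log2 fold changes from 7.28 to 10.52. FABP4 (ENSSSCG00000040681) was expressed at 4835 ± 602 CPM (SD, n = 5) in backfat and 3.30 ± 2.62 CPM (SD, n = 5) in liver, a log2 fold change of 10.52 (standard error 0.70, FDR = 1.19e-07). Its level in liver 67, 7.80 CPM, stood apart from the other liver libraries. The 5 with the largest change towards liver were GCGR, FGB, SERPINC1, TF and PROC, with log2 fold changes from -11.48 to -10.87. GCGR (ENSSSCG00000034891) was expressed at 0.537 ± 0.323 CPM (SD, n = 5) in backfat and 1537 ± 442 CPM (SD, n = 5) in liver, a log2 fold change of -11.48 (standard error 0.56, FDR = 1.26e-08). In backfat each of these 5 genes was highest in the library of boar 69, apart from the other 4, and without that library their log2 fold changes lay further from 0, such as -13.55 for FGB and -13.03 for TF.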

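Of the 3633 DEGs, 1819 were higher in liver and 1814 higher in backfat, so that liver held 50.1% of them. The filter on low counts moved the total most among the settings chosen before the data were examined: with at least 10 counts required in every library, 13026 genes were tested and 1852 were DEGs, 981 higher in liver and 871 higher in backfat. Scaling by library size alone, without TMM factors, gave 1340 DEGs higher in liver and 2874 higher in backfat, a liver share of 31.8%, and shifted the median log2 fold change of all genes by 0.72 towards backfat. DESeq2, the paper's tool, tested 22063 genes and gave 2631 DEGs higher in liver and 2268 higher in backfat. With the boar as a block beside tissue, 1757 and 1913 DEGs were found. Leaving out each library in turn gave from 3716 to 3964 DEGs in all.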

A total of 2761 and 2375 DEGs in liver and backfat were observed between samples from respective tissues of Nanchukmacdon pig and the filter parameters used for DEGs were false discovery rate (FDR) values of ≤ 0.05 and log2FoldChange≥±2 [23].

**Fig. 3:**
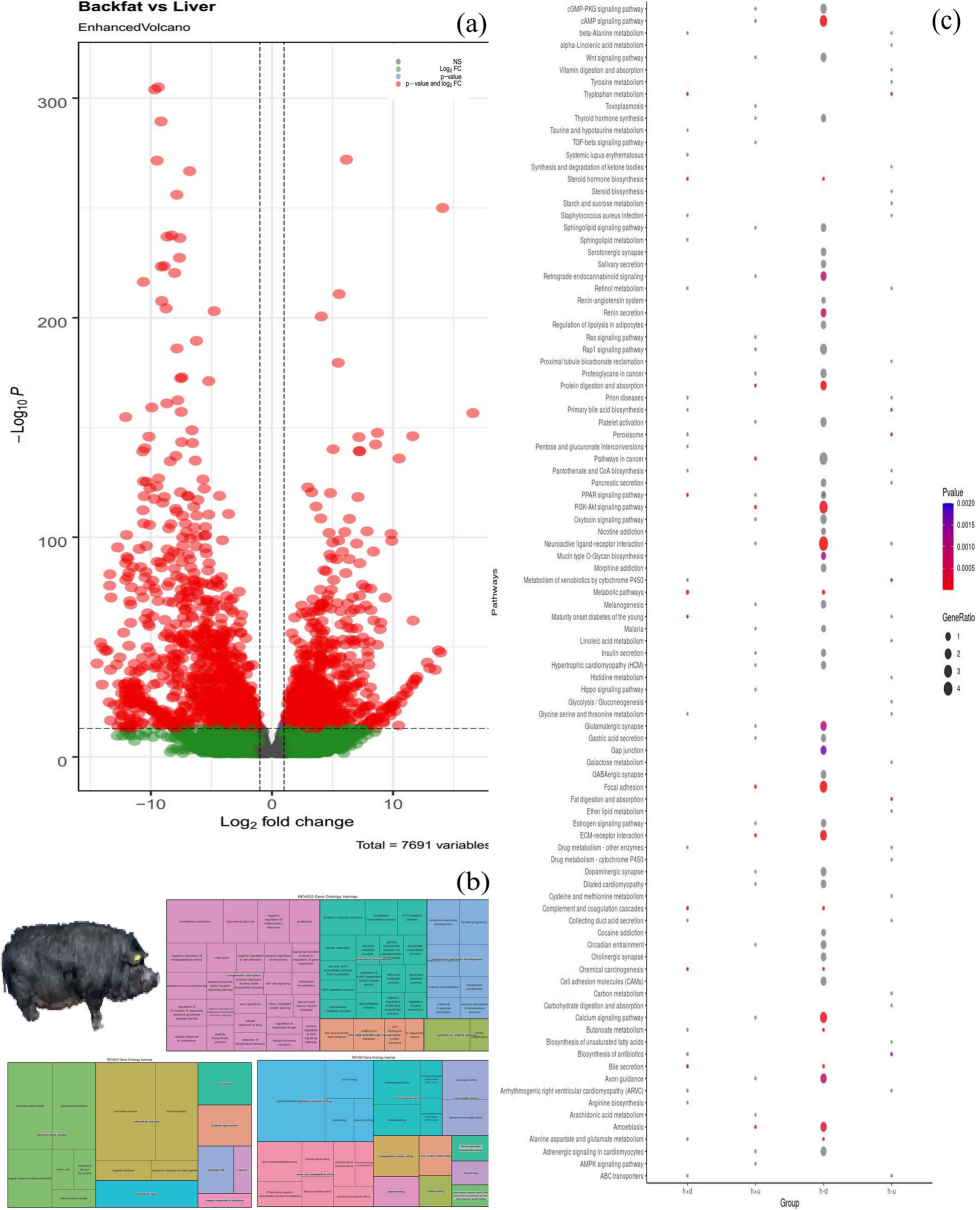
Reference pig is taken from Fig. 1 of Arora et al., [6] **(A)** Volcano plot of fold change expression level (y-axis) against –Log_10_P (x-axis). Each point represents a transcript; those with significant differential expression (FDR ≤ 0.05) are indicated in red. **B** Treemap for gene ontology studies for backfat and liver with BP, MF, and CC. **C** KEGG pathway analysis for DEGs with hyper-methylated downregulated liver (h-d), hyper-methylated up-regulated liver (h-u), hyper-methylated downregulated backfat (h+d), and hyper-methylated upregulated backfat (h+u)

Lists of DEGs with FDR ≤0.05 were compiled and submitted to DAVID v6.8 [24] for functional annotation and enrichment analysis. To perform the gene ontology analysis, we divided the obtained DMRs according to their expression pattern into four sets: hyper-methylated upregulated (729 genes) and downregulated (630 genes) in backfat, and hyper-methylated upregulated (792 genes) and downregulated (1032 genes) in liver, for a total of 3183 genes (Additional file: File S2). 

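The lists of File S2 were compared with the DEGs found from the counts. Of the 727 distinct genes listed as hyper-methylated and upregulated in backfat, 665 were tested and 664 were DEGs higher in backfat. Of 627 listed as hyper-methylated and downregulated in backfat, 555 were tested and 550 were DEGs higher in liver. The list for genes hyper-methylated and upregulated in liver holds 791 entries in the copy used here, for 785 distinct genes, of which 676 were tested and 668 were DEGs higher in liver. Of 1031 listed as hyper-methylated and downregulated in liver, 899 were tested and 897 were DEGs higher in backfat. Every tested gene of the 4 lists had the direction of its list. The genes not tested, 62, 72, 109 and 132 in the order above, did not pass the filter on low counts. With library size alone in place of TMM, 421 genes of the list downregulated in backfat and 500 of the list upregulated in liver were DEGs, and 665 and 899 of the other lists. DESeq2 called every gene of the 4 lists in its direction. Because the study chose the lists on these same libraries, the overlap is not independent evidence. The lists hold 2055 distinct genes, since 623 genes are listed both as hyper-methylated and upregulated in backfat and as hyper-methylated and downregulated in liver, and 492 genes both as downregulated in backfat and upregulated in liver. The methylation of the listed regions was not analysed here.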

For each list, enriched gene ontology (GO) in Biological Processes (BP), Molecular functions (MF), Cellular Compartments (CC), and KEGG pathway analyses were performed (Additional file: File S3). These terms were then clustered semantically using the ReviGO server. Throughout the transcriptome of Nanchukmacdon pig, an enriched function with an elevated GO-term function was identified and the clustered representation of these elevated GO terms was observed using a treemap (Additional file: Figures S2: (BP)1a-4a, (CC)1b-4b, and (MF)1c-4c respectively). We identified the significantly expressed genes (P-value ≤ 0.05) related to the KEGG pathway that ranges from metabolic pathway, fatty acid biosynthesis, ErbB signaling pathway, adipocytokine signaling pathway, calcium signaling pathway, and oxidative phosphorylation. The CpG island plays a major role in the differential expression of genes. Methylation of CpG islands has been reported to affect their gene expression. After identification of differentially expressed methylated regions in the backfat and liver we retrieved coordinates for all the autosome chromosomes from the UCSC browser and mapped them to the identified regions. We obtained a total of 16 genes were methylated at the CpG island (Table 2).

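Expression of each gene of Table 2 was taken from the RNA-seq counts by the Ensembl identifier that Table 2 gives. All 16 genes passed the filter on low counts and all 16 were DEGs, 8 higher in backfat and 8 higher in liver, and the same 16 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The highest FDR was 0.0108, for FOXC1, and its fold did not pass a test against the threshold itself (edgeR's glmTreat). SDK1 (chromosome 3, 2814418 to 3327838) was expressed at 9.13 ± 4.25 CPM (SD, n = 5) in backfat and 0.327 ± 0.282 CPM (SD, n = 5) in liver, a log2 fold change of 4.82 (standard error 0.69, FDR = 7.61e-05). For HOXA5 (chromosome 18, 45429691 to 45432723) the log2 fold change was 4.71 (standard error 0.65, FDR = 5.16e-05), with 56.0 ± 52.9 CPM (SD, n = 5) in backfat, and it was 4.00 without backfat 67. GATA4 (chromosome 14, 14858470 to 14938156) had 0.312 ± 0.654 CPM (SD, n = 5) in backfat and 53.2 ± 13.2 CPM (SD, n = 5) in liver, a log2 fold change of -7.45 (standard error 1.12, FDR = 0.00011). Most of its backfat reads were in backfat 69, with 1.48 CPM, and without that library its log2 fold change was -11.28. MLC1 (chromosome 5, 571921 to 593531) rested on the same library in part, with a log2 fold change of -5.61 (standard error 0.92, FDR = 0.00022) and of -7.38 without it. SLC22A23 (chromosome 7, 1988690 to 2131778) had a log2 fold change of -5.15 (standard error 0.28, FDR = 2.83e-08). The identifier that Table 2 gives for TNNT3, ENSSSCG00000032911, is named DUSP8 in the reference annotation, and its log2 fold change was -2.32 (FDR = 7.97e-05). The gene that the reference names TNNT3, ENSSSCG00000031903, had a log2 fold change of 0.82 (FDR = 0.645), and without liver 67, the only liver library with more than a few of its reads, it was 6.84 and called. Other genes of skeletal muscle, such as ACTA1 and CKM, were also raised in liver 67. The identifier given for ACTB, ENSSSCG00000044546, has no name in the reference, was expressed at 0.336 ± 0.142 CPM (SD, n = 5) in backfat and 1.75 ± 0.931 CPM (SD, n = 5) in liver, and had a log2 fold change of -2.37 (FDR = 0.00254). The gene the reference names ACTB, ENSSSCG00000007585, was expressed at 927 ± 144 CPM (SD, n = 5) in backfat and 587 ± 204 CPM (SD, n = 5) in liver, with an FDR of 0.0727. With library size alone in place of TMM, the log2 fold changes of ACTB (-1.72), C7orf50 (-1.63), GMDS (-1.87) and TNNT3 (-1.65), each under its Table 2 identifier, were below the threshold. In the glmTreat test ACTB, C7orf50, TNNT3 and FOXC1 were not called.

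**Figure D3:**
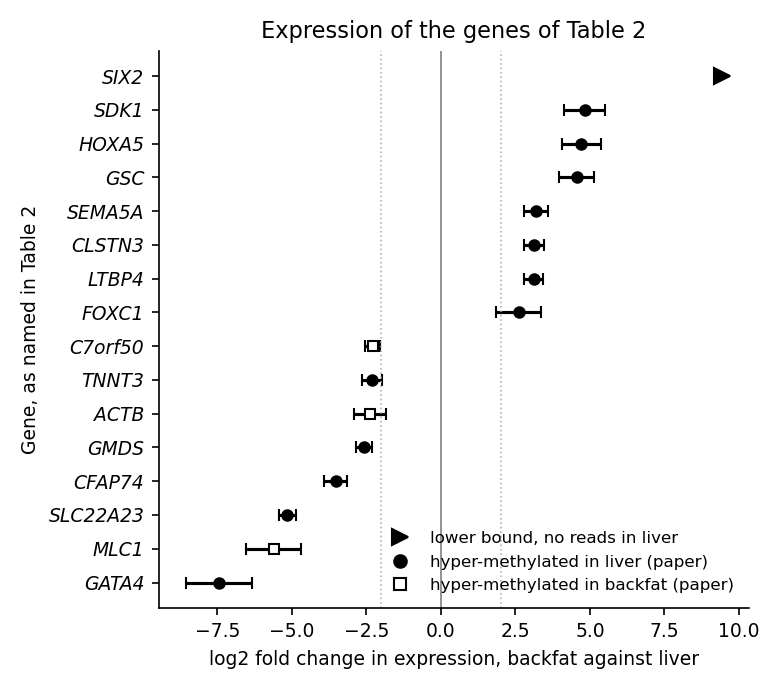
Log2 fold change in expression, backfat against liver, of the 16 genes named in Table 2, with the standard error of edgeR's fit. Dotted lines mark the threshold of 2 in either direction, symbols the tissue in which the paper reports hyper-methylation, and for SIX2, which had no reads in liver, the triangle marks a lower bound.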

**Table 2:** Common genes identified from different condition

Ens_Id	chr	CpG	pvalue	padj	meth.diff	log2FoldChange	Gene	Coordinates
ENSSSCG00000032911	2	CpG:_196	1.77E-11	1.3E-10	-30.44324324	-2.326426281	TNNT3	989931-1317600
ENSSSCG00000008446	3	CpG:_73	6.44E-32	1.55E-30	-32.17542336	11.10018784	SIX2	95459937-95464066
ENSSSCG00000007574	3	CpG:_29	1.27E-15	1.28E-14	-27.95608782	4.797926491	SDK1	2814328-3324799
ENSSSCG00000038777	3	CpG:_2584	2.91E-19	3.74E-18	26.54798762	-2.310975194	C7orf50	648140-745331
ENSSSCG00000044546	3	CpG:_268	0.0000031	0.0000134	37.31729323	-2.390040267	ACTB	4091832-4096684
ENSSSCG00000000672	5	CpG:_30	5.58E-19	6.99E-18	-27.95833872	3.098361395	CLSTN3	63572062-63610618
ENSSSCG00000000978	5	CpG:_25	1.09E-10	7.53E-10	40.16694963	-5.798324853	MLC1	571961-591823
ENSSSCG00000033760	6	CpG:_45	2.42E-23	3.81E-22	-41.66461765	3.091738308	LTBP4	48831014-48861507
ENSSSCG00000030513	6	CpG:_22	1.64E-20	2.23E-19	-28.87776243	-3.566656672	CFAP74	63976011-64026767
ENSSSCG00000001004	7	CpG:_113	1.78E-79	1.8E-77	-47.36842105	-5.172667179	SLC22A23	1988695-2131709
ENSSSCG00000039756	7	CpG:_1263	0.000245614	0.000794638	-46.61016949	2.565410851	FOXC1	837171-838805
ENSSSCG00000000994	7	CpG:_48	1.98E-19	2.56E-18	-32.53353973	-2.603381323	GMDS	752239-1285550
ENSSSCG00000002490	7	CpG:_322	7.43E-17	8.2E-16	-26.30769231	4.557359006	GSC	116099047-116100966
ENSSSCG00000022383	14	CpG:_139	0.001072997	0.005378408	-28.33208302	-7.451598322	GATA4	14858159-14939941
ENSSSCG00000017095	16	CpG:_21	5.42E-20	7.2E-19	-29.06597882	3.18365959	SEMA5A	72492516-73329010
ENSSSCG00000016703	18	CpG:_55	3.93E-17	4.43E-16	-41.8356998	4.687258693	HOXA5	45421663-45432885

### Circos plot

A circular plot was generated with five rings where the outermost ring represents the 18 autosome chromosomes of *S. scrofa* and the inner four rings were composed of different conditions. The second and fourth represent the hypermethylated and upregulated genes identified in the DMRs and DEGs for backfat and liver tissues respectively. Similarly, the third and fifth rings represent the downregulated genes in the methylated regions and are generated using the CIRCOS tool [25] (Fig. 4).

**Fig. 4:**
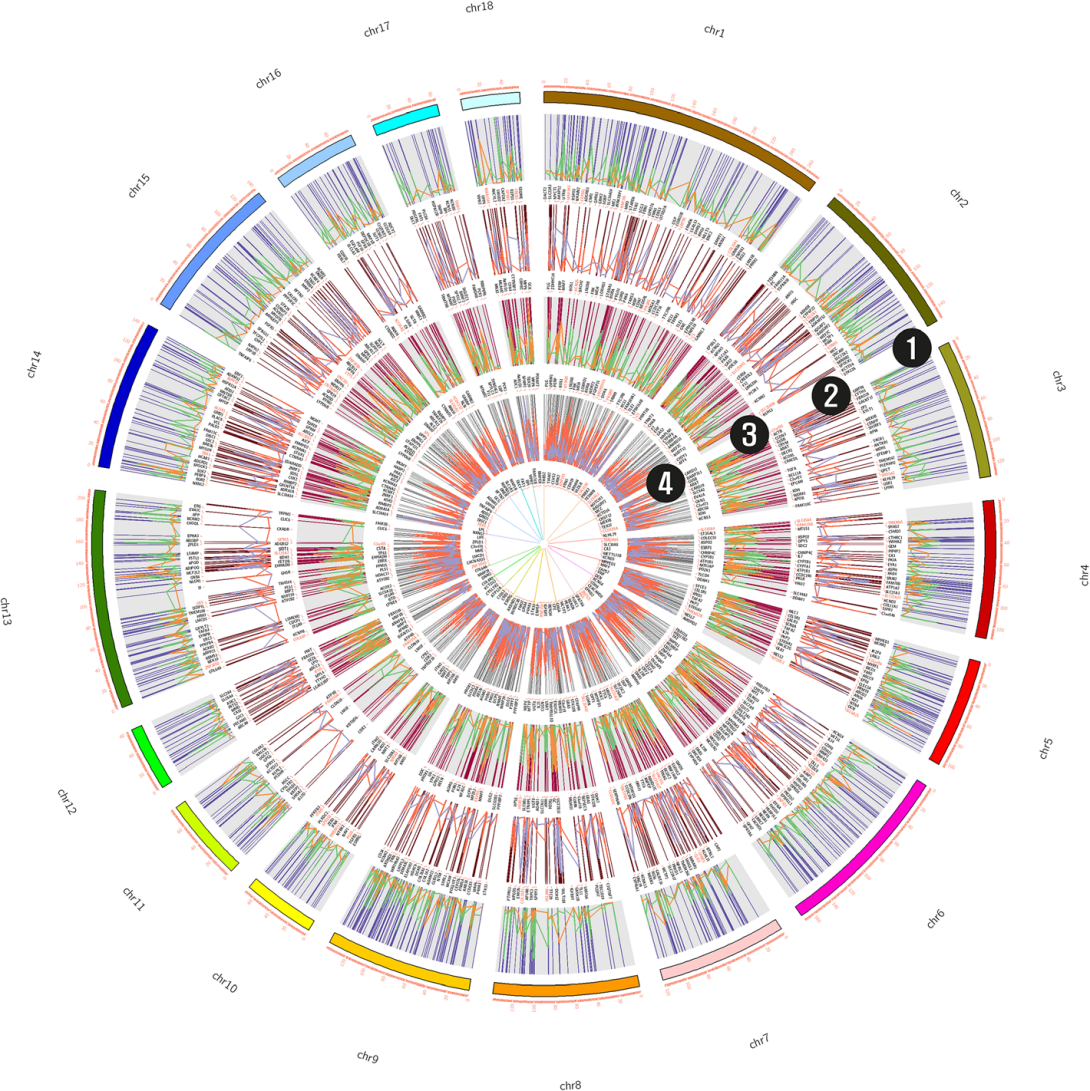
Identified regions that were hyper-methylated and gene expression pattern in backfat and liver regions (1 & 3) highlighting hyper-methylation in backfat and liver tissue with their expression pattern. Here green color represents the methylation pattern over the chromosomes and orange represents the upregulated genes in the region and their expression pattern. Similarly, (2 & 4) indicate downregulated genes in backfat and liver hyper-methylated region with dark orange color representing methylated regions and purple representing DEGs belonging in the entire regions

## Discussion

In the present investigation, to understand the role of genes involved in tissue-specific diversification, we have presented a comprehensive view of comparative methylation pattern with differentially expressed genes amongst backfat and liver tissue in Nanchukmacdon Pig. Methylation analysis is one of the most promising methods recently evolved and used to accurately decipher the diversification in cross tissue differentiation patterns as well as to identify close relationships amongst different tissues. Studying these patterns will ultimately help us in identifying markers that specifically target breeds to enhance tissues of interest. Therefore, methylation analysis at CpG islands were performed by integrating WGBS with RNA-seq data from different tissues and profiled to identify potential genes and regions that are hyper-methylated and upregulated or down-regulated in backfat and liver in CpG islands which could be playing important roles in tissue-specific diversification.

We performed a DMR analysis for *de novo* methylated regions and found the rank 1 motif includes “TATA box” promoter sequence, which specifies to other molecules where transcription begins and strongly modulates cell- and tissue-specific RANKL expression and the osteoclastogenesis process [26]. We observed a uniform pattern of motif methylation in the highly conserved regulatory factor x gene family, which has been reported in the early development and maturation of cells [27] (Table 1). The top identified motifs were of particular interest, with most motifs actively involved in upstream binding to transcription factors and affecting cis and epicistrome features that regulate DNA landscape [28]. Similarly, the observed RAR/RXR binding sites are enriched in differentiation regions and the identified motif was found to have a strong association with regulatory transcription factors and previously has been involved in the differentiation process [29].

Our findings on common genes in CpG islands with methylation and differentially expressed patterns have a limited total number of genes of 16. Amongst these, 13 genes were hyper-methylated in the liver, and three were hyper-methylated in backfat. 

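Set beside expression, 8 of the 13 genes that the paper reports as hyper-methylated in liver were higher in backfat: SIX2, SDK1, HOXA5, GSC, SEMA5A, CLSTN3, LTBP4 and FOXC1. The other 5, GATA4, SLC22A23, CFAP74, GMDS and the gene listed as TNNT3, were higher in liver, the tissue of the hyper-methylation. The 3 genes reported as hyper-methylated in backfat, MLC1, C7orf50 and the gene listed as ACTB, were higher in liver. By the identifiers and methylation differences of Table 2, expression was thus higher in the less methylated tissue for 11 of 16 genes. This count was not tested against chance, and it holds for the regions of Table 2, not for whole genes. SDK1, CLSTN3, SEMA5A, CFAP74, SLC22A23 and GMDS are listed in File S2 with hyper-methylated regions in both tissues. The region that File S2 lists for ACTB lies inside the gene the reference names ACTB, which was not a DEG. The directions of expression of the 16 genes did not reverse in any of the settings tried. The methylation differences are the paper's and were not analysed here.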

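SIX2 (ENSSSCG00000008446), a homeobox gene with 2 exons, lies on chromosome 3 of Sscrofa11.1 from 95460046 to 95463428. In RNA-seq it was expressed at 10.7 ± 2.34 CPM (SD, n = 5) in backfat and had no read in any of the 5 liver libraries, so it was at least 688-fold higher in backfat, taking 3 counts as the most that a count of 0 allows (FDR = 2.3e-07, edgeR's quasi-likelihood test). That limit covers counting error only. The region that File S2 lists for the gene as hyper-methylated in liver runs from 95463270 to 95463678, is 409 bp long and holds 16 CpG sites in the reference sequence. It overlaps exon 2 by 159 bp, and 0 bp of that overlap are coding.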

Among the identified genes, *SIX2* was already reported to be involved in the differentiation process [30]. Methylation in the CpG island is necessary to control aberration and it regulates different pathways. To assess the impact, we performed gene ontology analysis on genes retrieved from four different approaches: hyper-methylated upregulated in backfat and liver, hyper-methylated down-regulated genes in backfat and liver tissues. The KEGG pathway analysis correlated with the calcium signaling pathway, fat digestion and absorption, cAMP signaling pathway, etc. 

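Of the genes upregulated in backfat that File S3 lists under the calcium signaling pathway, 11 were tested, and ERBB4 did not pass the filter on low counts. All 11 were DEGs higher in backfat, with log2 fold changes from 2.09 for ATP2B4 to 6.32 for PTGER3, and the same 11 passed when adjusted over the list alone. A count adjusted over a list of File S3 alone is not independent evidence, since the study chose these lists on the same libraries. PLCB4 was expressed at 38.3 ± 3.70 CPM (SD, n = 5) in backfat and 1.33 ± 0.359 CPM (SD, n = 5) in liver, a log2 fold change of 4.85 (standard error 0.21, FDR = 5.64e-09). PTGER3 was expressed at 34.4 ± 16.2 CPM (SD, n = 5) in backfat, where backfat 67 stood apart at 62.1 CPM. P2RX2 was close to the threshold at 0.428 ± 0.267 CPM (SD, n = 5) in backfat, with a log2 fold change of 2.37 (standard error 0.80, FDR = 0.0232). It did not pass the FDR threshold without backfat 65, with a log2 fold change of 2.12, or without backfat 72, with 2.10. ATP2B4 fell to a log2 fold change of 1.95 without liver 69. Under the cAMP signaling pathway 14 listed genes were tested, and all 14 were DEGs higher in backfat, as when adjusted over the list alone. Apart from TSHR, which had no read in liver and was at least 315-fold higher in backfat, their log2 fold changes lay between 2.09 and 8.19. LIPE, which encodes a lipase of fat cells, was expressed at 566 ± 292 CPM (SD, n = 5) in backfat and 3.66 ± 1.01 CPM (SD, n = 5) in liver, a log2 fold change of 7.27 (standard error 0.45, FDR = 6.71e-08). The glmTreat test against the threshold itself did not call ATP2B4, CYSLTR2, HRH1, NOS3, P2RX2 or RYR2 of the 2 lists. Fat digestion and absorption was not analysed here.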

(Fig. 3C). 

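All 5 genes that File S3 lists under complement activation among those downregulated in backfat, C2, C5, C8A, MASP1 and MASP2, were DEGs lower in backfat than in liver, as they were when adjusted over the list alone. C5 (ENSSSCG00000005512) was expressed at 3.03 ± 0.857 CPM (SD, n = 5) in backfat and 689 ± 186 CPM (SD, n = 5) in liver, a log2 fold change of -7.83 (standard error 0.36, FDR = 7.84e-09). The log2 fold changes of the other 4 lay between -12.03 for C8A and -3.96 for MASP1. C8A was highest in backfat 69, at 0.959 CPM, and its log2 fold change was -16.31 without that library. MASP1 was lowest in liver 67, at 24.0 CPM. NPC1L1, CFTR and MVK, which are listed under the cholesterol biosynthetic process, were also DEGs lower in backfat, and these 3 passed when adjusted over the list alone. MVK, at 11.4 ± 7.02 CPM (SD, n = 5) in backfat and 248 ± 82.2 CPM (SD, n = 5) in liver, had a log2 fold change of -4.44 (standard error 0.48, FDR = 6.19e-06). Genes of tissue development were not analysed here.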

Downregulated genes identified in hyper-methylated regions of backfat were related to complement activation, cholesterol biosynthesis, and tissue development. In contrast, the up-regulated genes in hyper-methylated regions were strongly associated with locomotory behavior, BMP signaling pathways, and collagen fibril development processes. Similarly, identified genes in liver hyper-methylation and upregulated were involved in biological important processes such as cholesterol biosynthesis, bile acid, and bile salt transport, response to glucose, and the immune response mechanism. 

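Of the genes upregulated in backfat that File S3 lists under adult locomotory behavior, 7 were tested, and OPRD1 did not pass the filter on low counts. All 7 were DEGs higher in backfat, with log2 fold changes between 2.24 and 5.90 apart from TSHR, and the same 7 passed when adjusted over the list alone. CHL1 was expressed at 33.3 ± 4.65 CPM (SD, n = 5) in backfat and 1.07 ± 0.928 CPM (SD, n = 5) in liver, a log2 fold change of 4.97 (standard error 0.59, FDR = 1.44e-05). INPP5F was not called by the glmTreat test against the threshold itself. All 7 genes of the BMP signaling pathway were DEGs higher in backfat, as when adjusted over the list alone, with log2 fold changes from 2.22 for SMAD9 to 4.61 for TMEM100. TGFBR3 was expressed at 112.9 ± 9.97 CPM (SD, n = 5) in backfat and 22.3 ± 1.49 CPM (SD, n = 5) in liver, a log2 fold change of 2.34 (standard error 0.14, FDR = 3.83e-08). SMAD9 fell to 1.99 without liver 71, below the threshold, and SMAD9 and RYR2 were not called by glmTreat. All 10 genes of collagen fibril organization were DEGs higher in backfat, again as when adjusted over the list alone, with log2 fold changes from 3.30 for ANXA2 to 8.72 for LUM. COL3A1 was expressed at 27199 ± 5117 CPM (SD, n = 5) in backfat and 381 ± 34.4 CPM (SD, n = 5) in liver, a log2 fold change of 6.16 (standard error 0.54, FDR = 1.06e-06).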

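APOA4, CFTR and APOE, which File S3 lists under the cholesterol biosynthetic process for liver, were DEGs higher in liver, and these 3 passed when adjusted over the list alone. APOE was expressed at 3434 ± 963 CPM (SD, n = 5) in backfat and 41590 ± 27234 CPM (SD, n = 5) in liver, a log2 fold change of -3.60 (standard error 0.68, FDR = 0.000657). APOA4 had 1 read in backfat, in backfat 69. Under bile acid and bile salt transport ABCB11, SLC10A1 and SLC51B were DEGs higher in liver, as when adjusted over the list alone, and SLC51A did not pass the filter on low counts. SLC10A1, a bile acid transporter, was expressed at 5.45 ± 1.58 CPM (SD, n = 5) in backfat and 193 ± 114 CPM (SD, n = 5) in liver, a log2 fold change of -5.15 (standard error 0.51, FDR = 3.47e-06). SLC51B was highest in backfat 69, at 0.505 CPM, with a log2 fold change of -5.92. With each library left out in turn, the log2 fold change of SLC51B lay between -6.56 and -5.30. Under response to glucose APOA2, GPLD1 and GPAM were DEGs higher in liver, and these 3 passed when adjusted over the list alone. GPAM was expressed at 15.1 ± 1.46 CPM (SD, n = 5) in backfat and 213 ± 146 CPM (SD, n = 5) in liver, a log2 fold change of -3.82 (standard error 0.47, FDR = 1.96e-05). APOA2 had 2.84 CPM in backfat 69, apart from the other 4 backfat libraries, and its log2 fold change was -11.87 with that library and -15.37 without it. Genes of the immune response were not analysed here. From these groups of genes the paper states that the hyper-methylated genes upregulated in liver take part in important biological processes.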

As well, we found that downregulated genes have a role in the embryonic skeletal system, signaling pathways, cell adhesion, etc. 

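The HOX genes that File S2 lists as hyper-methylated and downregulated in liver number 11, and HOXD10 did not pass the filter on low counts. The other 10 were DEGs higher in backfat, as when adjusted over the list alone. HOXC4, at 9.35 ± 3.78 CPM (SD, n = 5) in backfat, had no read in liver and was at least 601-fold higher in backfat, and HOXD1, also without a read in liver, was at least 46.6-fold higher. HOXD3 was expressed at 11.6 ± 2.35 CPM (SD, n = 5) in backfat and 0.203 ± 0.177 CPM (SD, n = 5) in liver, a log2 fold change of 5.87 (standard error 0.61, FDR = 5.07e-06). HOXA3, at 7.14 ± 2.40 CPM (SD, n = 5) in backfat and 1.17 ± 0.351 CPM (SD, n = 5) in liver, had a log2 fold change of 2.61 (standard error 0.32, FDR = 1.78e-05), and the glmTreat test did not call it. HOXC6 and HOXC8 had reads in liver 67 alone among the liver libraries. HOXB7, HOXB8, HOXC8 and HOXC9 stood apart in backfat 69, at 14.7, 3.77, 5.13 and 4.76 CPM, and without that library they were still called. Cell adhesion was not analysed here.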

Each rectangle in the treemap represents a single cluster which joined into ‘superclusters’ of loosely related terms, visualized with different colors (Fig. 3B & Additional file S3].

## Conclusions

In conclusion, an integrated methylation and RNA-seq analysis provided a comprehensive overview of methylation and transcriptomic pattern in backfat and liver tissues. The results indicate that methylation dominantly occurred during backfat development at the CpG island in order to control aberrations. 

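The level of expression of SIX2, SDK1, CLSTN3, LTBP4, HOXA5, GATA4 and the other genes of Table 2 was ranked among the 16275 genes tested, by mean log2 CPM in each tissue. Their median percentile was 32.0 in backfat, from 1.05 for MLC1 to 99.04 for LTBP4, and 28.1 in liver, from 0.218 for SIX2 to 93.3 for GMDS. The SD of the median percentile over the 5 libraries was 1.74 in backfat and 1.53 in liver. In the tissue where each gene was higher, 7 of the 16 lay above percentile 75 and 8 above percentile 50. Ranking among all 26315 genes with a count moved the medians most, to 58.0 in backfat and 55.6 in liver, with 7 genes above percentile 75 and 15 above percentile 50 in either tissue. With counts divided by gene length, 5 genes were above percentile 75 and 9 above percentile 50 in either tissue. From the 16 genes, the paper proposes potential markers for molecular breeding.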

We have identified 16 common genes that were highly expressed and differentially methylated and could be used as potential markers in molecular breeding processes and to enhance biological relevant tissues.

## Methods

### Preparation of gDNA and Total RNA and Sequencing

In the present study, Nanchukmacdon pigs were grown in farm of National Institute of Animal Science located on Jeju island with close monitoring of their health. Five boars with average age of 26 months were randomly selected for effective size calculation to collect samples for WGBS, and RNA-seq analysis (*n*=5 for liver and backfat tissues, respectively). The pigs were euthanized with an anesthetic injection given into the ear vein with an overdose of Alfaxan (0.7 mg/kg) and bulk tissue (10 mg) was thereafter collected [31]. Subsequently, samples were stored in a sterile container and immediately frozen at −70 °C until further analysis. Ethical committee of National Institute of Animal Science (NIAS) approved and verified all the experimental procedures and followed ARRIVE guidelines to perform the experiments [32]. Genomic DNA was isolated using a DNeasy Blood & Tissue Kit (Qiagen, Valencia, CA, USA), and total RNA was isolated using the TRIzol method according to manufacturer protocols. The concentrations of DNA and RNA were determined using a Qubit fluorometer (Invitrogen, UK), NanoDrop (Thermo Scientific, USA), and 364 Bioanalyzer (Agilent, UK), and integrity was monitored by agarose gel electrophoresis.

gDNA from Nanchukmacdon pig backfat and liver was subjected to bisulfite conversion using the fragment size (250 bp±25 bp), and the sequencing libraries were constructed as previously described [6]. Similarly, RNA-seq data were generated for Nanchukmacdon pig (*N*=5) after RNA isolation of backfat and liver tissues using the TRIzol method following the prescribed protocol and previously described [33]. The sequencing libraries were constructed using a RNA sample preparation kit (Illumina, San Diego, CA, USA), and they were run in the Illumina NovaSeq instrument for 50 × 2 cycles.

### DMRs and DEGs analysis of WGBS and RNA-seq data

The WGBS data were analyzed as previously described to understand methylation patterns in the identified genes [34]. Trim_galore was utilized for quality check of sequencing data [35] subsequently, sam_blaster was used to remove duplicate reads from the alignment following reads were sorted using SAMtools [36]. The reads were then mapped to the reference genome of *sscrofa11.1* using Bismark [37] and the methylation level in CpG, CHH, and CHG island measured using bismark methyl extractor. Sorting of Bam file was undertaken before running the methylcall and performed with an average conversion rate of >99.4 % by applying filters based on a minimum coverage of 10 and a mapping quality of at least 10. Since we were interested in identifying the differential pattern in the respective tissues, we later performed DMR studies across backfat and liver using the methylKit an R package [38–40]. Logistic regression approach was implemented to model the odd log probability to observe the ratio. Following, false discovery rate (Q ≤ 0.01) and percent methylation difference larger than 25 % were selected and DMRs were extracted.

Similarly, we performed a RNA-seq analysis as it enables a comprehensive understanding of the expression pattern of tissue-specific changes in genes. With statistical advanced tools, we performed a quality check by FastQC to assess low-quality pair-end reads [41] and further removed potential adapters by using the Trimmomatic tool before sequence alignment [42]. Paired-end reads were aligned to the *S. scrofa* genome (*Sscrofa11.1*) using Hisat2 [43, 44] following, read count was performed using FeatureCount [22]. Finally, DESeq2 [45] was used to identify DEGs.

### ***De novo*** motif discovery

Hyper-methylated regions were predicted with a cutoff of ±25 in DMRs in backfat and liver. We were interested in understanding the motif for these methylated regions in GC% of the CpG island found near to the transcription start site and these motif analysis was performed by findMotifsGenome.pl module of HOMER software at the default parameter [46]. Rank-wise motifs were detected with sorted p-value, %target, and %background targets.

### Functional enrichment analysis of methylated genes with differentially expressed genes

After identifying DEGs commonly found in backfat and liver, methylated regions with FDR ≤ 0.05 and log2FoldChange ≥±2 were compiled and submitted to DAVID v6.8 [24] for functional annotation and enrichment analysis. For each list, enriched Gene Ontology (GO) studies were performed for BP, MF, and CC. ReviGO a web server utilize the GO terms to present a treemap from respective process and clustered semantically with different colors [47] and the Clusterprofiler R package [48] was used for summarizing the GO terms.

### CpG island and methylation pattern analysis

Based on DMRs, we aimed to identify regions either inclined towards backfat or liver by comparing CpG island coordinates retrieved from the UCSC genome browser [49]. A total of 46,218 regions were retrieved across the genome by following the Table browser with the pig genome assembly *Sscrofa11.1* as the reference and selected a track for the CpG island. The identified island was used to extract DMRs located in the genomic coordinates and we extracted the region of interest that plays a crucial role in tissue diversification.

## Supplementary information

Additional file 1 **Figure S1.** Comparative methylation pattern of identified genes using SeqMonk.

Additional file 2 **Figure S2.** GO results for Biological process (BP), Molecular function (MF), Cellular compartment.

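File S1 is a report by library of how many cytosines were read as methylated and as unmethylated in each context. Each percentage in it divides the calls read as methylated by all calls of that context, so a percentage describes an average over sites and over cells, and sites with more reads weigh more. The counts summed here over read positions equal the counts of File S1 in 10 of 10 libraries.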

Additional file 3 **File S1. **Cytosine methylation report for backfat and liver.

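File S2 joins differential methylation with differential expression: each entry gives a region, its difference in methylation between the tissues, the gene assigned to it and that gene's log2 fold change. The direction in a list's name is that of expression, with backfat or liver the tissue in which the region is hyper-methylated. The 4 lists hold 3182 entries in the copy used here. The log2 fold changes that DESeq2 gave from the counts differed from those of File S2 by less than 0.001 in all of them. Because regions in both tissues can be assigned to the same gene, a gene may appear in more than 1 list.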

Additional file 4 **File S2.** Differentially methylated as well as expressed gene list for backfat and liver.

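File S3 holds the output of DAVID for each of the gene lists: a term of the gene ontology or a KEGG pathway, the genes of the list that carry it, and how much more often the term occurs than in a background set of genes. Genes that carry several related terms, such as RYR2 under calcium signaling, cAMP signaling and BMP signaling, count in each of them, so the terms are not independent of each other.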

Additional file 5 **File S3.** Gene ontology studies of identified genes in hypermethylation condition identified in backfat and liver tissue samples.

Additional file 6 **Table S1.** Motif output predicted results.

## Data Availability

All data generated or analyzed during this study are included in the supplementary information files or are available at the NCBI GEO database with accession number: GSE176338 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176338. Statistical Source Data underlying all figures are provided as separate supplementary files with a tab for each panel generated from source data.

## Abbreviations

WGBS: Whole-Genome Bisulfite Sequencing
DMR: Differentially Methylation Region
DEG: Differentially Expressed Gene
JNP: Jeju Native Black Pig
UCSC: University of California, Santa Cruz
TFBS: Transcriptional Factors Binding Site
GO: Gene Ontology
BP: Biological Processes
MF: Molecular functions
CC: Cellular Compartments

# Supplementary material for: Comparative methylation and RNA-seq expression analysis in CpG context to identify genes involved in Backfat vs. Liver diversification in Nanchukmacdon Pig
**Source:** BMC Genomics. 2021 Nov 7;22:801. doi: 10.1186/s12864-021-08123-x
**Supplement:** Supplementary file 2 — Figure S2. GO results for Biological process (BP), Molecular function (MF), Cellular compartment.

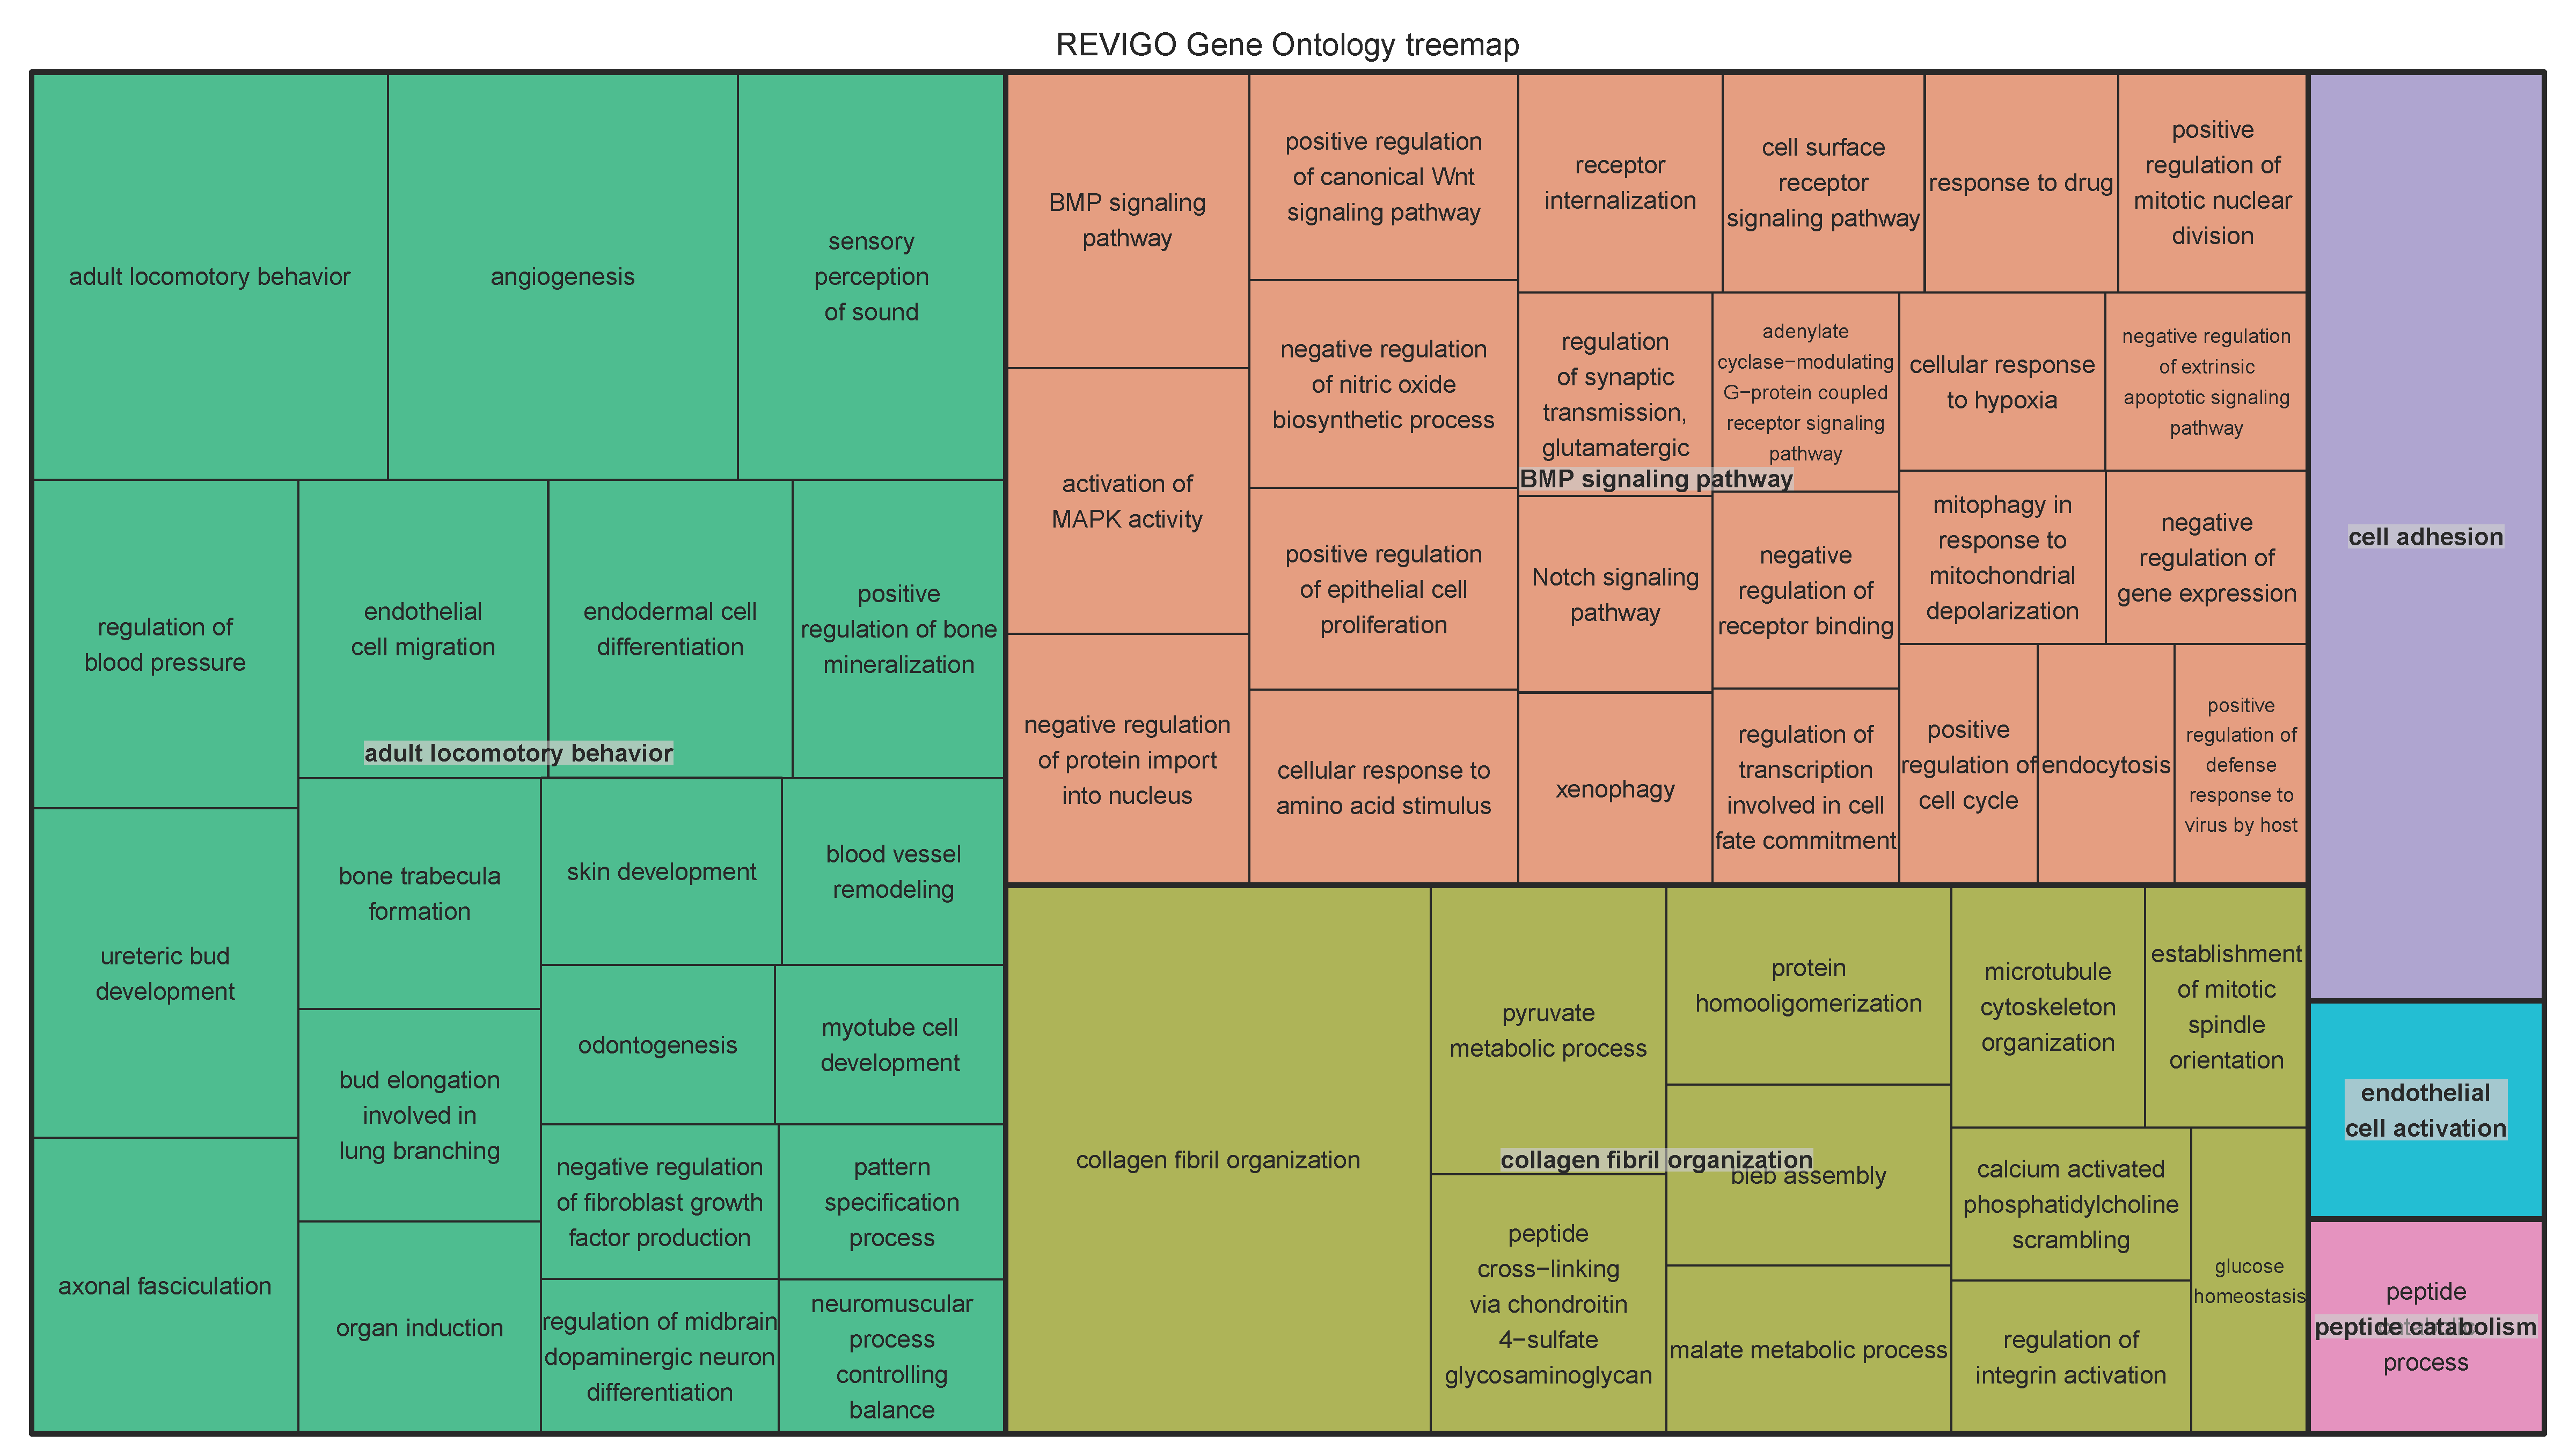

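A treemap draws each enriched term of the gene ontology as a rectangle whose area follows the weight given to the term, in most cases the size of its enrichment p-value. ReviGO first merges terms of similar meaning, and rectangles that share a color belong to the same group of related terms. The rectangles show terms, not single genes, and say nothing about how strongly any gene is methylated or expressed.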

Additional Figure 1a: Tree map for Biological processes involved in upregulated hyper-methylated backfat tissue.

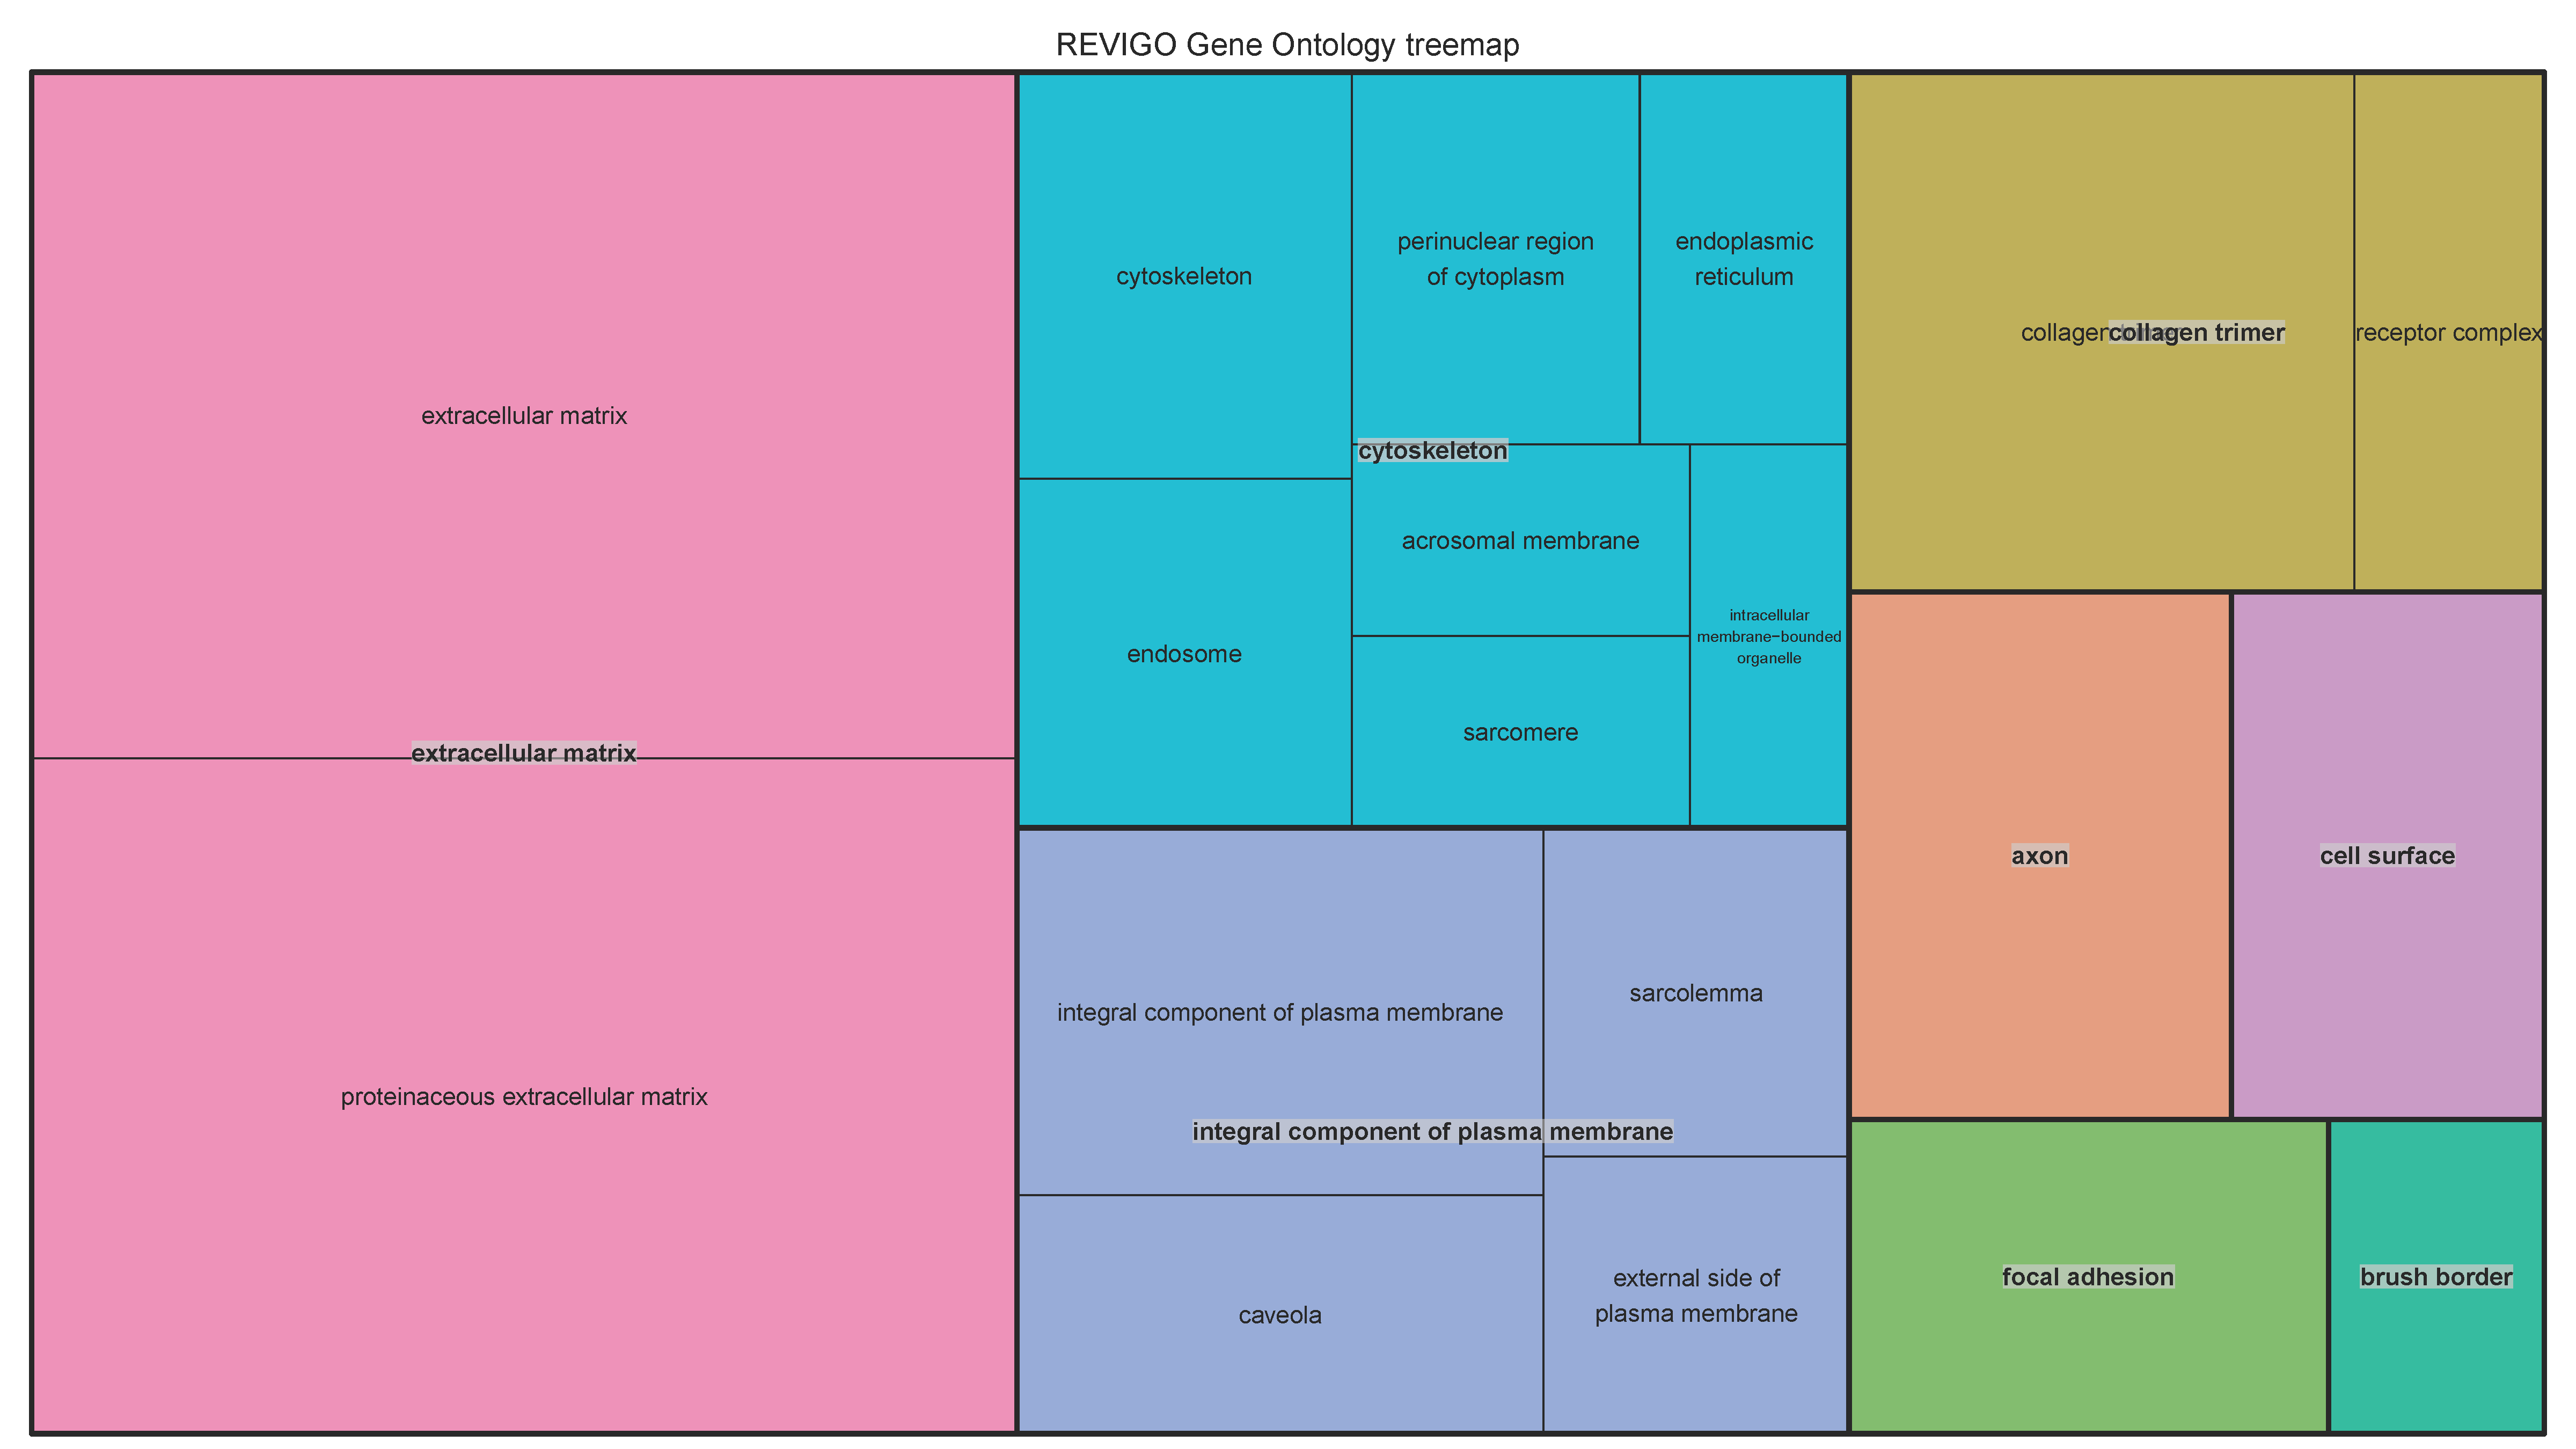

Additional Figure 1b: Tree map for cellular compartment involved in upregulated hyper-methylated backfat tissue.

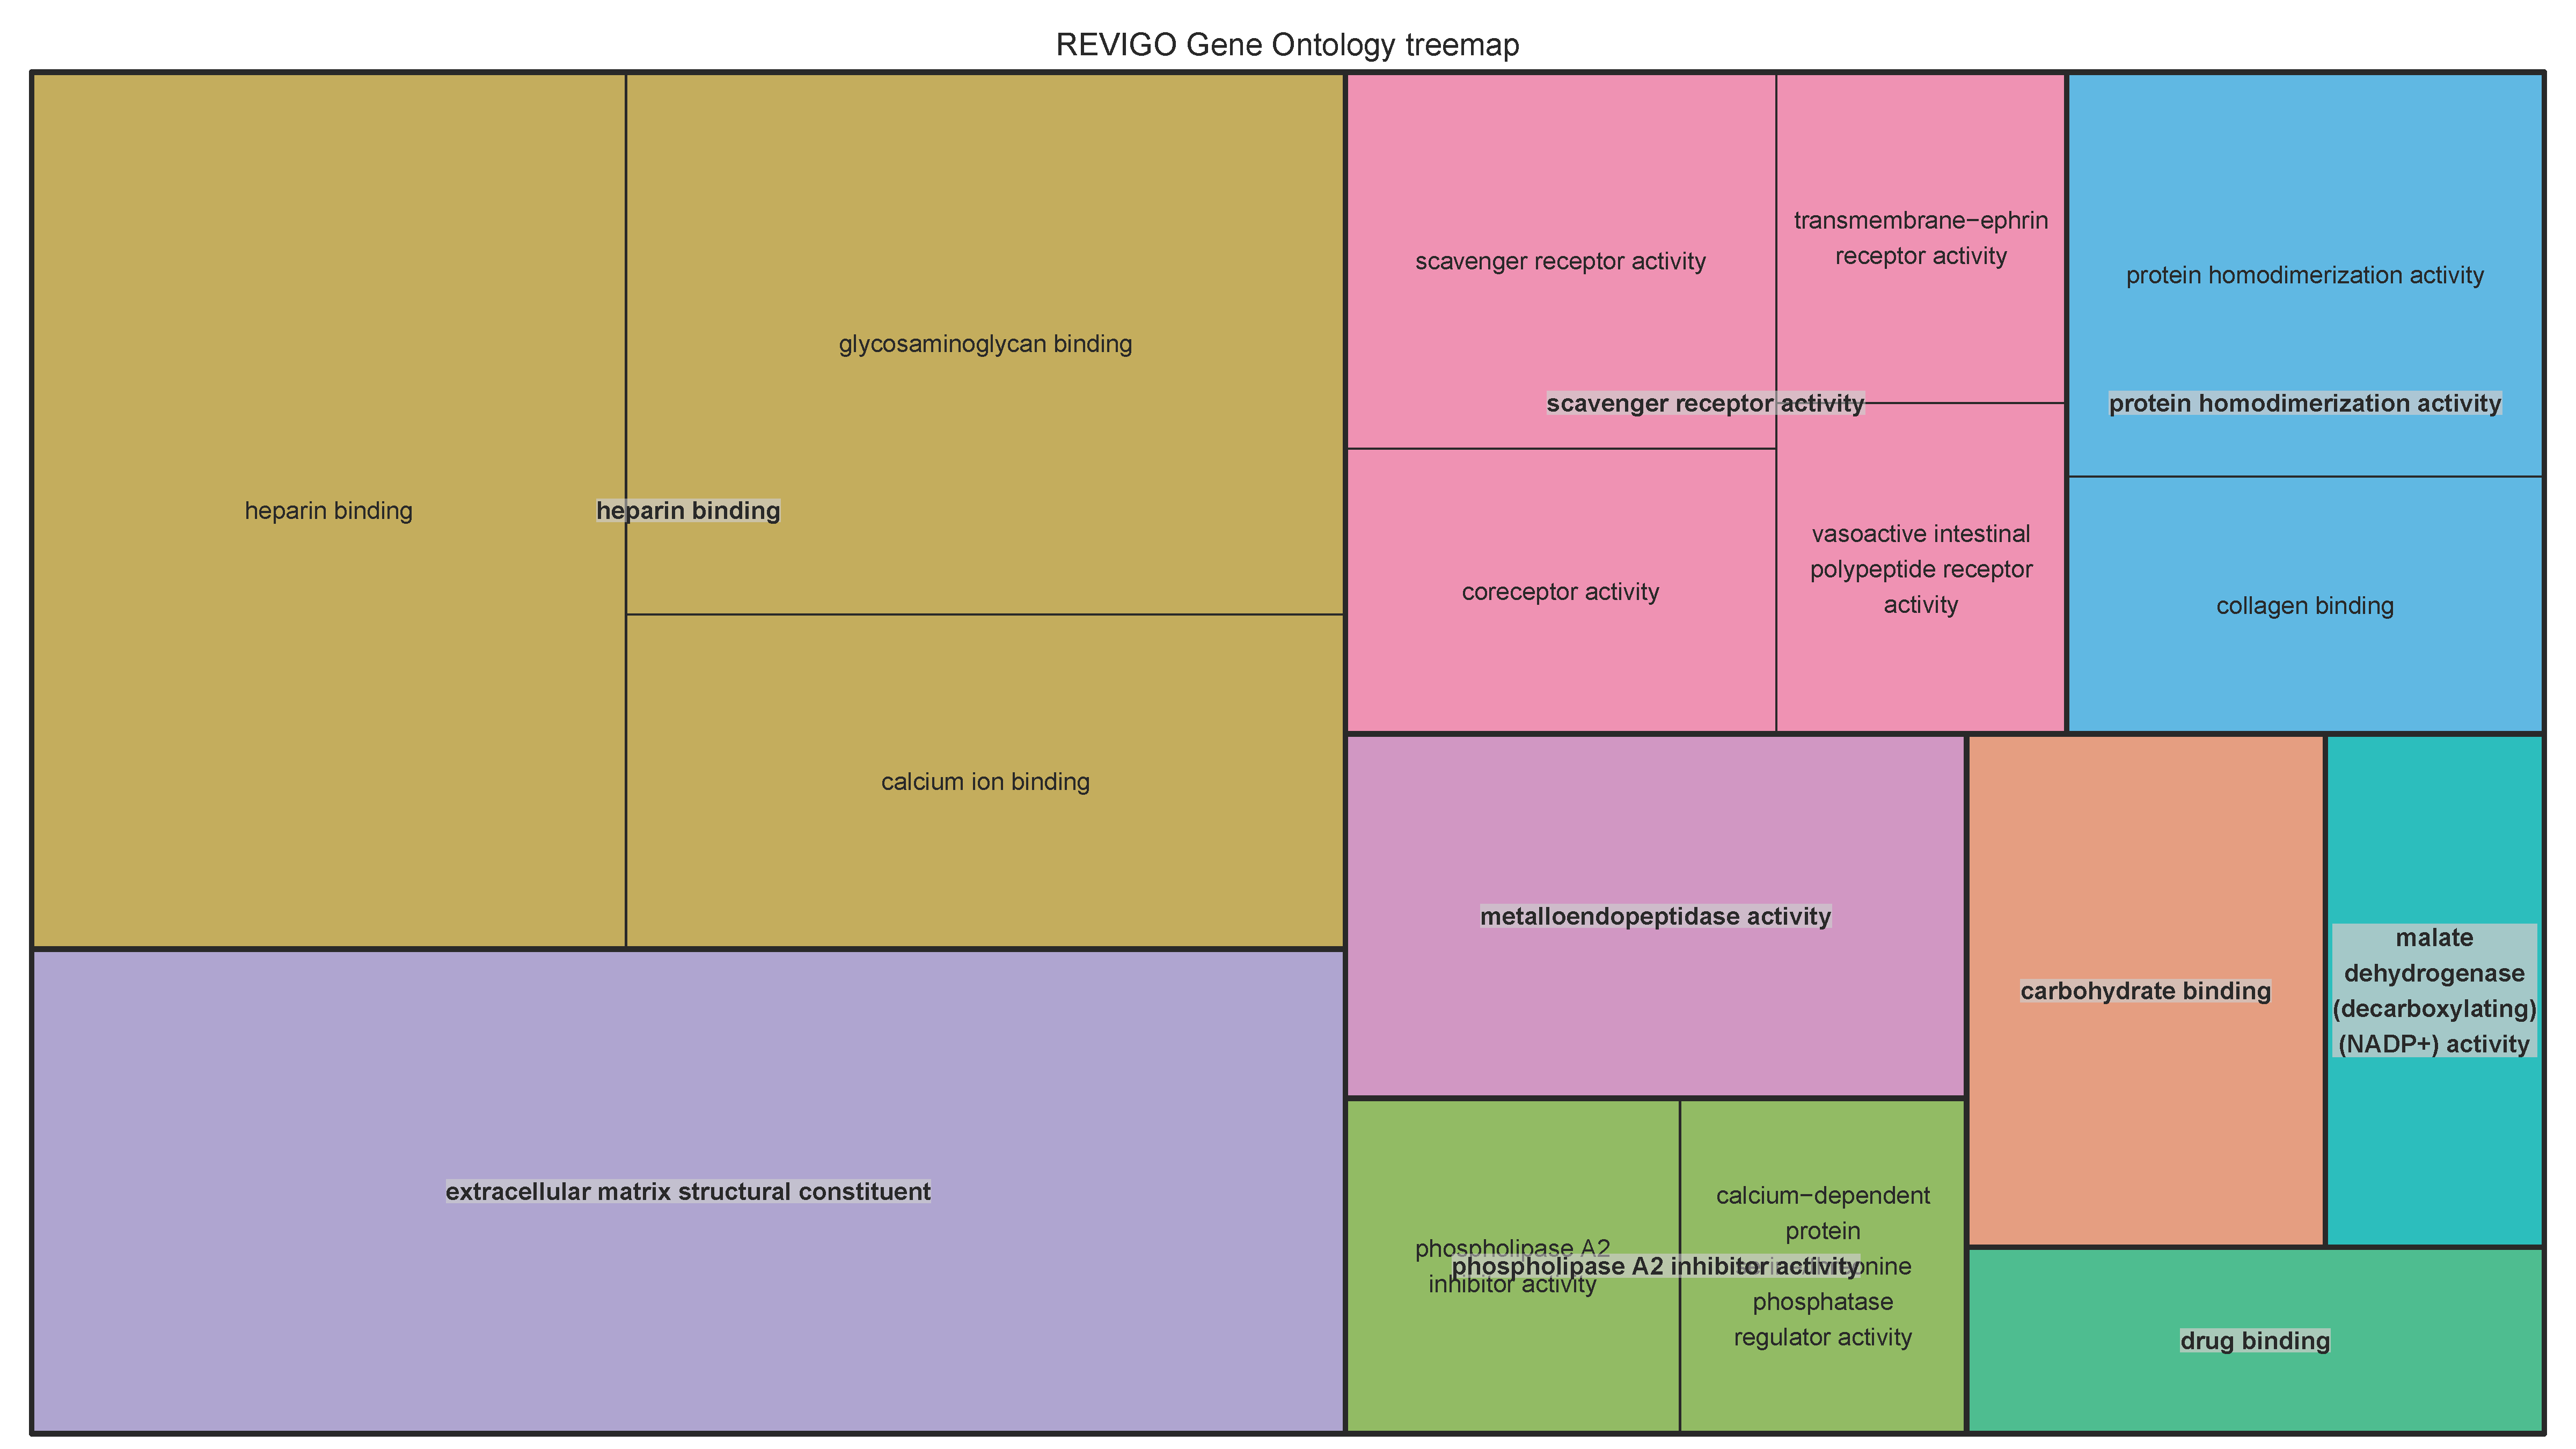

Additional Figure 1c: Tree map for molecular function involved in upregulated hyper-methylated backfat tissue.

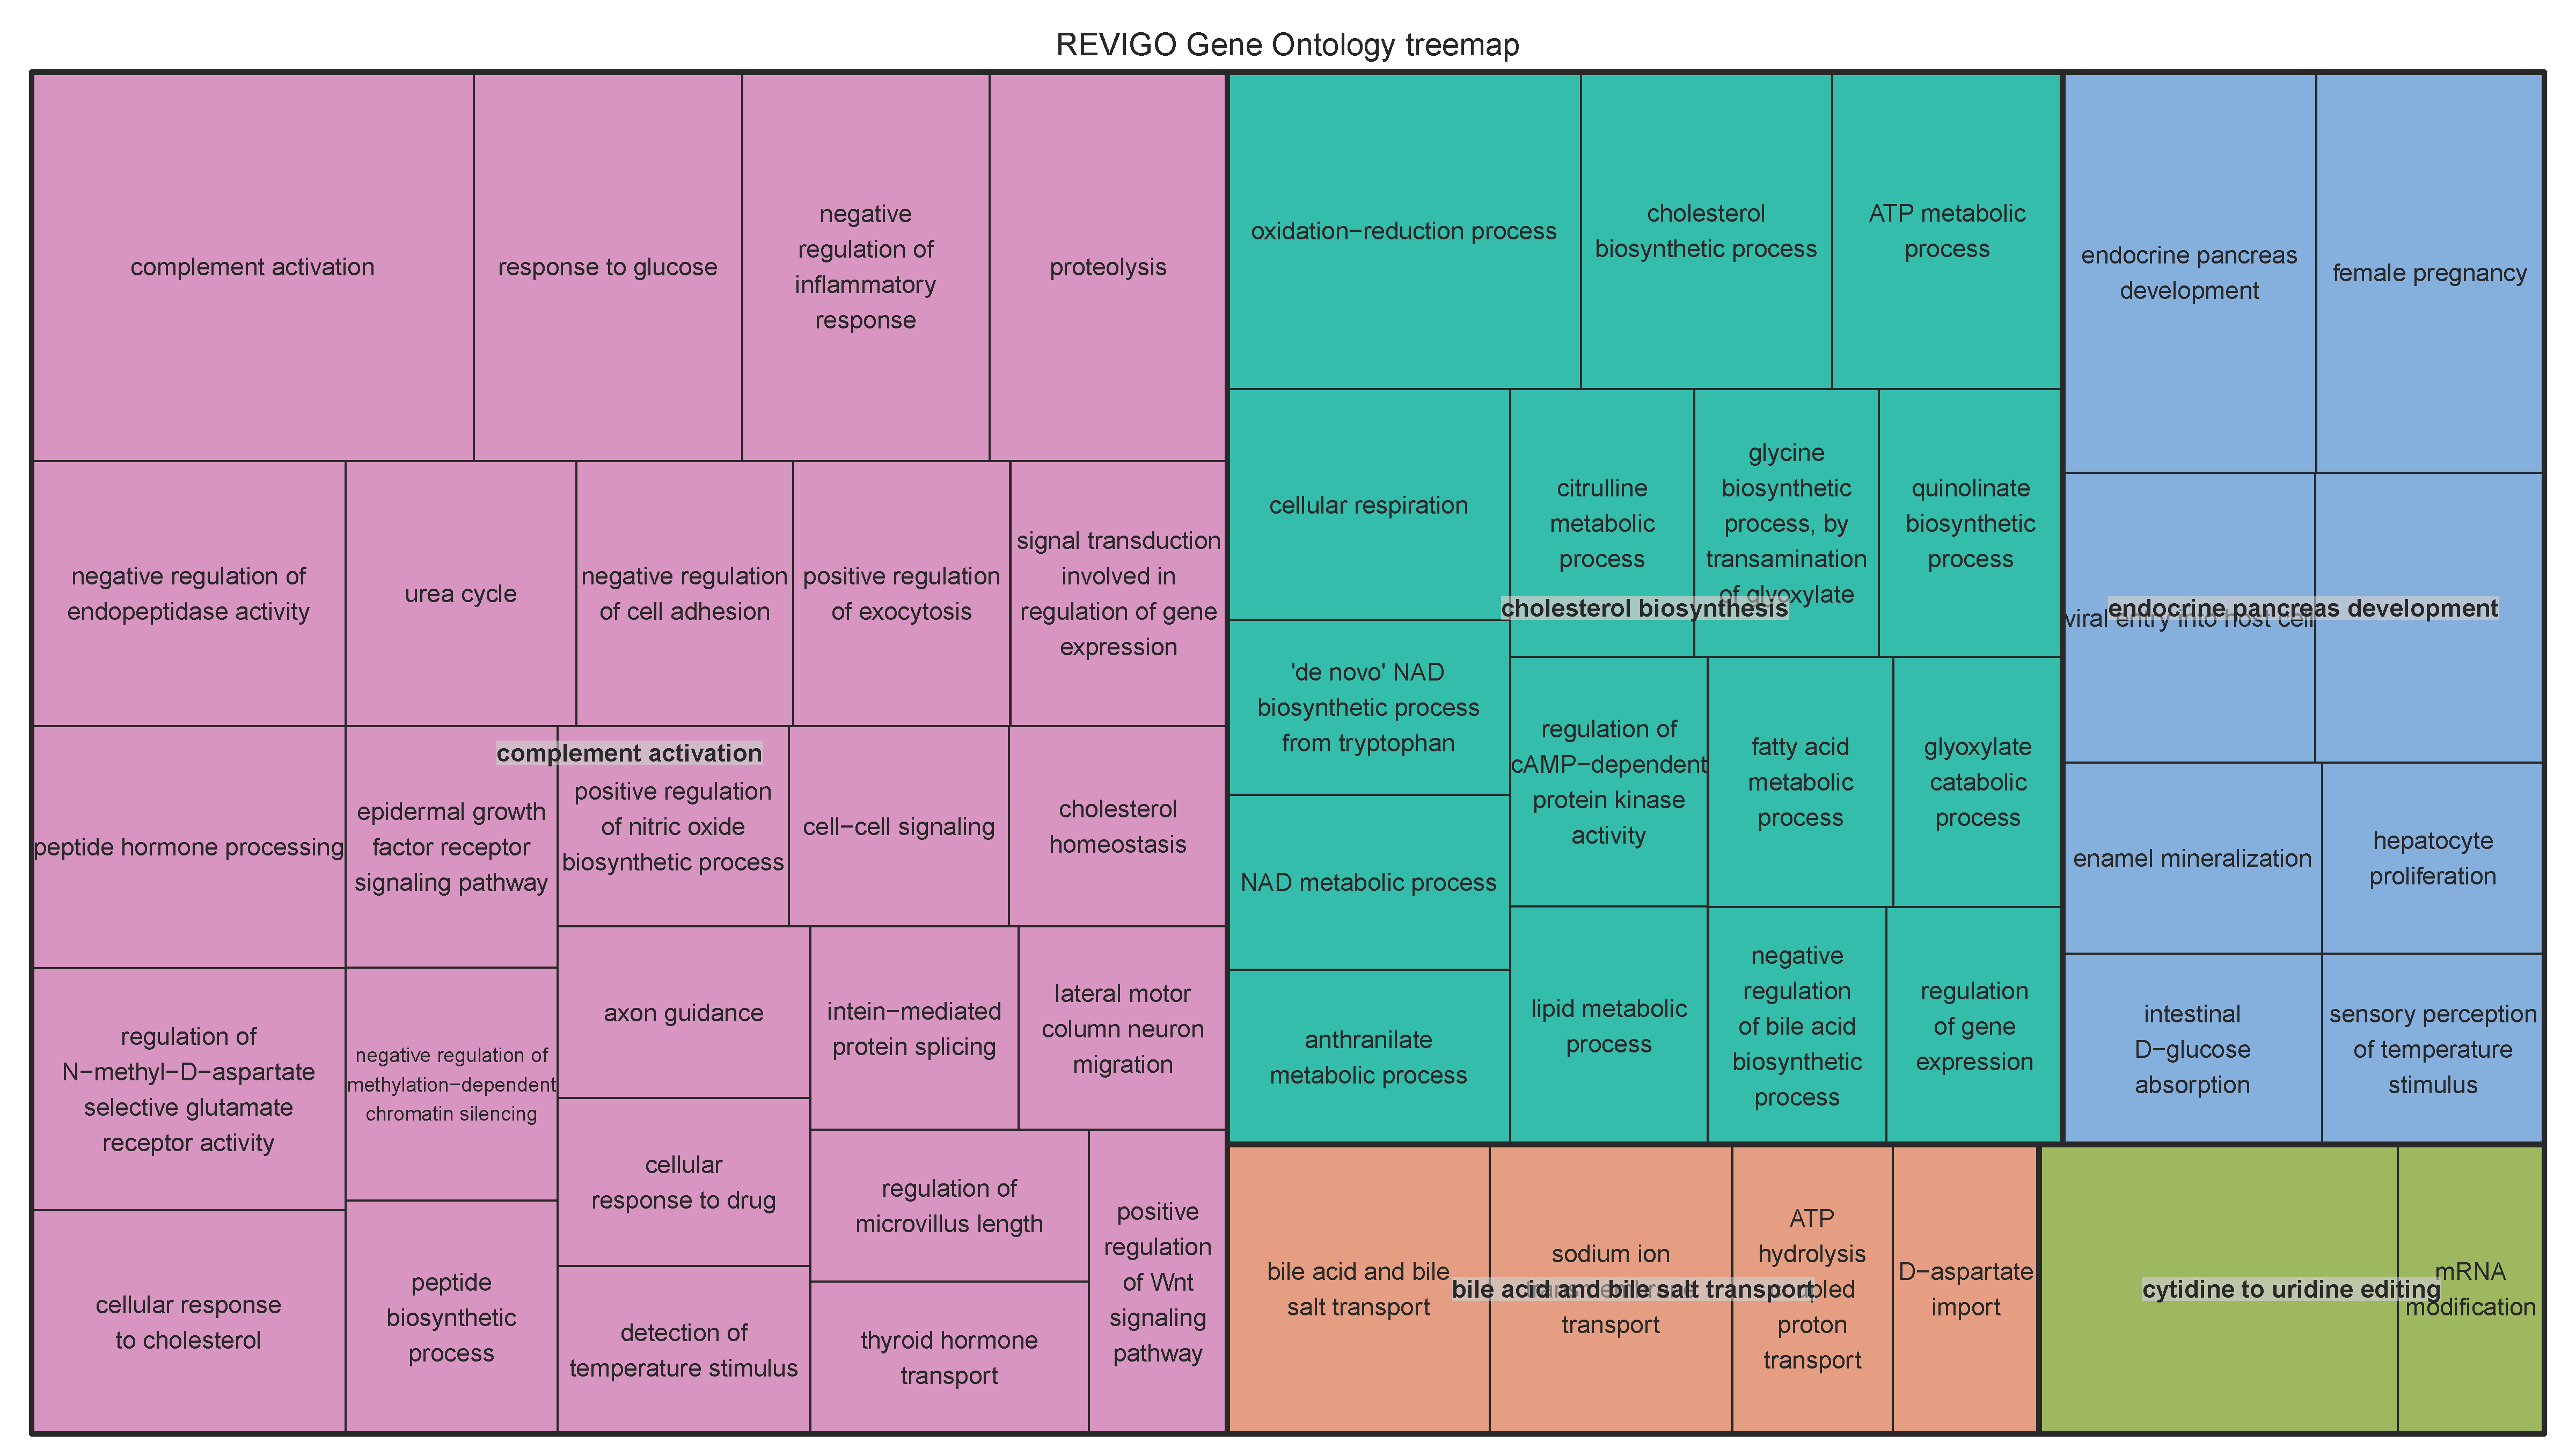

Additional Figure 2a: Tree map for biological involved in downregulated hyper-methylated backfat tissue.

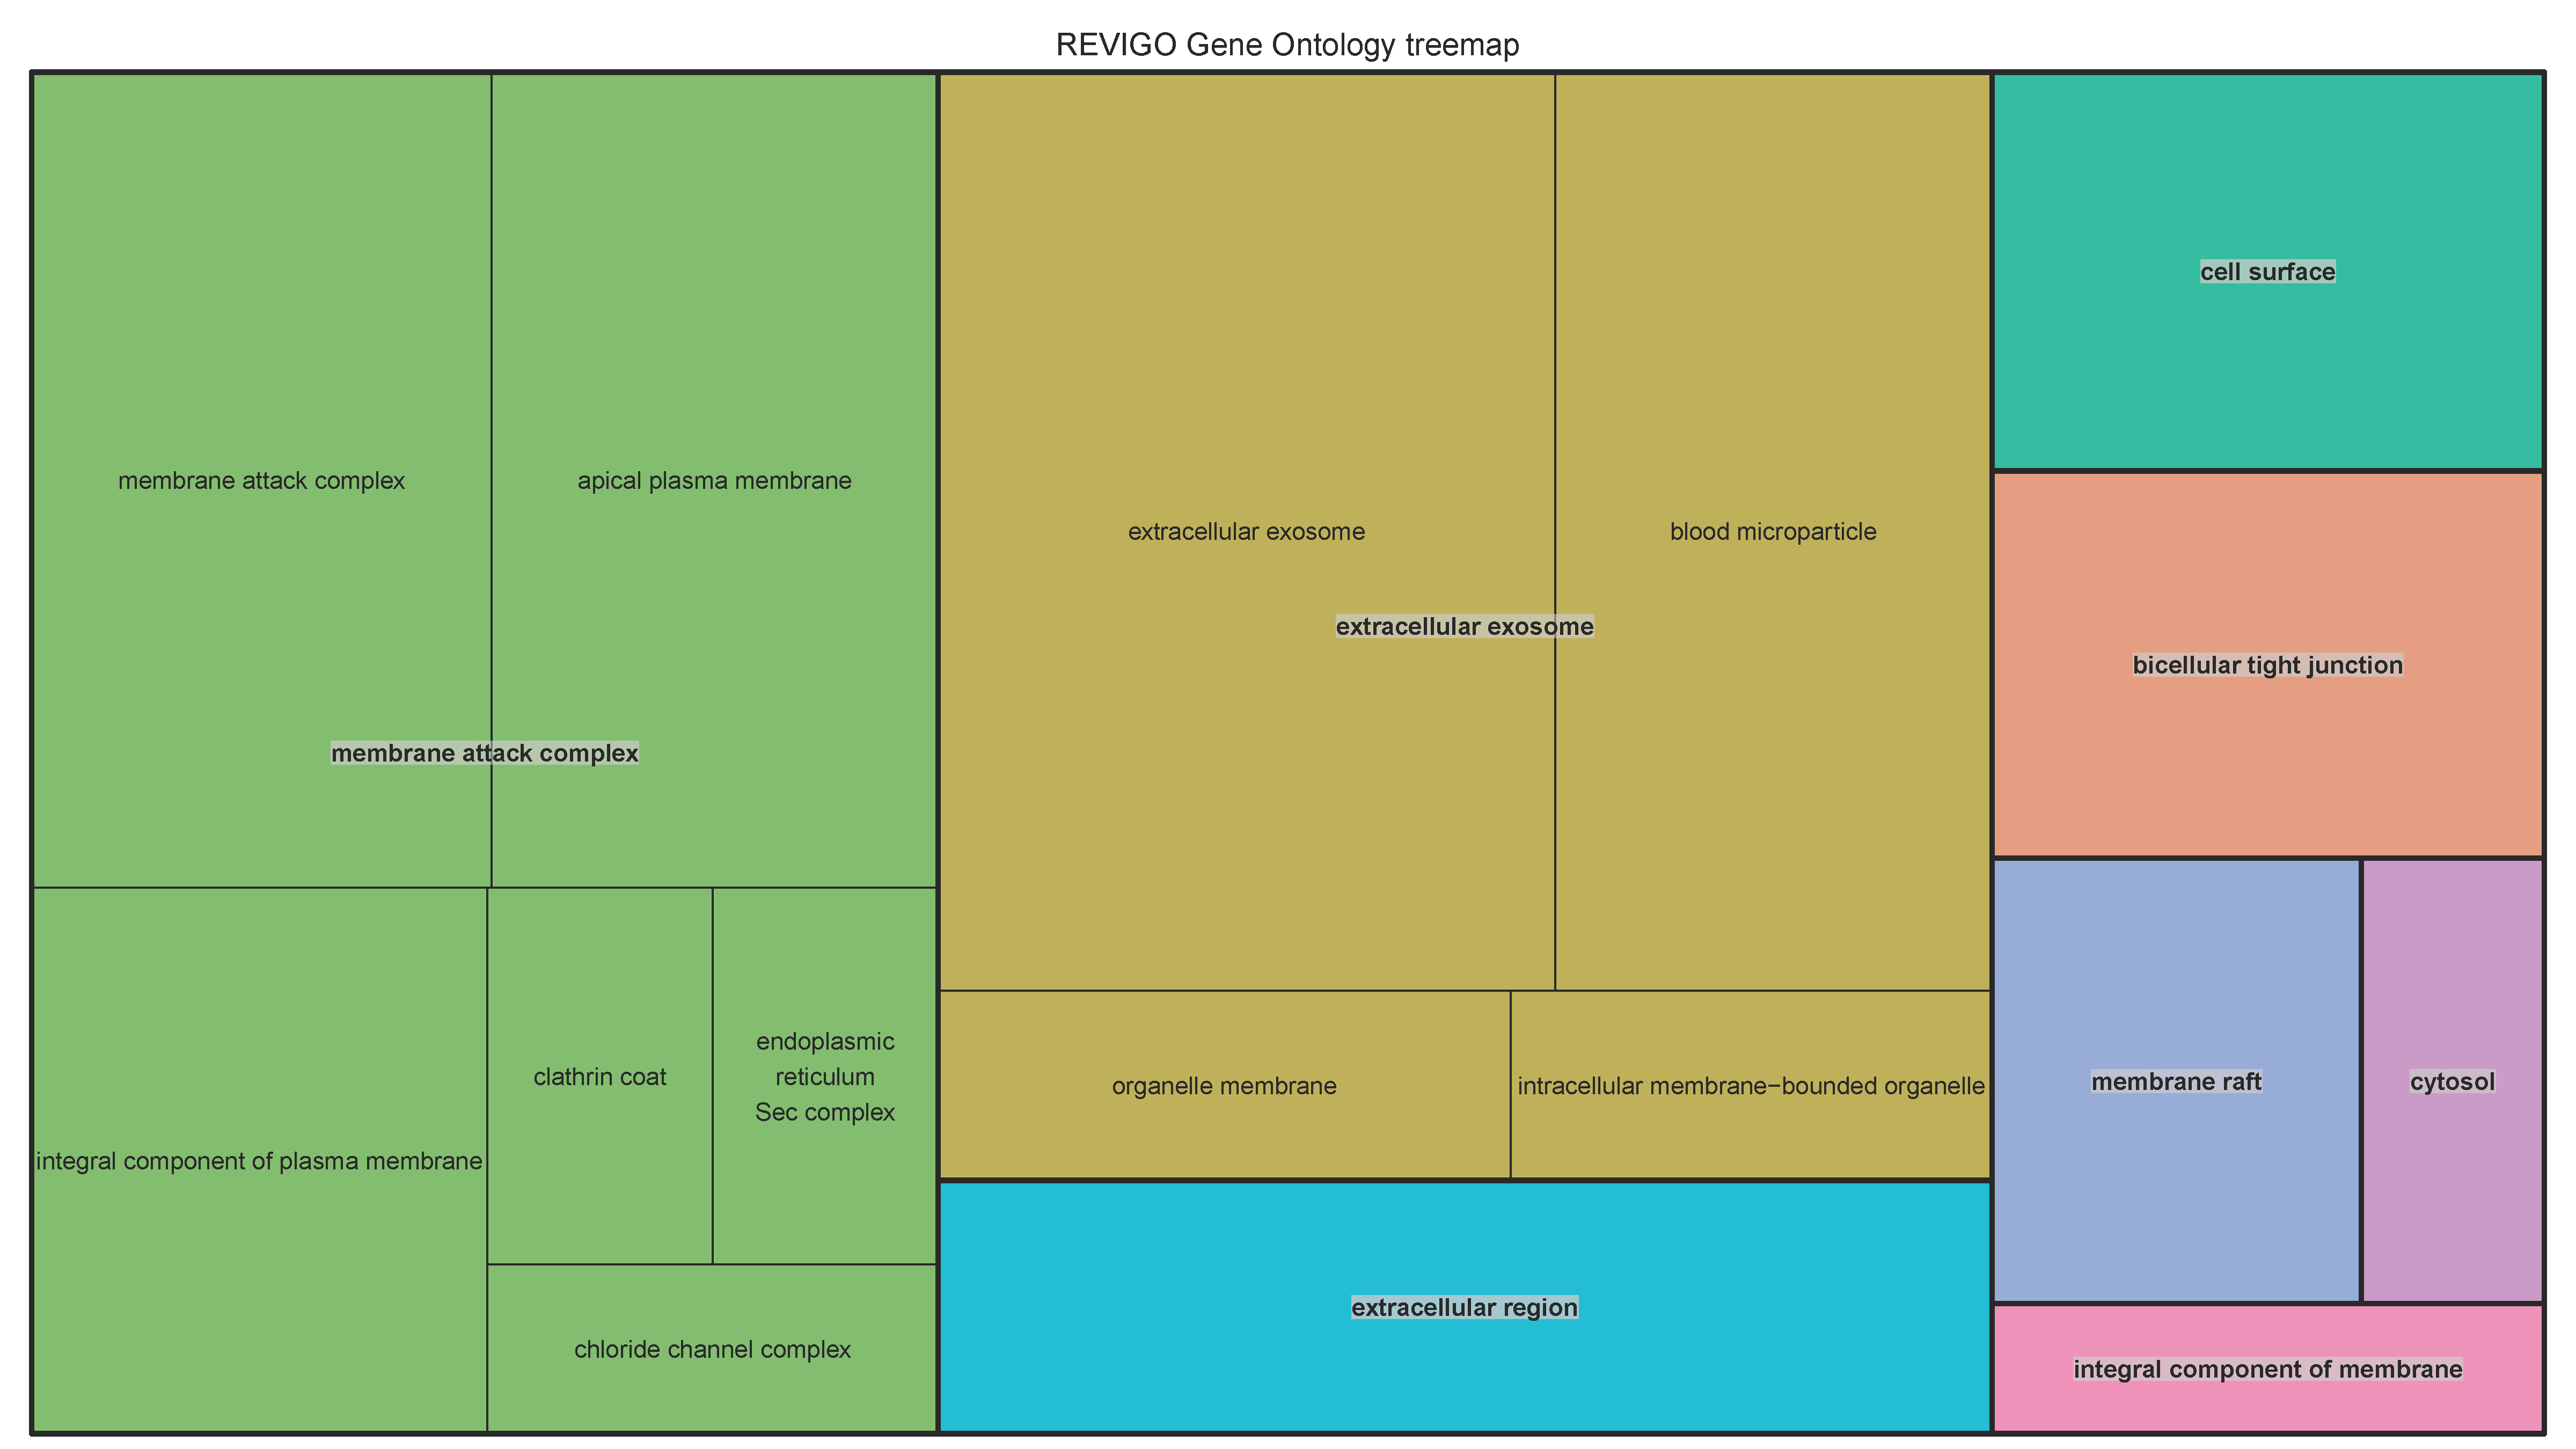

Additional Figure 2b: Tree map for cellular compartment involved in downregulated hyper-methylated backfat tissue.

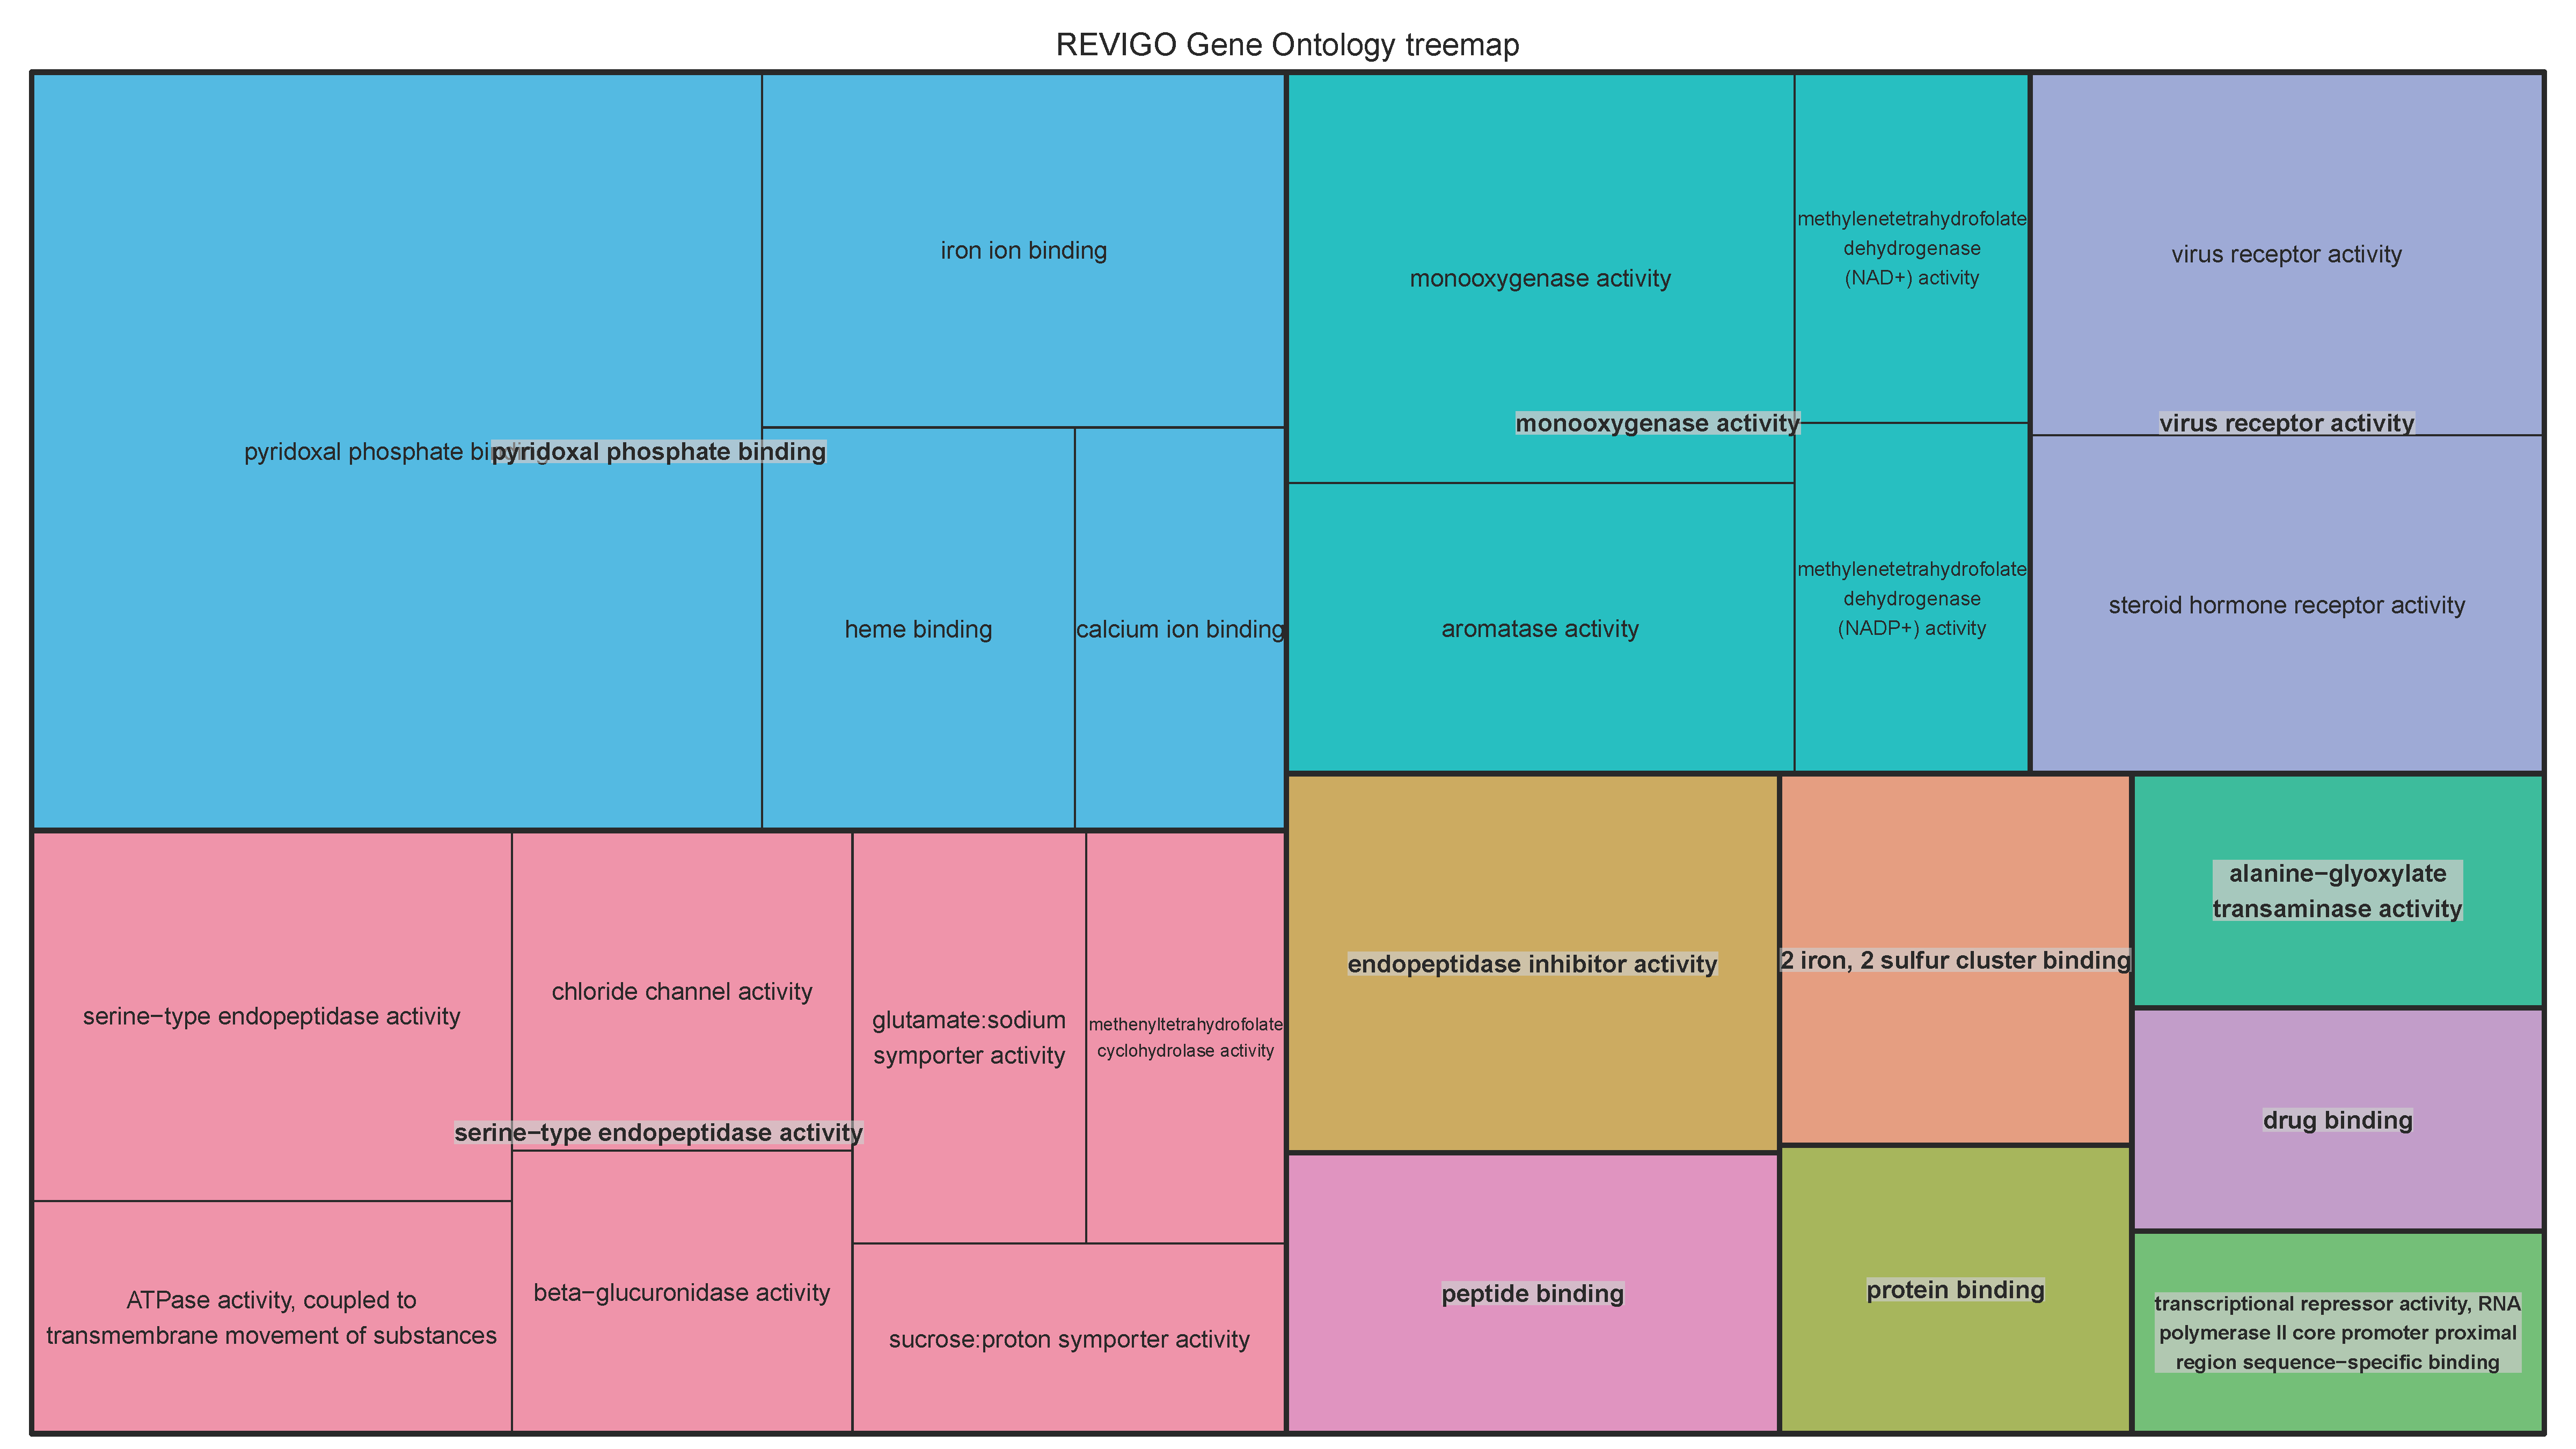

Additional Figure 2c: Tree map for molecular function involved in downregulated hyper-methylated backfat tissue.

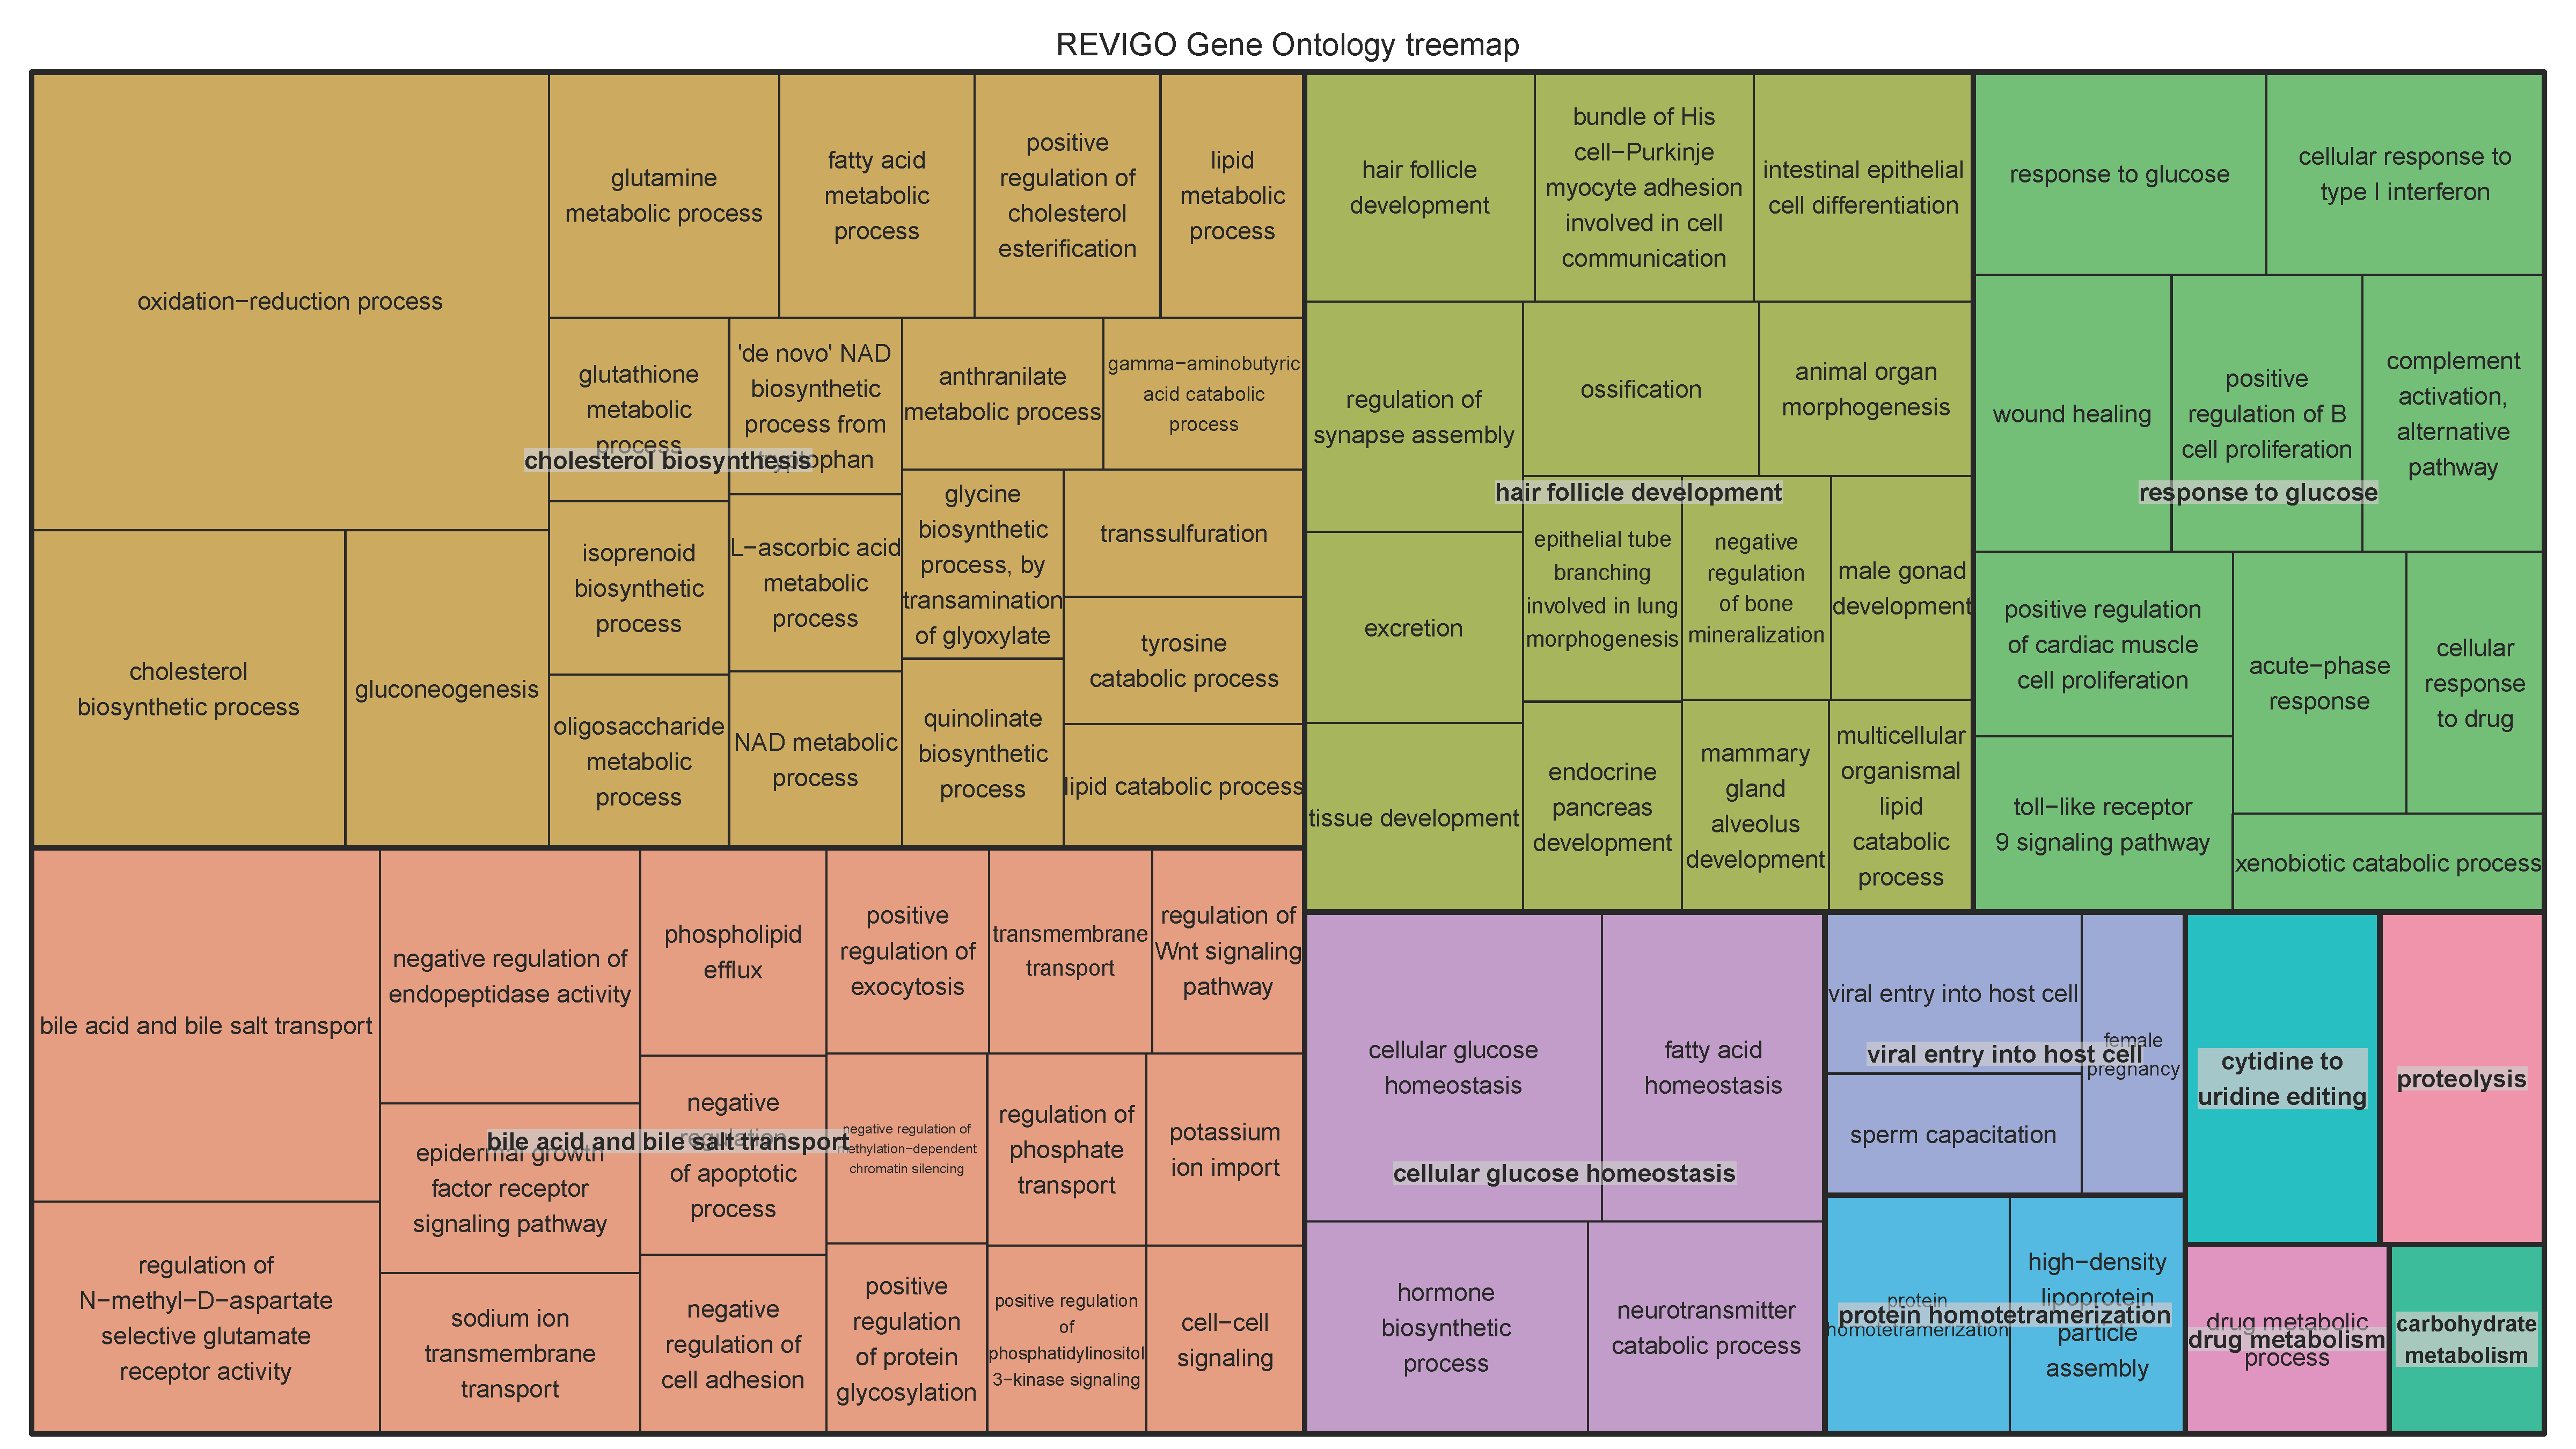

Additional Figure 3a: Tree map for Biological processes involved in upregulated hyper-methylated liver tissue.

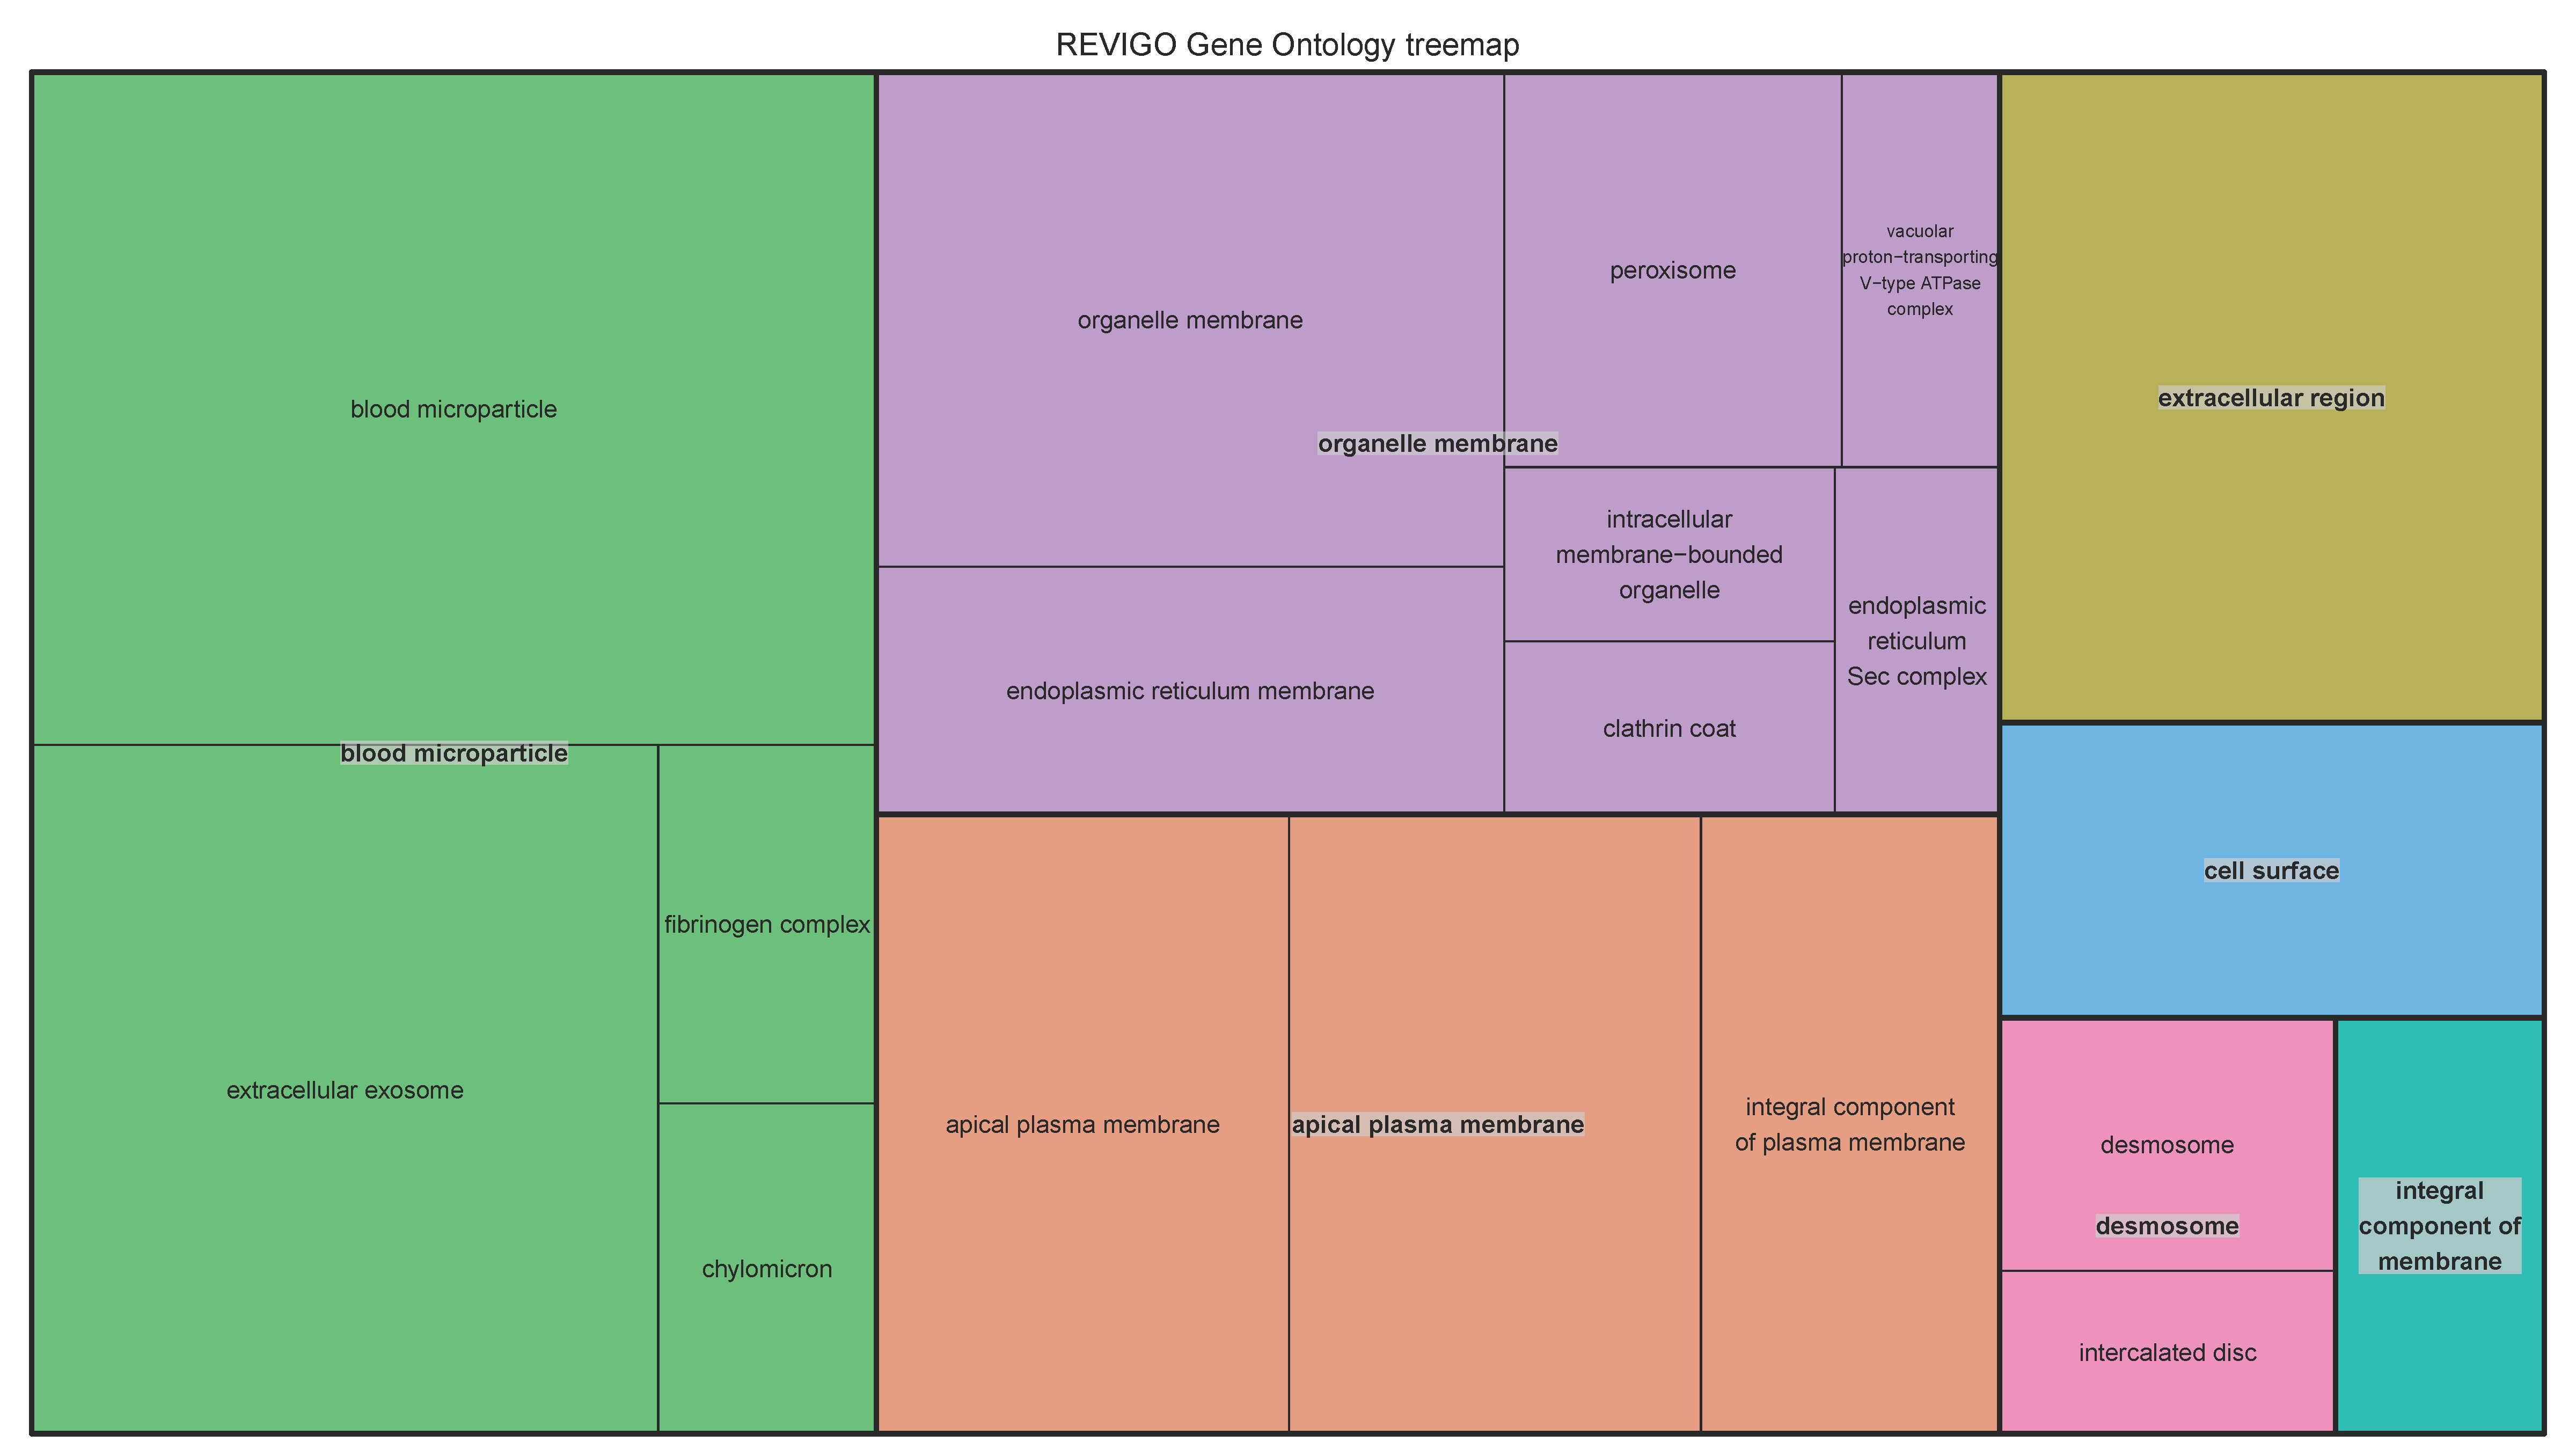

Additional Figure 3b: Tree map for cellular compartment involved in upregulated hyper-methylated liver tissue.

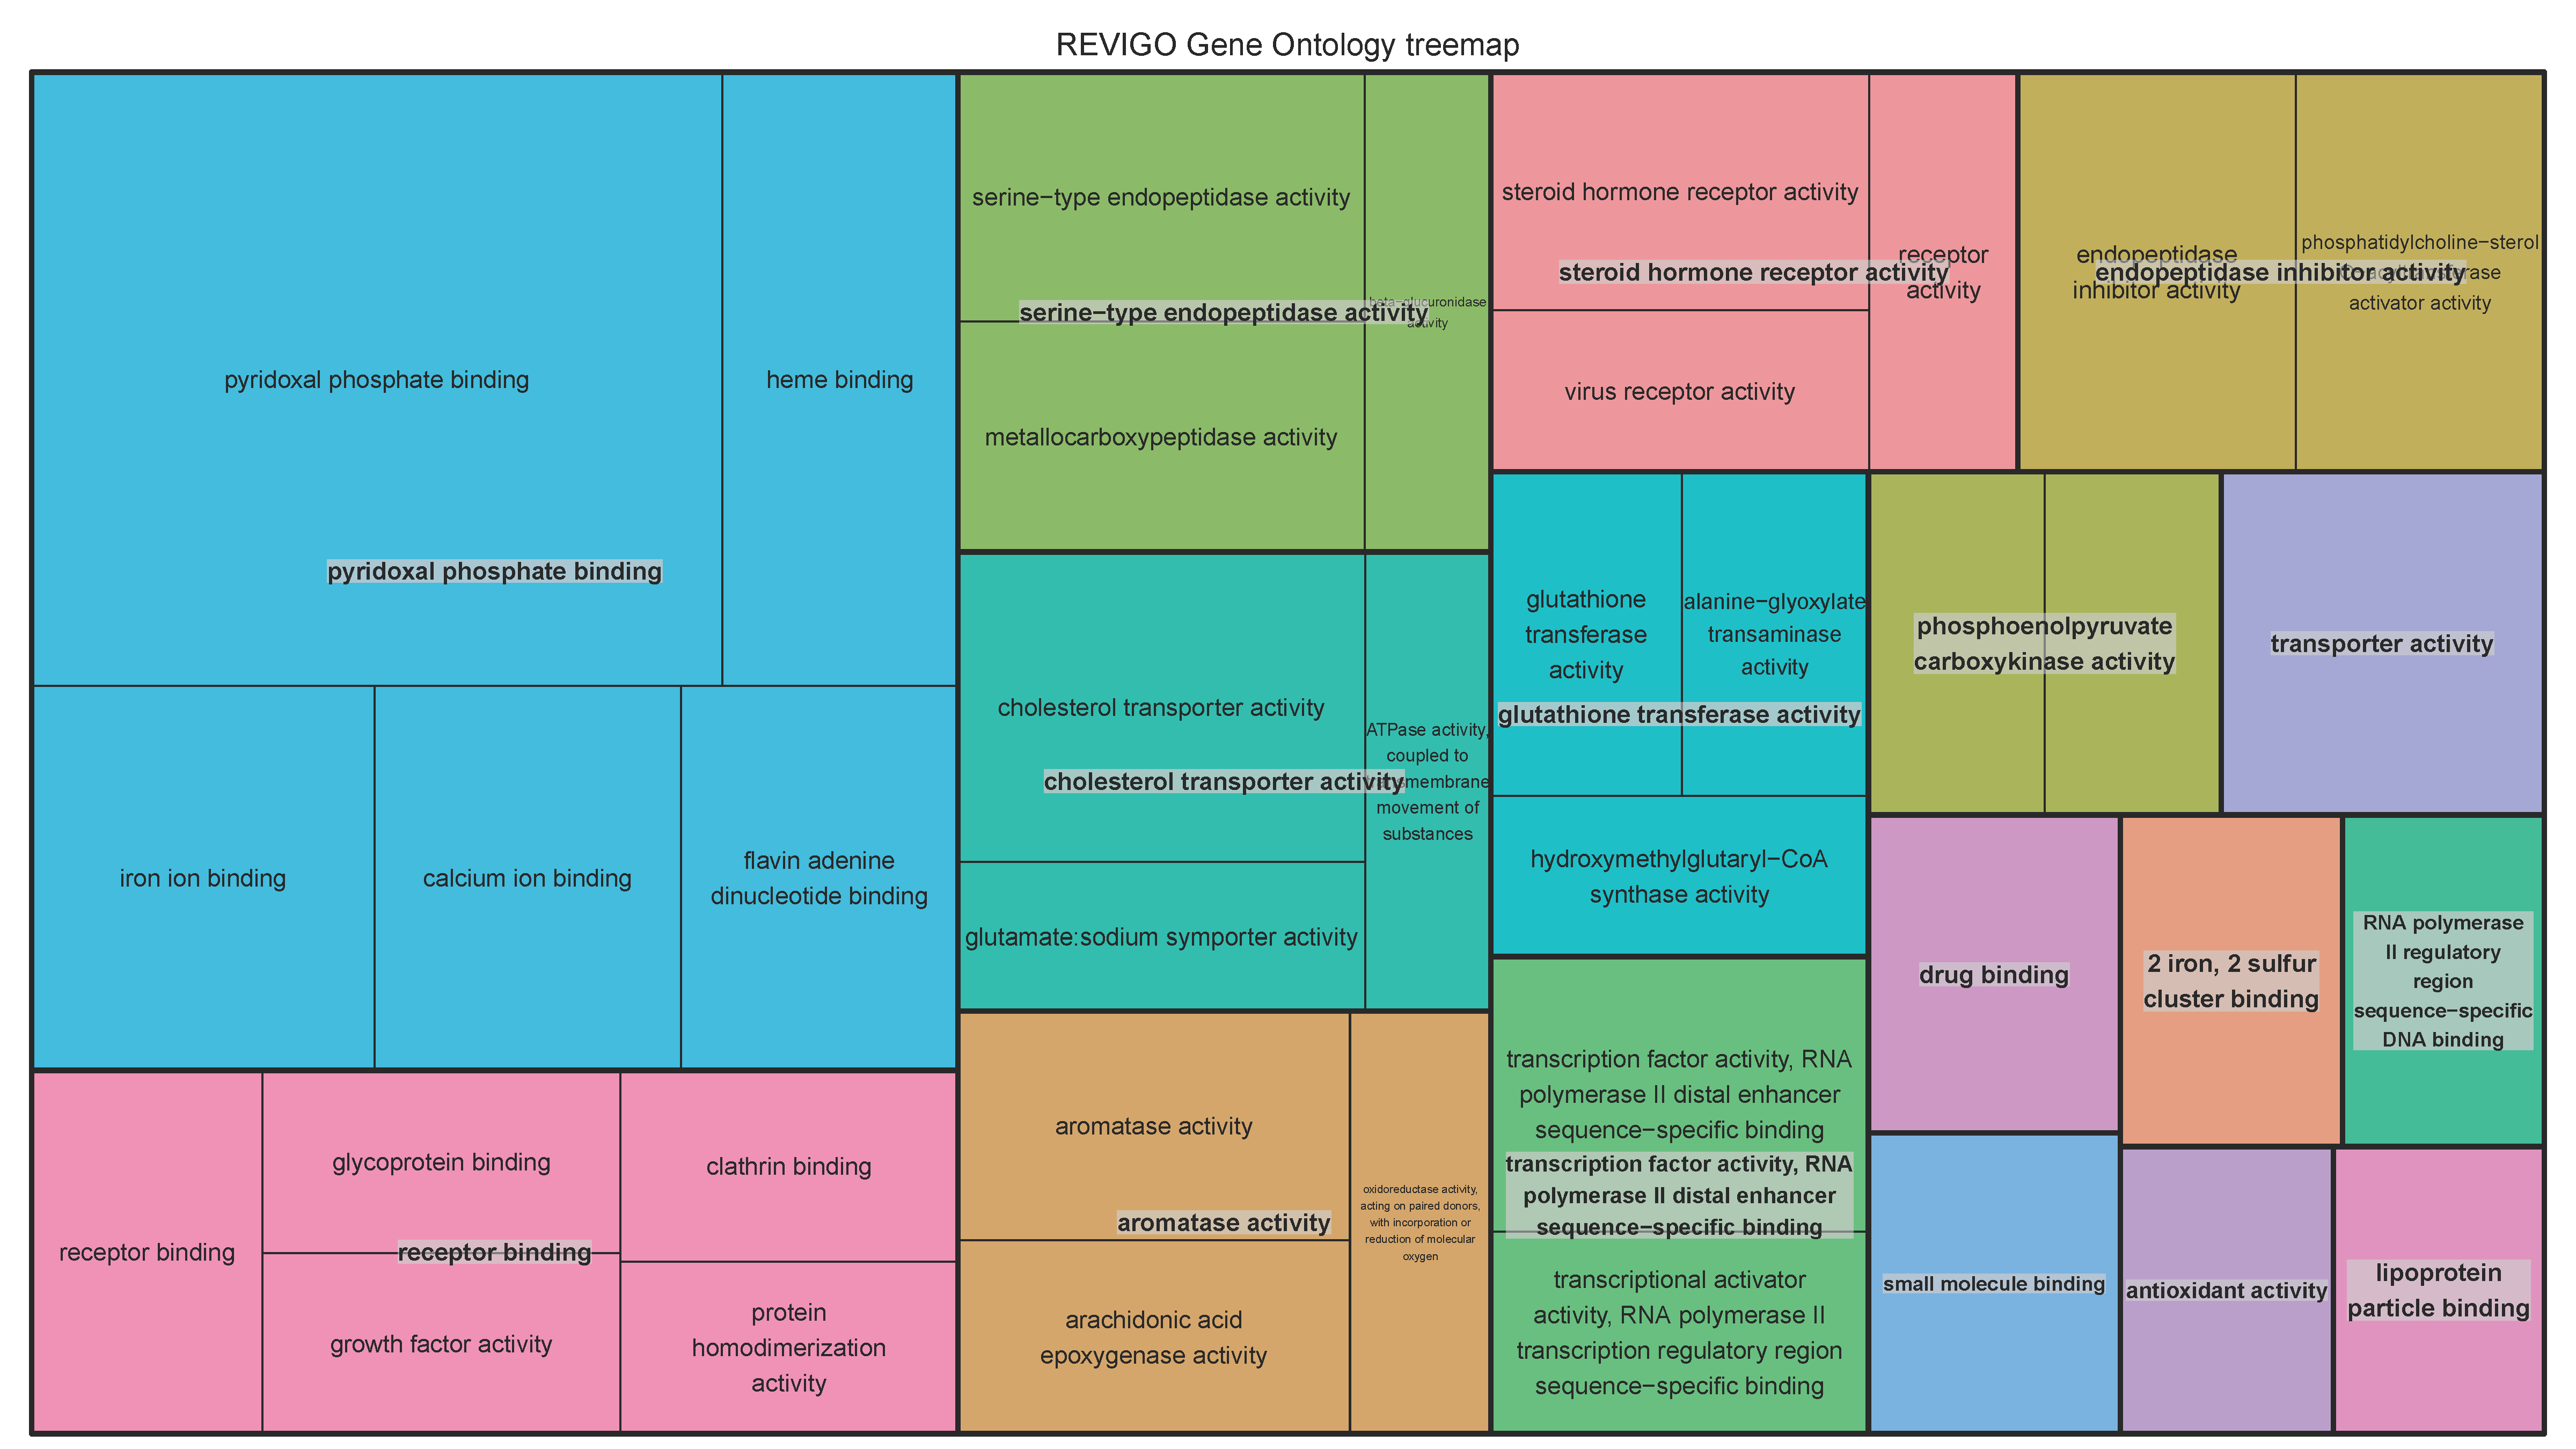

Additional Figure 3c: Tree map for molecular function involved in upregulated hyper-methylated liver tissue.

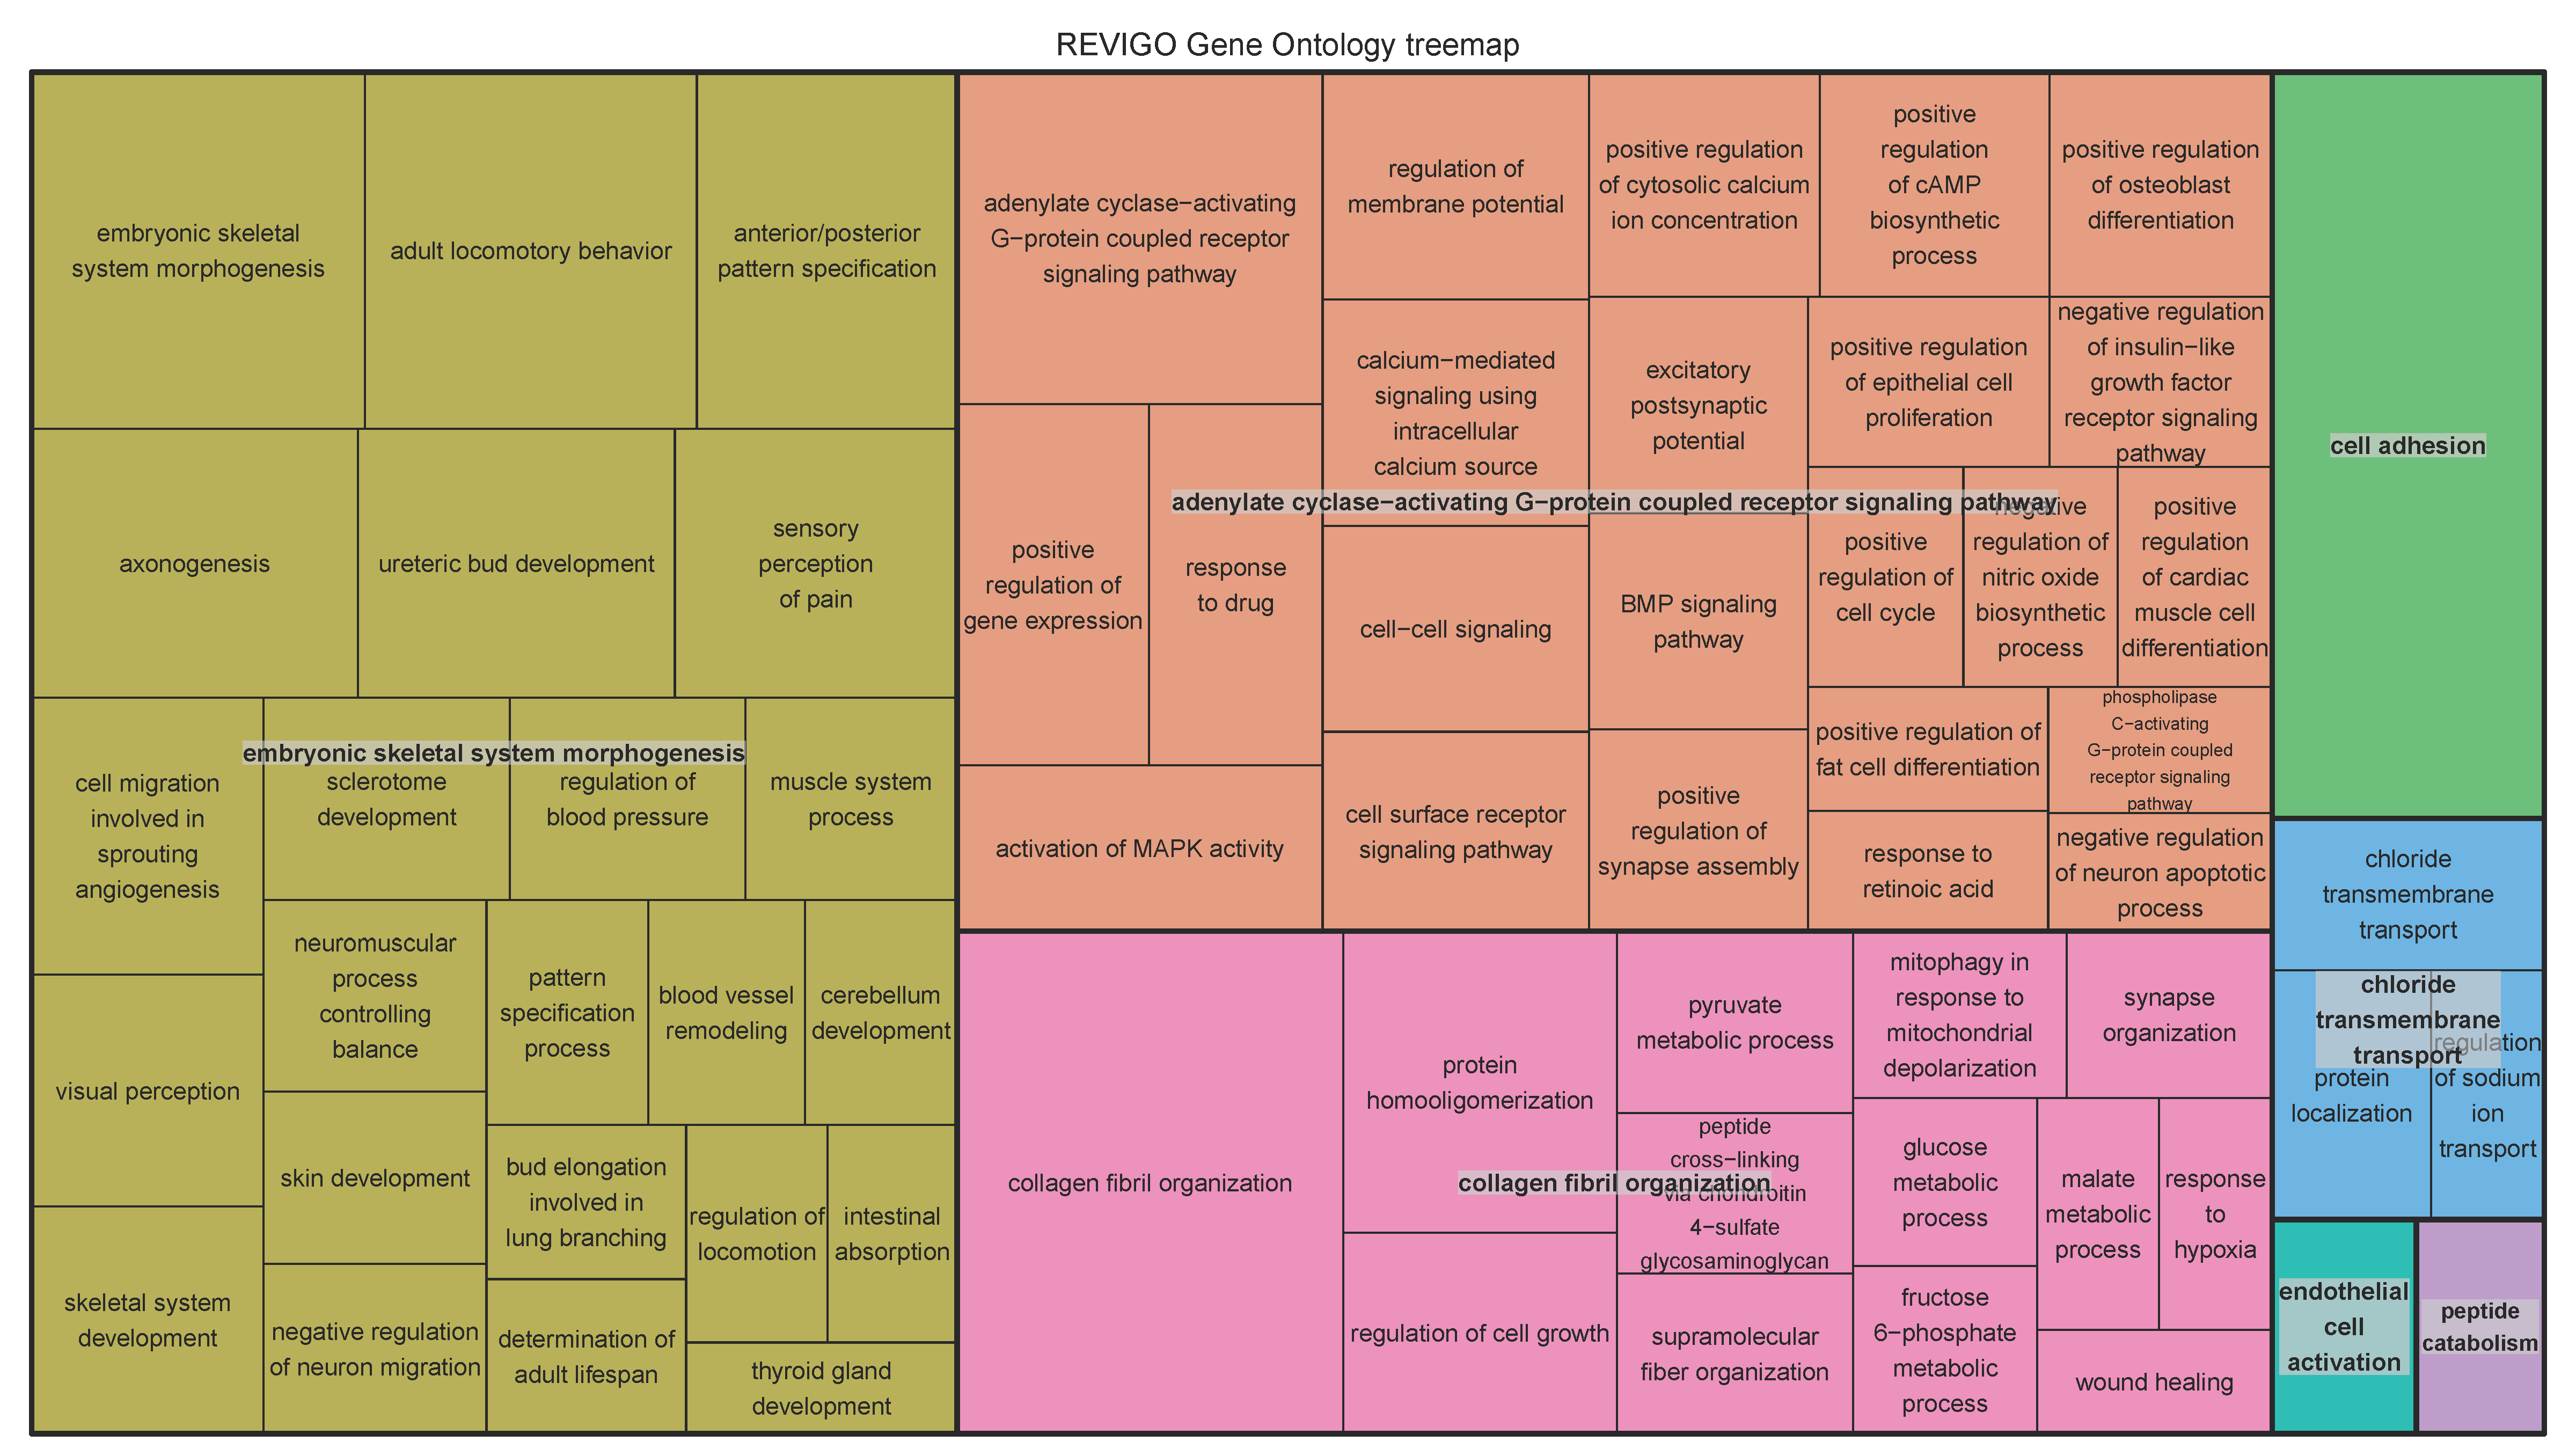

Additional Figure 4a: Tree map for biological involved in downregulated hyper-methylated liver tissue.

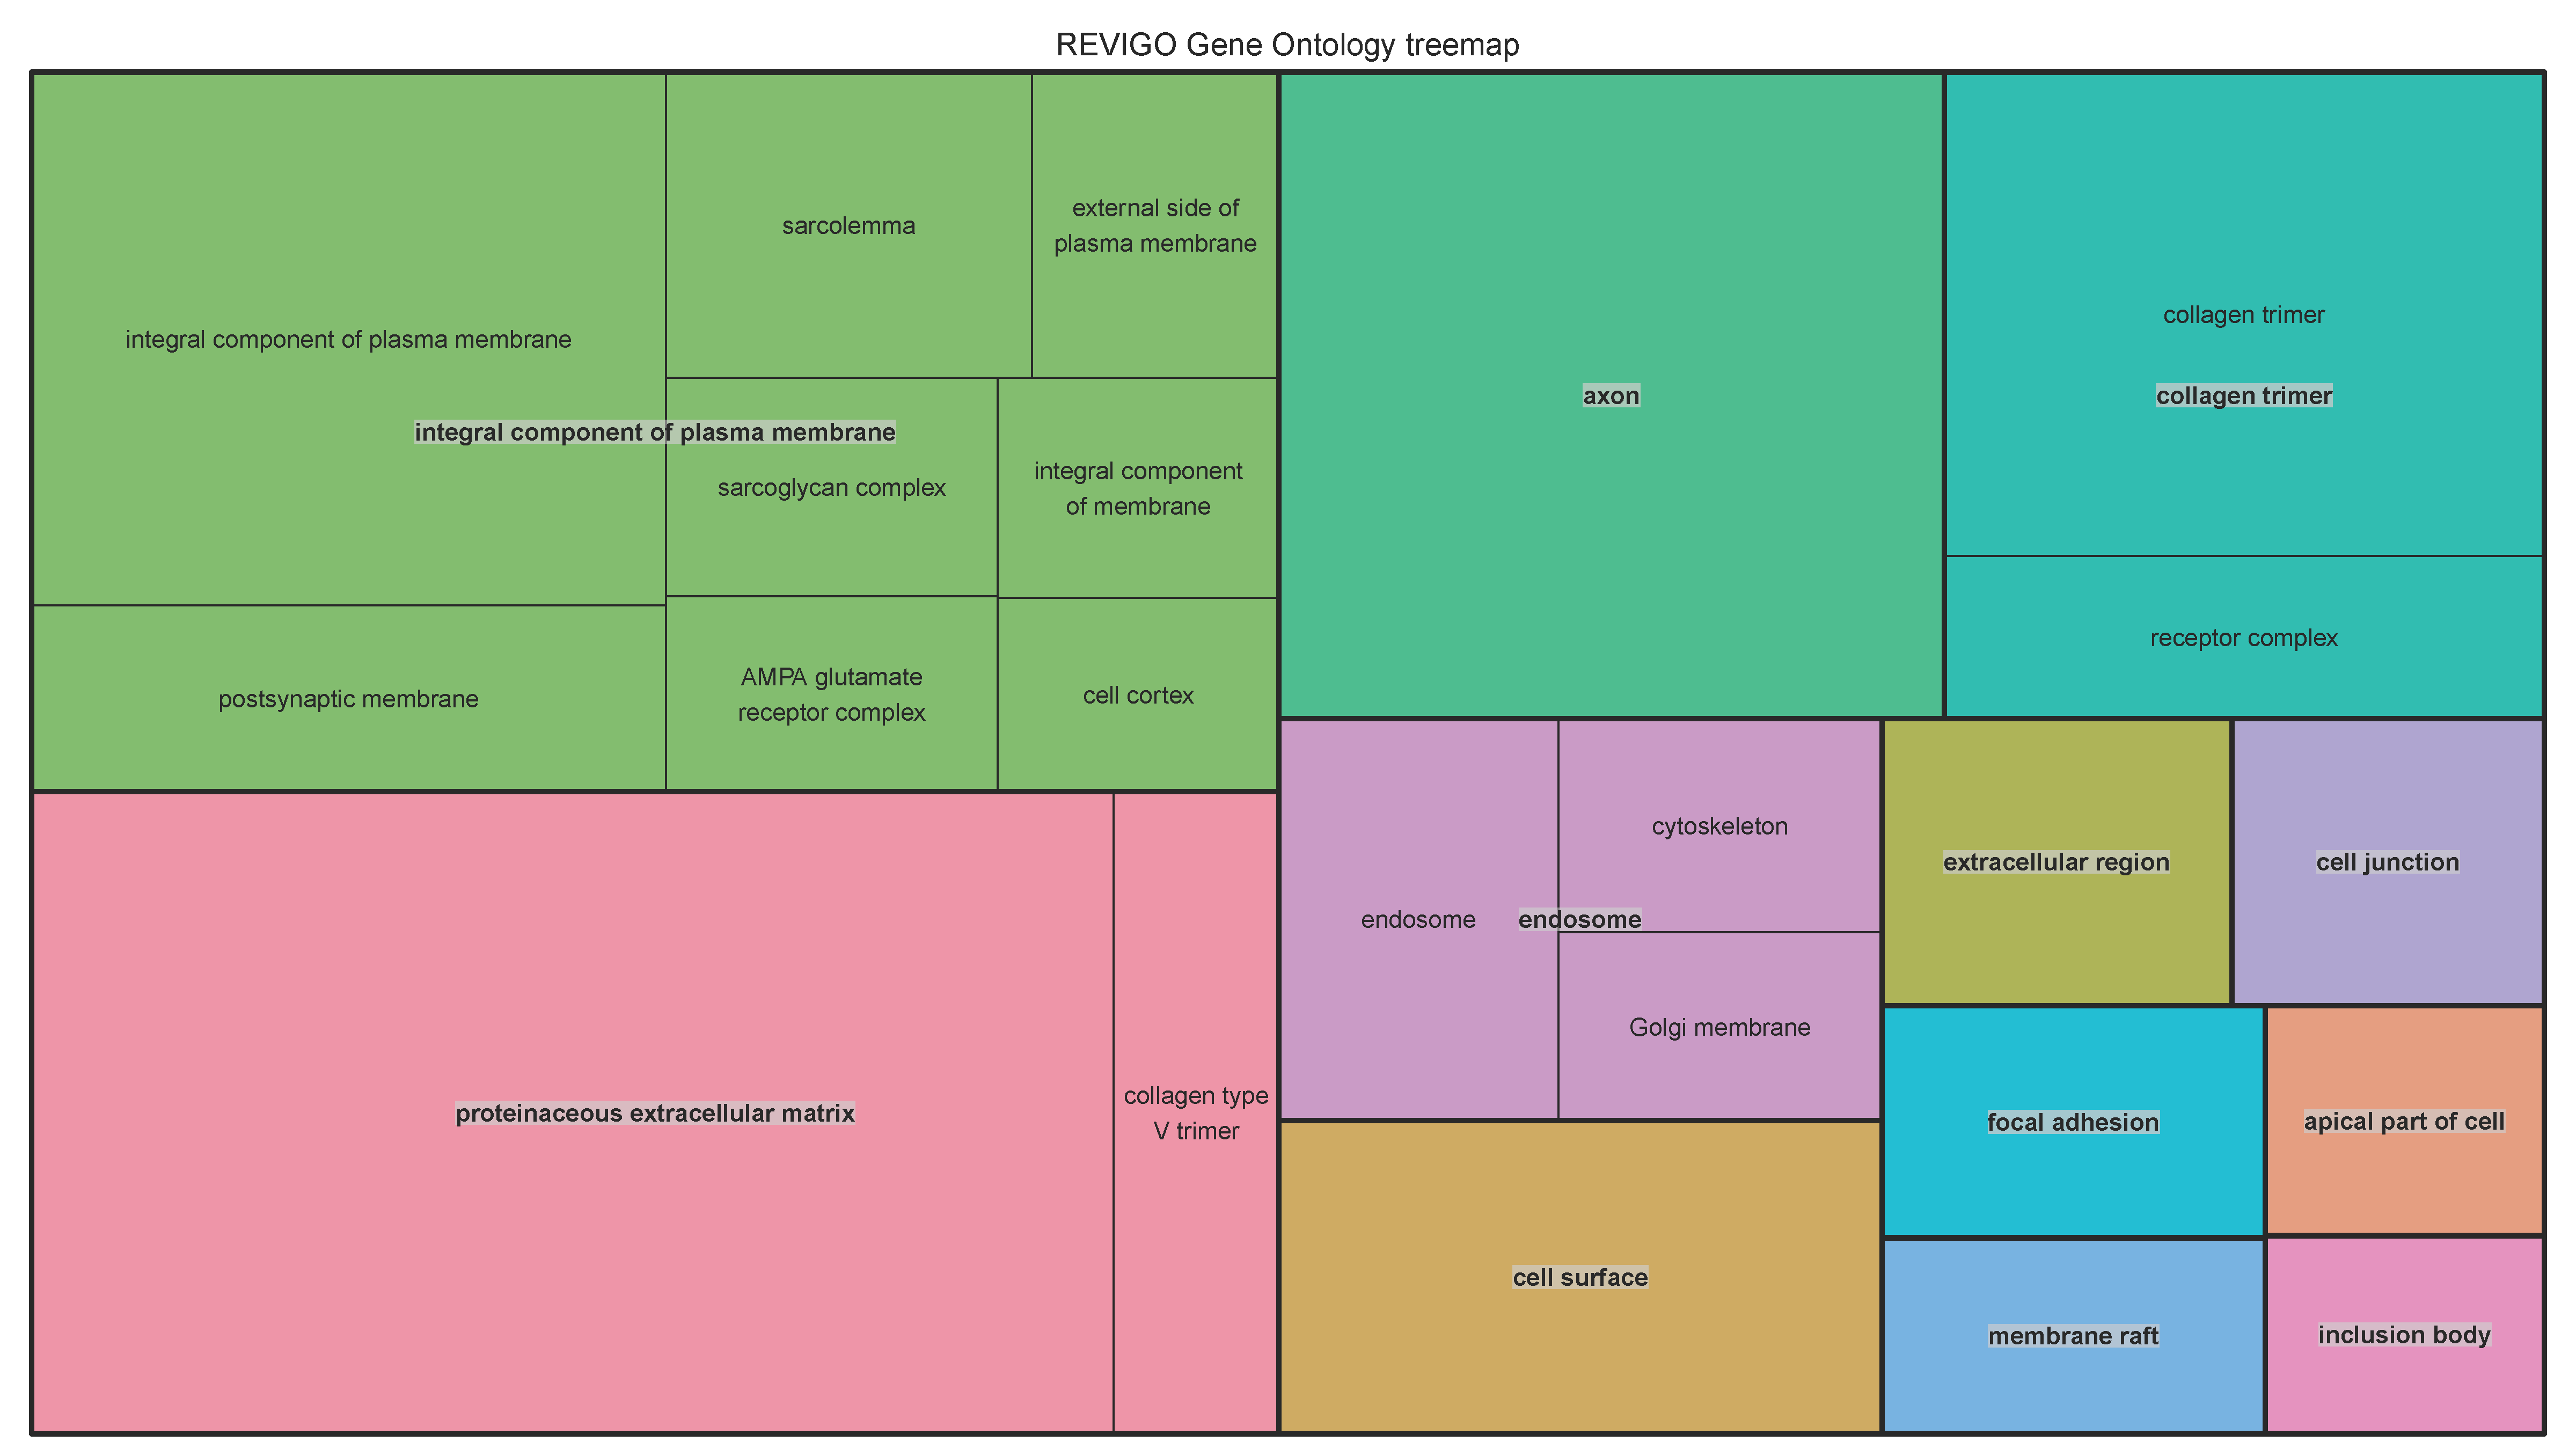

Additional Figure 4b: Tree map for cellular compartment involved in downregulated hyper-methylated liver tissue.

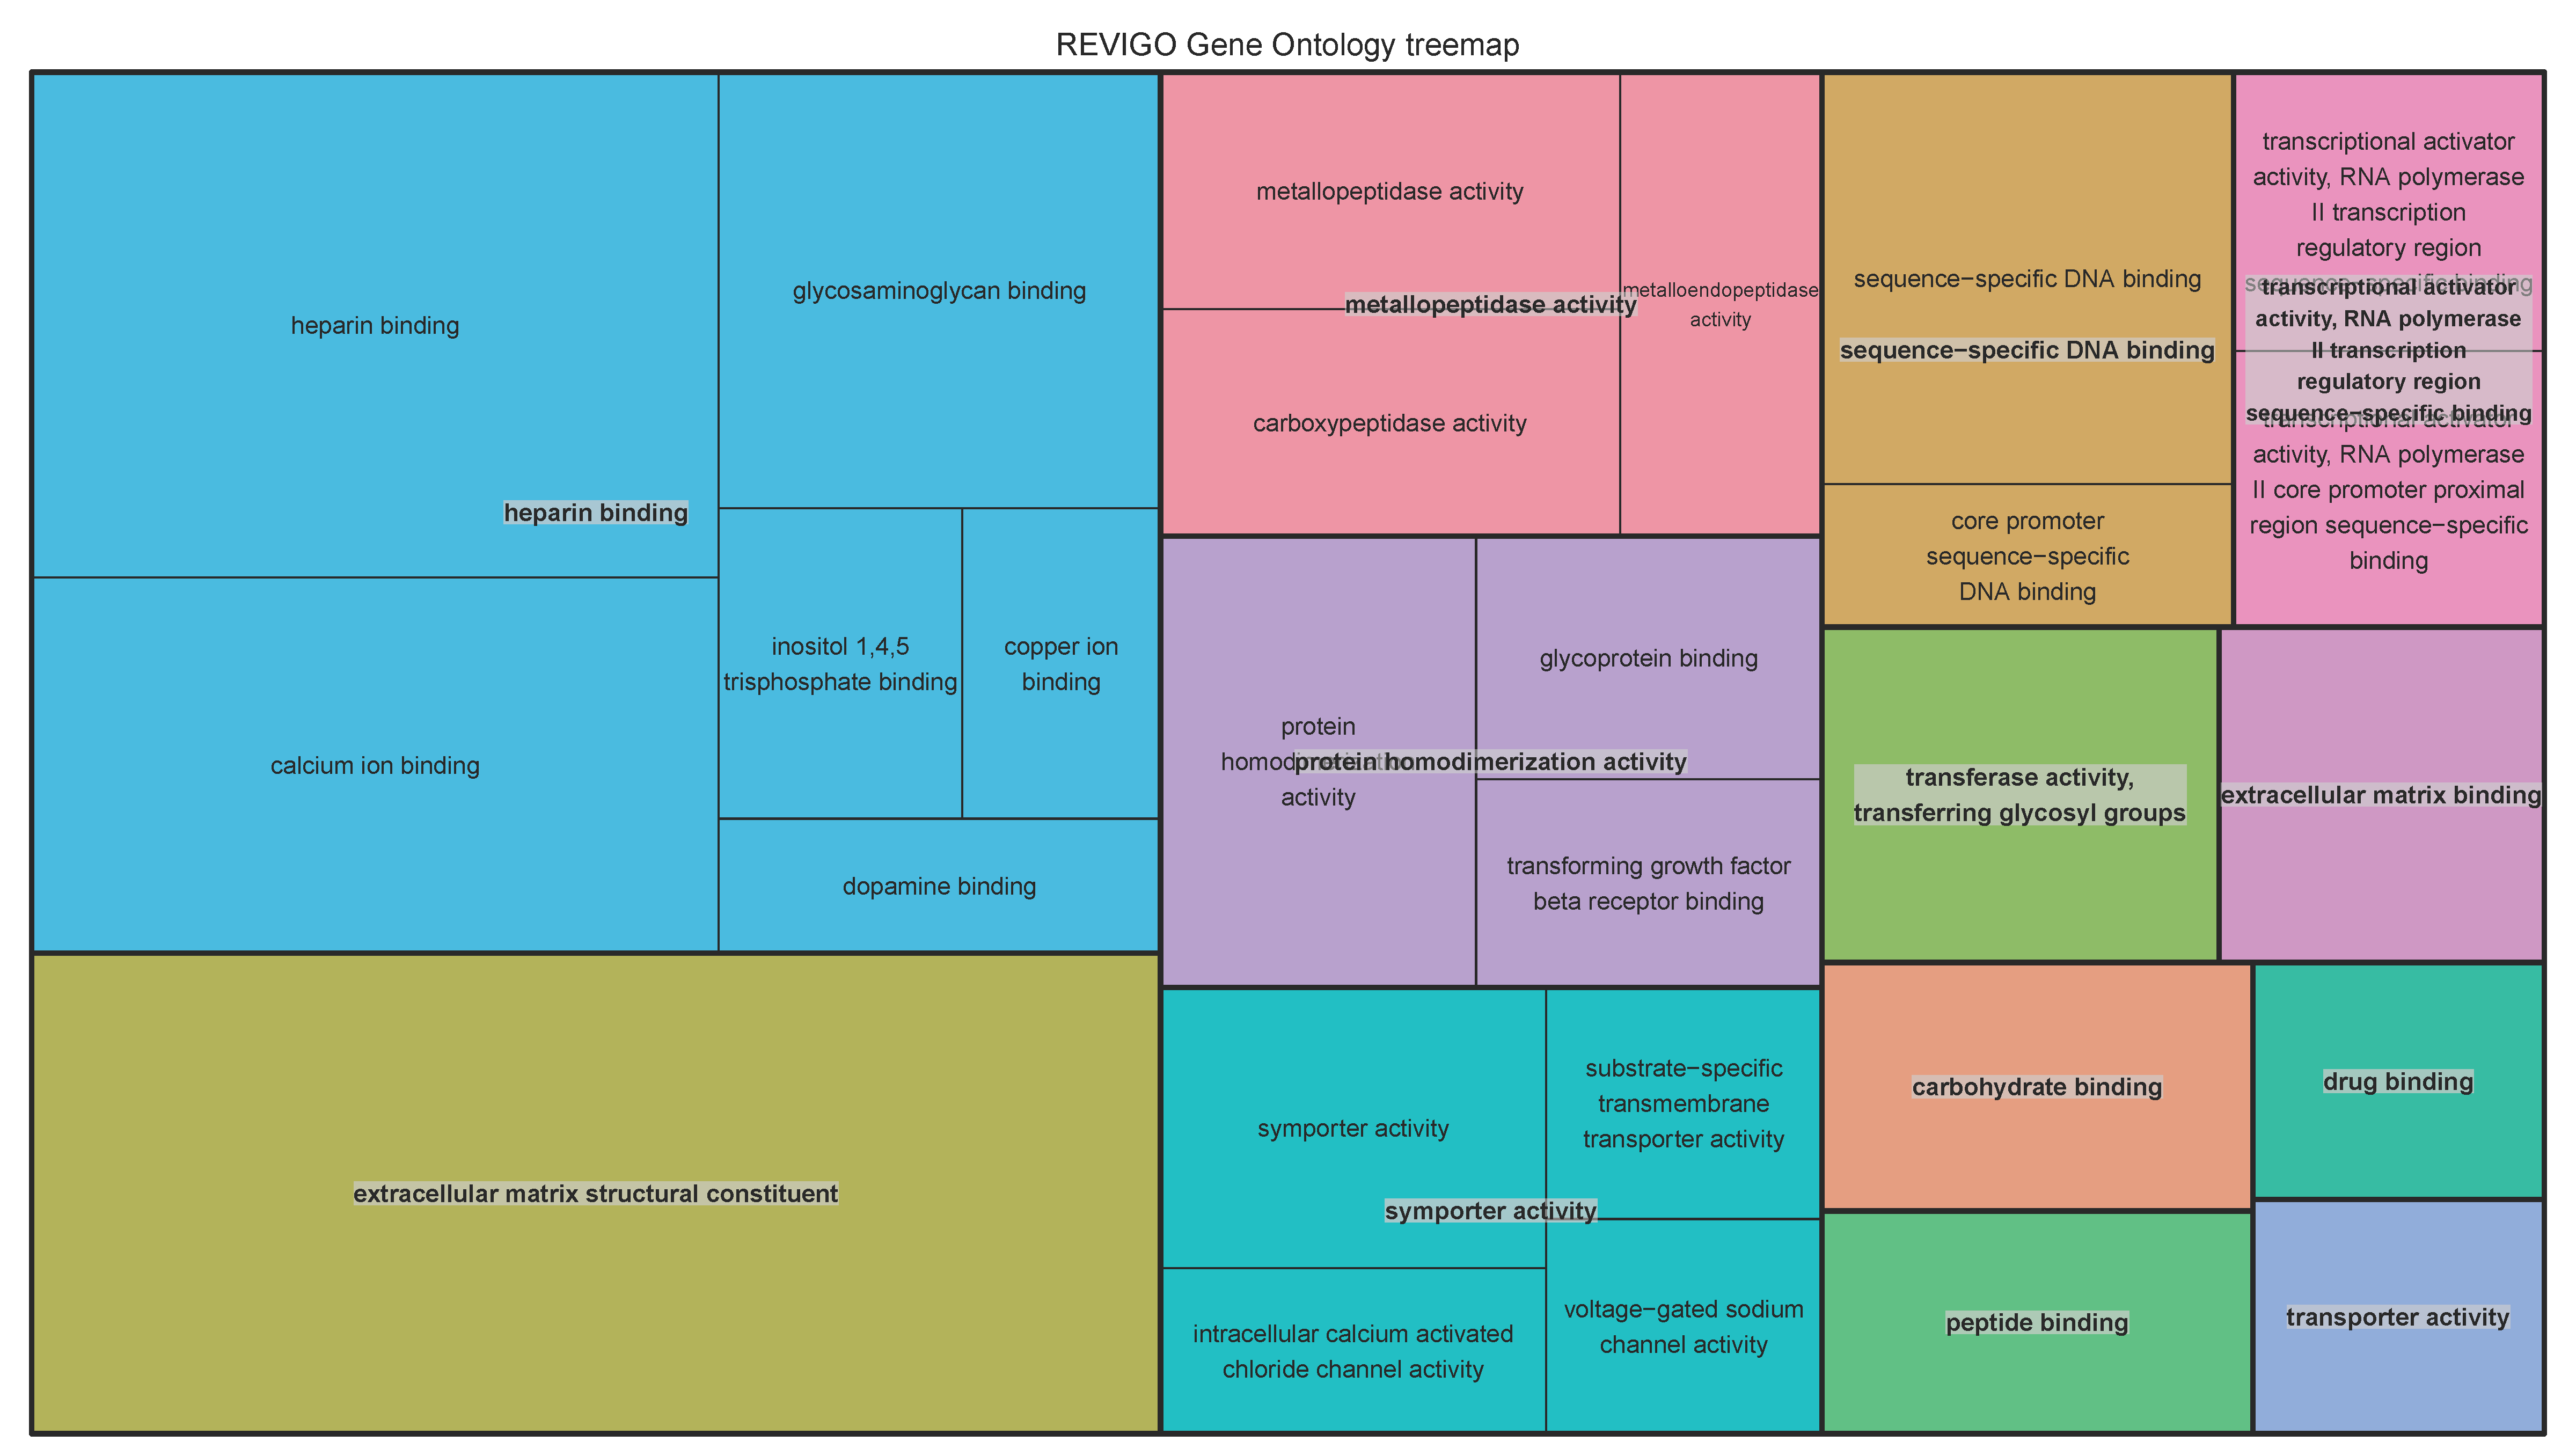

Additional Figure 4c: Tree map for molecular function involved in downregulated hyper-methylated liver tissue.

# Supplementary material for: Comparative methylation and RNA-seq expression analysis in CpG context to identify genes involved in Backfat vs. Liver diversification in Nanchukmacdon Pig
**Source:** BMC Genomics. 2021 Nov 7;22:801. doi: 10.1186/s12864-021-08123-x
**Supplement:** Supplementary file 6 — Table S1. Motif output predicted results.

Additional table 1: Motif Analysis of DMRs (Contd.).

| Rank | Motif | P-value | % of Targets | % of Background | STD(Bg STD) | Best Match/Details |
| --- | --- | --- | --- | --- | --- | --- |
| 6 | 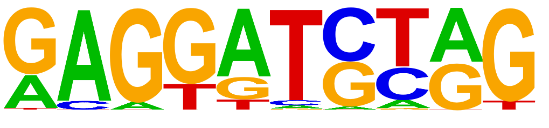 | 1e-1467 | 9.35% | 6.41% | 56.8bp (62.7bp) | ETS:RUNX(ETS,Runt) |
| 7 | 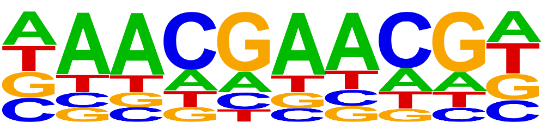 | 1e-1302 | 37.60% | 32.55% | 52.3bp (61.9bp) | ZNF638(RRM) |
| 8 | 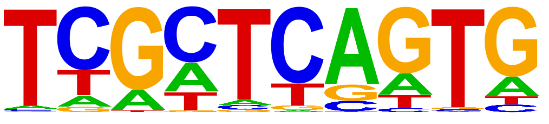 | 1e-1051 | 7.62% | 5.34% | 54.9bp (71.6bp) | Initiator/Drosophila-Promoters |
| 9 | 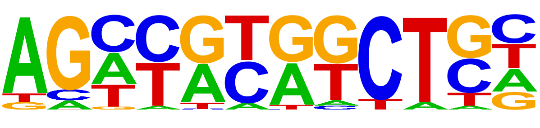 | 1e-1021 | 8.01% | 5.69% | 53.4bp (72.1bp) | POL010.1_DCE_S_III |
| 10 | 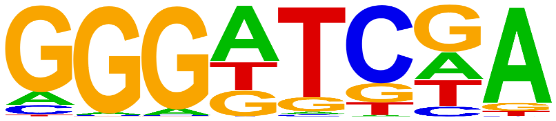 | 1e-999 | 14.45% | 11.38% | 53.6bp (66.4bp) | PB0030.1_Hnf4a_1 |
| 11 | 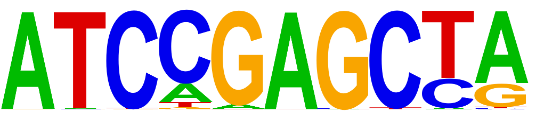 | 1e-799 | 6.79% | 4.89% | 53.1bp (74.3bp) | GATA19(C2C2gata) |
| 12 | 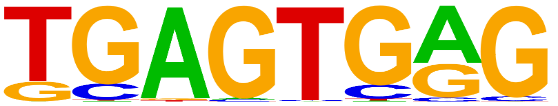 | 1e-761 | 11.47% | 9.05% | 56.2bp (65.8bp) | dmmpmm(Bigfoot) |
| 13 | 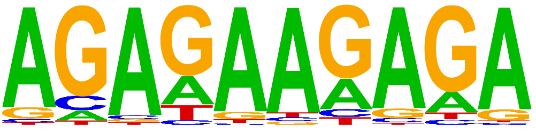 | 1e-686 | 37.50% | 33.82% | 57.9bp (60.2bp) | RNP4F(RRM) |
| 14 | 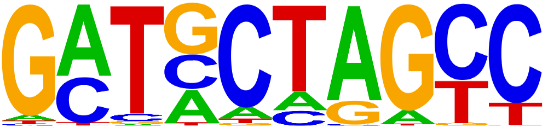 | 1e-658 | 6.22% | 4.55% | 52.9bp (63.9bp) | RFX1 |
| 15 | 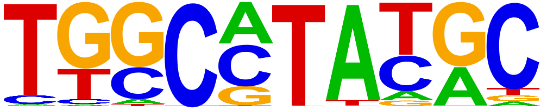 | 1e-505 | 6.09% | 4.63% | 54.7bp (61.6bp) | NEUROD2 |
| 16 | 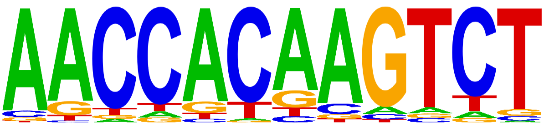 | 1e-478 | 1.13% | 0.58% | 51.8bp (53.4bp) | RUNX1(Runt) |
| 17 | 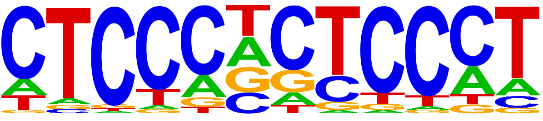 | 1e-434 | 1.01% | 0.52% | 44.5bp (49.4bp) | WT1(Zf) |
| 18 | 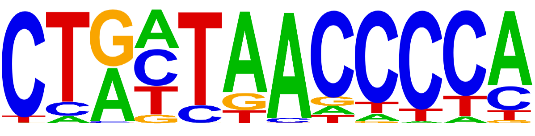 | 1e-423 | 0.86% | 0.41% | 52.0bp (52.4bp) | Unknown5/Drosophila-Promoter |
| 19 | 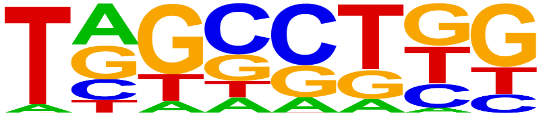 | 1e-411 | 11.82% | 9.98% | 52.4bp (65.2bp) | SF1(NR) |
| 20 | 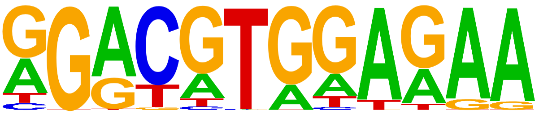 | 1e-380 | 1.25% | 0.71% | 52.6bp (55.5bp) | NFATC2 |
| 21 | 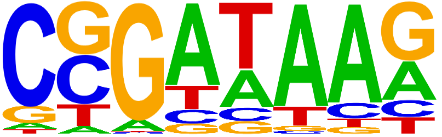 | 1e-323 | 2.62% | 1.86% | 47.0bp (63.6bp) | GAT1 |
| 22 | 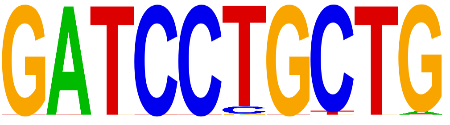 | 1.00E-275 | 0.70% | 0.37% | 58.8bp (55.2bp) | Zic1::Zic2 |
| 23 | 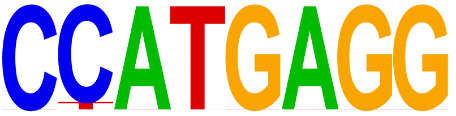 | 1.00E-269 | 6.67% | 5.53% | 57.1bp (70.0bp) | Tv_0259(RRM) |
| 24 | 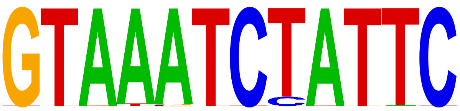 | 1.00E-268 | 0.28% | 0.10% | 43.0bp (53.5bp) | YPR015C |
| 25 | 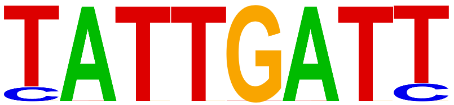 | 1.00E-234 | 5.19% | 4.25% | 57.2bp (59.3bp) | ONECUT1 |
| 26 | 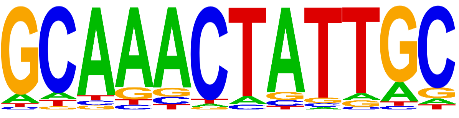 | 1.00E-211 | 0.71% | 0.41% | 56.0bp (54.1bp) | br-Z3 |
| 27 | 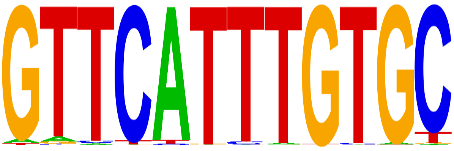 | 1.00E-194 | 0.61% | 0.35% | 69.9bp (51.8bp) | twi/dmmpmm(Bigfoot) |
| 28 | 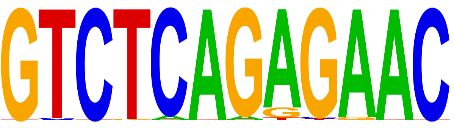 | 1.00E-176 | 0.18% | 0.06% | 56.2bp (64.4bp) | SRSF10(RRM) |
| 29 | 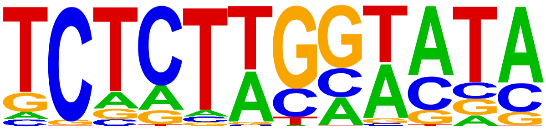 | 1.00E-171 | 0.22% | 0.08% | 65.9bp (64.4bp) | SRSF10(RRM) |
| 30 | 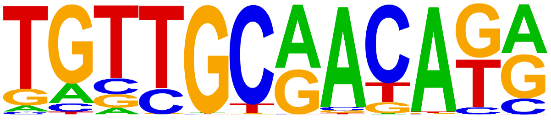 | 1.00E-156 | 0.27% | 0.12% | 83.7bp (51.5bp) | CEBP:AP1(bZIP) |
| 31 | 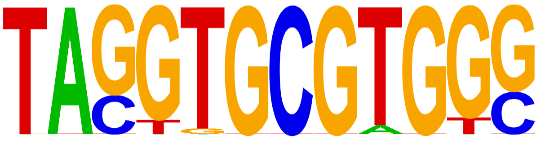 | 1.00E-144 | 0.06% | 0.01% | 29.8bp (59.6bp) | Ahr::Arnt |

How the deposited data were processed for this re-analysis (not part of the article)

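Backfat and liver of 5 Nanchukmacdon boars were studied by WGBS and by RNA-seq, with 5 libraries per tissue in each assay and 20 samples in all. The processed data hold counts of cytosine calls for each of the 10 WGBS libraries and a table of read counts per gene for the 10 RNA-seq libraries. Boar numbers were taken from the names of the libraries and of the columns, which match those of Fig. 2A and File S1. The replicate numbers of the sample labels could not be matched to boars, so single libraries were assigned to a tissue with certainty and to a boar by name only.

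For WGBS, the authors trimmed reads with Trim Galore, mapped them with Bismark to Sscrofa11.1, removed duplicates with samblaster and extracted methylation calls. The values are raw numbers of calls by read position and context. Calls were summed per library, and percentages were calculated for CpG, CHG, CHH and all cytosines. Between 11747920693 and 14227247577 calls per library were available. Means of the tissues were compared by two-sided exact permutation tests over all 252 arrangements of the libraries, with Benjamini-Hochberg adjustment over the 4 comparisons, and by an exact sign-flip test with libraries paired by boar. The conversion rate was bounded from the non-CpG calls. Methylation by site, region, gene, motif or CpG island was not analysed here, since the calls carry no genomic position.

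For RNA-seq, the authors used FastQC, Trimmomatic, HISAT2 and featureCounts 2.0.1 with the annotation of Ensembl release 99, and the values are raw counts, between 43820042 and 61772737 per library. Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were filtered by filterByExpr with tissue as the group, normalized by TMM and tested by the quasi-likelihood test (glmQLFit and glmQLFTest) with tissue as the only term, and p-values were adjusted by Benjamini-Hochberg over 16275 genes. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 2 in either direction, the thresholds of the paper. Standard errors were taken from the log2 fold change and the F statistic. Adjusted p-values given beside a log2 fold change are from this test unless DESeq2 1.42.0, limma 3.58.1 (voom) or edgeR's glmTreat is named. Where all libraries of a tissue had 0 counts, the fold was bounded by taking 3 counts per tissue as the most that a count of 0 allows. Such limits cover counting error only.

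The genes named were fixed by a rule: the genes of Table 2, the genes that File S3 lists for the terms named in the paper's discussion, the HOX genes of the list downregulated in liver, and the 5 genes with the largest change in each direction among DEGs with at least 10 counts in every library. Some genes that this rule names are not reported here. Genes were matched by Ensembl identifier, and positions and exons were taken from the reference annotation of Sscrofa11.1, where 15029 of the tested genes have a symbol.

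The choices made before the data were examined were the tests, the samples, the rule for named genes and the alternatives, which were other normalizations (DESeq2's size factors and library size alone), other tests (DESeq2, limma-voom and glmTreat), other filters on low counts, the boar as a block, other read positions, pooled calls and leaving out each library in turn. Counts with the mitochondrial genes removed, and 7 further settings of DESeq2, were chosen after the data were seen. Other groupings of the libraries, each with both tissues in both groups, were fitted to set their number of DEGs beside that of the tissues. The fits were tested on simulated counts in which 200 genes were given a log2 fold change of 3: edgeR's quasi-likelihood test called 199, DESeq2 199, limma-voom 199, the fit with the boar as a block 200 and glmTreat 83, and none of them called an unchanged gene at both thresholds. Every simulated gene had the same dispersion, and the changed genes were drawn from those with a mean of at least 200 counts. Genes with fewer counts or a larger spread are not covered by these numbers.

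The make-up of the RNA-seq libraries was described with 15 lists of marker genes written before they were applied: hepatocyte, adipocyte, red cell, mesothelium, lymphocyte, macrophage, skeletal muscle, heart muscle, kidney, pancreas, skin, inflammation, lipogenesis, the mitochondrial genome, and nuclear genes of oxidative phosphorylation. Levels of a list are sums over its genes in CPM of all counts of a library, without TMM. A library was set apart from the other 4 of its tissue when its gap to the nearest of them, divided by the range of all 5, was above Dixon's critical value. Permutation tests and figures were made in Python 3.11.15 with matplotlib 3.10.9 or in R.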

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

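The tests of explanations in this part were chosen after the results were seen. A library is listed where it stood apart from the other 4 of its tissue by Dixon's rule, which by chance happens in about 1 of 20 groups. Of 186 groups of named genes 31 had such a library, against 9.3 by chance, with backfat 69 in 18 and liver 67 in 8 of them. Of 30 groups of marker lists 8 had such a library. Genes are given in TMM-normalized CPM, and lists in CPM of all counts without TMM. The groups are not independent, since a difference in the make-up of a library moves many genes together.

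In backfat 69 genes of the liver were raised: APOA2 at 2.84, APOA4 at 0.0168, C8A at 0.959, FGB at 15.5, GATA4 at 1.48, GCGR at 1.09, MLC1 at 0.0841, PROC at 3.25, SERPINC1 at 3.73, SLC51B at 0.505 and TF at 27.5 CPM. The hepatocyte list summed to 1077 CPM, against 341 to 453 in the other backfat libraries. Of its 22 genes found, 15 exceeded 1 CPM in backfat. To compare with liver, genes were taken only if their mean in the other 4 backfat libraries was at most 0.1% of their liver level. Of these, the 50 with the most reads in liver were all highest in backfat 69, above the other backfat libraries by a median of 0.199% of their liver level and with quartiles of 0.163% and 0.243%. For these genes the values are consistent with liver RNA or reads carried over into that library, and liver cells in the sample would give the same pattern. Without that limit the list holds genes that backfat expresses itself, such as APOE, and the spread is wide: 41 of the 50 genes were highest in backfat 69, with a median of 0.240%, quartiles of 0.170% and 1.45% and a highest of 42.9%. GATA4, at 0.0575% of its liver level in the other 4 backfat libraries, meets the limit. In backfat 69 it stood at 4.23% (88 reads, 95% Poisson interval from 3.38% to 5.22%, which covers counting error only). None of the 147 other genes that meet the limit and are at least as high in liver reached that share. Their median was 0.180% and their highest 1.31%. These values argue against carry-over as the only source of GATA4 in that library, and another source stays open. A limit of 4 times that highest share, 5.24%, was set for GATA4 first and was not reached. It was changed after its value was seen, and the comparison with the 147 genes was chosen then. Of the 50 genes taken without the limit on backfat, 8 stood above GATA4. Without backfat 69 the log2 fold change of GATA4 moved from -7.45 to -11.28. No biological explanation was tested, since all backfat libraries are of 1 condition.

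HOX genes were also raised in backfat 69: HOXB7 at 14.7, HOXB8 at 3.77, HOXC8 at 5.13 and HOXC9 at 4.76 CPM. Of 24 HOX genes higher in backfat than in liver, 18 were highest in backfat 69, against 4.8 by chance, with a median ratio of 1.83 to the other backfat libraries. Liver carries fewer of these transcripts, so carry-over from liver would not raise them. A wrong label is argued against by the adipocyte list, which summed to 19009 CPM in backfat 69, within the 16750 to 25142 of the other backfat libraries and far above the 503 to 1218 of liver. Of its 12 genes found, 8 exceeded 1 CPM in liver. The place along the body from which the fat was taken was not recorded and stays open, as untested.

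The mesothelium list summed to 22.7 CPM in backfat 69, against 7.34 to 11.5 in the other backfat libraries, and 6 of its 7 genes found were highest there. This is consistent with some mesothelium in the sample. Of these genes 4 exceeded 1 CPM in liver, where the list summed to a mean of 696 CPM. The list rose by 13.3 CPM over the mean of the other backfat libraries, 1.91% of its liver level, and by 1.61% over the highest of them. The 50 genes above, limited to 0.1% of their liver level in those libraries, reached at most 1.31%. At the median share of these 50 genes, liver RNA would bring 1.39 CPM. The list itself lies above that limit, at 7.34 to 11.5 CPM in those libraries. Without the limit, the upper quartile of the 50 genes was 1.45% and their highest 42.9%. Whether liver RNA is the only source therefore cannot be told from this rise. GATA4 is among the 7. CYSLTR2 at 27.7, HRH1 at 11.6 and RYR2 at 8.48 CPM stood apart in the same library, and no explanation was tested for them.

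Liver 67 had a low sum of the hepatocyte list, 44067 CPM, against 130796 to 151706 in the other liver libraries, and 44.5% of its counts were mitochondrial. Dilution by mitochondrial transcripts alone is argued against: outside the mitochondrial genome the hepatocyte list took 7.94% of its counts, against 15.7% to 16.5% in the others. Its total of 51325543 counts lay within their range. The adipocyte list summed to 771 CPM, as in other liver libraries, which argues against a swap with backfat. Red cell transcripts summed to 1341 CPM and stood apart, but this is 0.134% of the counts, where hepatocyte transcripts lost 8.27 points, so blood RNA does not fill the loss. Of the 7 red cell genes found, 7 exceeded 1 CPM in each tissue. If the other cell types kept their proportions, a lower share of hepatocytes would raise them alike. Per count outside the mitochondrial genome, lymphocyte transcripts stood at 2.79 and macrophage transcripts at 1.18 times the mean of the other livers (1.74 and 0.737 times per count of all genes). This is a log2 ratio of 1.25 against -0.34 to 0.37 in the other liver libraries. Cell types need not keep their proportions, so these values cannot decide whether the share of hepatocytes was lower. A change in a single cell type, or in the hepatocytes themselves, was not tested.

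Skeletal muscle in the sample is argued against as the source of the mitochondrial share of liver 67, since backfat 65, with more muscle transcripts, had 7.38%. More mitochondria per cell stays open. Nuclear genes of oxidative phosphorylation summed to 1394 CPM of all counts in liver 67, below the other liver libraries, but to 2511 CPM of the counts outside the mitochondrial genome, against 2023 to 2346 in the others. The low sum is therefore consistent with dilution by mitochondrial transcripts. Whether the value of 2511 reflects more mitochondria cannot be told apart from the loss of hepatocyte transcripts, which alone raises every other gene per count. All 14 genes of the list exceeded 1 CPM in each tissue.

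In liver 67 FABP4 at 7.80, GNAI1 at 9.15, HOXC6 at 0.0540, HOXC8 at 0.0810, PDE1A at 4.75, TGFB2 at 3.27 and TMEM100 at 7.16 CPM were highest and MASP1 at 24.0 CPM lowest, each apart from the other liver libraries. HOXC6 and HOXC8 rest on 2 and 3 reads. The heart muscle list summed to 17.8 CPM there, and 2 of its 8 genes found exceeded 1 CPM in liver. Genes of the skeletal muscle list, all but PYGM, were also highest in liver 67 among the liver libraries. In CPM of all counts, ACTA1 stood at 76.5 against at most 0.730 in the others, and CKM at 20.9 against at most 0.289. PYGM, at 107 CPM in liver 67 and between 86.2 and 170 in the others, makes up much of the sum of that list in liver. No explanation was tested for these values.

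In backfat 65 the skeletal muscle list summed to 926 CPM, against 219 to 414 in the other backfat libraries, and 13 of its 15 genes found were highest there. This is consistent with some skeletal muscle in the sample. Of the 15 genes, 14 exceeded 1 CPM in backfat. The library also had the most counts of the backfat libraries, 61772737. In backfat 72 the inflammation list summed to 201 CPM, against 62.8 to 93.1. Of its 8 genes found, 6 exceeded 1 CPM in liver and 7 in backfat, and 1 is on another list. Blood in the sample may contribute, with red cell transcripts at 591 CPM, but backfat 65 had 495 without the rise in inflammation transcripts. Blood and an inflamed sample cannot be told apart, since white and red cells need not rise together.

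In other libraries FOXC1 at 0.663 CPM and VIPR2 at 0.442 CPM stood apart in liver 71, GNAI1 at 151.5 CPM and PTGER3 at 62.1 CPM in backfat 67, and NPC1L1 at 0.0515 CPM, which is 3 reads, in backfat 72. No explanation was tested for them. No library stood apart for the lists of adipocyte, lymphocyte, macrophage, kidney, pancreas, skin, lipogenesis or mitochondrial transcripts.

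The paper does not report methylation by read position. At position 1, 11.2% of non-CpG calls in backfat and 11.0% in liver were read as methylated, 33.8 times the average of positions 11 to 125 in backfat. Incomplete conversion along the whole read would be even, which these values argue against. If bases that do not come from the converted strand were mixed in at the start of the read, CpG and non-CpG calls would be pulled towards a common level. That level lay between 43.6% and 52.8% over positions 1 to 5 and both tissues, a range of 9.17 points, which is consistent with such a mixture at these positions. At positions 6 to 10 it ran from -17.7% to 103%; there the share of such bases that it is divided by was at most 2.29%, so small shifts in the calls move it far, and whether the mixture extends to those positions stays open. The choice of the first 5 was made after the values were seen. Whether bases filled in at the fragment ends give rise to it was not tested. Positions beyond the start hold most of the calls, and the difference between the tissues is given without the first and last positions among the other observations.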

How the results depend on the processing

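Of the alternatives below, the fit without mitochondrial genes and the DESeq2 fits with the unadjusted p, other filters or a log2 fold change of 1 were chosen after seeing the data. Alternatives that use read 1 only or read 2 only were not run, because the calls are not divided by read.

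The differences between backfat and liver kept their direction for CpG, CHG, CHH and all cytosines under every alternative run. With libraries paired by boar as a block, CpG (6.39 points), CHH (0.0487 points) and all cytosines (0.330 points) no longer passed 0.05, since 5 pairs allow no p below 0.0625. Across the 10 fits that each left out 1 library the CpG difference lay from 6.10 to 6.64, CHG from 0.0251 to 0.0423 (exact permutation p from 0.0635 to 0.167), CHH from 0.0438 to 0.0538 and all cytosines from 0.310 to 0.343. The lower limit of the conversion rate was 99.41% from CHG alone and 99.69% without the first and last 10 positions. The first follows from the higher share of CHG calls read as methylated, the second from the high non-CpG calls at the read start.

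The number of DEGs was within 1.5 times 3633 under DESeq2's size factors, library size alone, DESeq2, limma-voom, no filter, the boar as a block (3670) and the removal of mitochondrial genes. It fell to 1852 with at least 10 counts in every library, where fewer genes were tested, and to 2413 with glmTreat, a stricter test, and rose to 8024 with DESeq2 and a log2 fold change of 1. DEGs higher in liver were 2729 without a filter, 981 with at least 10 counts in every library, 2780 with DESeq2 and the unadjusted p and 4178 with a log2 fold change of 1. DEGs higher in backfat were 2874 with library size alone, 871 with at least 10 counts, 1126 with glmTreat and 3846 with a log2 fold change of 1. Library size alone omits the TMM factors, which separate the tissues. Leaving out each library in turn gave from 3716 to 3964 DEGs, from 1837 to 1942 higher in liver and from 1817 to 2127 higher in backfat.

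The genes of the 4 lists of File S2 that were DEGs were counted under DESeq2's size factors, library size alone, DESeq2 and the boar as a block. They stayed within 1.5 times their number under each of these. They were not counted under glmTreat, limma-voom, the other filters on low counts or the fits that left out 1 library. The median percentile of expression of the genes of Table 2 moved without the filter, to 55.6 in liver and 58.0 in backfat, because more genes of low expression were ranked, and with counts divided by gene length, to 25.3 and 39.5. The cause of the latter was not tested.

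For 93 named genes, 1633 values under another setting were calculated: none changed direction, 21 lost the call and none gained it. With at least 10 counts in every library, genes below that minimum gave no value. Of the 21, 13 were lost under glmTreat and 4 under library size alone (ACTB, C7orf50, GMDS and TNNT3). Another 4 were lost when 1 library was left out: ATP2B4 (1.95) without liver 69, SMAD9 (1.99) without liver 71, and P2RX2 without backfat 65 (2.12) and without backfat 72 (2.10). None was lost with the boar as a block, with DESeq2, with DESeq2's size factors, with limma-voom or without a filter. In all, 79 genes were called under every setting that gave a value.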

Differences from the paper's values

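The paper gives 2761 DEGs higher in liver, where 1819 were found here. Of the 18 alternatives set before the data were examined, 12 did not differ from the paper's number by more than 1.5 times: DESeq2, the paper's tool, with 2631, no filter on low counts with 2729, DESeq2's size factors with 1856, and 9 of the 10 fits that each left out 1 library, with up to 1942. The 6 that differed were library size alone with 1340, limma-voom with 1748, at least 10 counts in every library with 981, the boar as a block with 1757, glmTreat with 1287 and the fit without liver 67 with 1837. Further settings of DESeq2, chosen after seeing the values, came to 2780 with the unadjusted p, with 2380 in backfat, 2719 without Cook's filter, 2687 without either of its filters, 2634 with an alpha of 0.05, 2625 with at least 10 counts in all libraries together and 2602 without independent filtering. The unadjusted p came closest to the paper's 2761 and 2375, and none gave exactly these numbers for both tissues. For backfat the paper gives 2375 DEGs and 1814 were found here, which is within 1.5 times.

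The paper states that the overall methylation composition leans towards liver. Over all cytosines, 4.08% of the calls were read as methylated in backfat and 3.75% in liver, and backfat was higher in 5 of 5 boars.

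The paper describes the 16 genes of Table 2 as highly expressed. In the tissue where each gene was higher, 7 of the 16 lay above percentile 75 of the tested genes and 8 above percentile 50. Among all genes with a count, 7 lay above percentile 75 and 15 above percentile 50 in either tissue, and with counts divided by gene length 5 and 9.

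The paper names TNNT3 and ACTB among these genes. The identifier given for TNNT3 is DUSP8 in the reference, and the gene the reference names TNNT3 had a log2 fold change of 0.82 (edgeR, FDR = 0.645). It was called in 3 of the alternatives set before the data were examined, as higher in backfat, against the direction in Table 2: without liver 67 (6.84), with limma-voom (5.57) and with the boar as a block (5.37). This gene is on the skeletal muscle list. In CPM of all counts it was highest in backfat 65 (24.6) and, among livers, in liver 67 (17.1), as were most genes of that list. Whether its calls reflect muscle in the samples was not tested. The identifier given for ACTB has no name in the reference, and the gene the reference names ACTB had a log2 fold change of 0.66 (edgeR, FDR = 0.0727). With limma-voom its FDR passed the threshold but its log2 fold change, 0.73, did not.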

Other observations

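In this part no test was chosen after its result was seen.

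Of 126 ways to divide the 10 RNA-seq libraries into 5 and 5, 100 were fitted. Only the division by tissue, 1 of 100, gave as many DEGs as the tissues did. The others gave 0 DEGs, with between 10 and 644 genes at an unadjusted p under 0.05 and past the fold-change threshold. Each of these others puts backfat and liver libraries in both groups, so the tissue difference enters the spread within the groups. Their 0 DEGs therefore cannot tell how many would arise without a tissue difference, or from a hidden batch. Among the 12 of these divisions that part every boar's libraries, 1 gave as many, the division by tissue, and the others gave 0 DEGs with between 10 and 342 genes at an unadjusted p under 0.05. As 1 of 12 is a share of 0.0833, these divisions alone cannot reach a share under 0.05. No batch is given by the labels or the paper.

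The difference in CpG methylation between backfat and liver was 6.43 points without the first and last 10 positions of the reads, not smaller than with them, so bases at the ends of the reads do not account for it. The tissues differed by 0.0456 points in the percentage of non-CpG calls read as methylated. That percentage was highest in backfat 72, at 0.595%, and failed conversion adds at most about that much to a CpG percentage. A difference in failed conversion therefore does not account for 6.39 points. Non-CpG calls cannot show whether methylated cytosines were converted, which would lower a CpG percentage, so this was not tested. The tissue itself, and the mix of cell types in it, stay open as explanations and were not tested.

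Many genes of File S2 are listed under both tissues, since hyper-methylated regions of each were assigned to them: 623 of the 1135 genes higher in backfat (54.9%) and 492 of the 920 higher in liver (53.5%). The 623 are 85.7% of the 727 genes listed as upregulated with hyper-methylation in backfat, and there are 1031 genes in the matching list for liver. The 492 are 78.5% of 627, with 785 in the matching list for liver. Among genes higher in backfat, those listed under both tissues span a median of 129 kb (578 genes) and those listed under 1 tissue 27.2 kb (449 genes), a ratio of 4.75 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations give, adjusted p = 2e-05). Spans were known for 1027 of 1135 genes, 90.5%. Longer genes hold more windows, which may account for the double listing. Their log2 fold changes did not differ, with medians of 3.23 for 566 genes and 3.30 for 432 genes, a difference of -0.0655 (two-sided permutation test, p = 0.605, adjusted p = 0.605). Genes are not independent replicates.

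Of 3041 entries of File S2 with a gene name in both annotations, 78 carry another name in the reference. Of the genes of Table 2, SDK1, CLSTN3, CFAP74, SLC22A23, GMDS and SEMA5A are listed in File S2 under both tissues, and GATA4 is in none of its lists.

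The correlation of log2 expression between backfat and liver of the same boar, across genes after the tissue means were removed, was 0.238 in boar 65, 0.107 in boar 67, 0.0490 in boar 69, 0.165 in boar 71 and 0.0984 in boar 72. Genes are not independent replicates, and no test was made of these values.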
